# Ribosomal mistranslation leads to silencing of the unfolded protein response and increased mitochondrial biogenesis

**DOI:** 10.1038/s42003-019-0626-9

**Published:** 2019-10-17

**Authors:** Dmitri Shcherbakov, Youjin Teo, Heithem Boukari, Adrian Cortes-Sanchon, Matilde Mantovani, Ivan Osinnii, James Moore, Reda Juskeviciene, Margarita Brilkova, Stefan Duscha, Harshitha Santhosh Kumar, Endre Laczko, Hubert Rehrauer, Eric Westhof, Rashid Akbergenov, Erik C. Böttger

**Keywords:** Protein folding, Transcriptomics, Protein transport

## Abstract

Translation fidelity is the limiting factor in the accuracy of gene expression. With an estimated frequency of 10^−4^, errors in mRNA decoding occur in a mostly stochastic manner. Little is known about the response of higher eukaryotes to chronic loss of ribosomal accuracy as per an increase in the random error rate of mRNA decoding. Here, we present a global and comprehensive picture of the cellular changes in response to translational accuracy in mammalian ribosomes impaired by genetic manipulation. In addition to affecting established protein quality control pathways, such as elevated transcript levels for cytosolic chaperones, activation of the ubiquitin-proteasome system, and translational slowdown, ribosomal mistranslation led to unexpected responses. In particular, we observed increased mitochondrial biogenesis associated with import of misfolded proteins into the mitochondria and silencing of the unfolded protein response in the endoplasmic reticulum.

## Abstract (web summary)

Shcherbakov et al. investigate the consequences of ribosome mistranslation in human cells, by expressing a mutant version of the small ribosomal subunit protein RPS2. They observe activation of protein quality control pathways, but also increased mitochondrial biogenesis and silencing of the unfolded protein response in the endoplasmic reticulum.

## Introduction

The accuracy of gene expression is central to the ability of living organisms to efficiently translate genomic information into functional proteins. Errors in DNA replication occur in a frequency of ~10^–8^, and the error rate in mRNA transcription is in the rage of ~10^–6^ ^1^. By comparison, the average error rate in mRNA decoding by the ribosome has been estimated to be in the order of 10^–4^, making it the limiting factor in the accuracy of gene expression^2,3^.

Errors in mRNA decoding by prokaryotic or eukaryotic ribosomes mostly result in missense substitutions as per incorporation of mismatched tRNAs^4^. Due to the physical constraints of the mRNA-tRNA interaction, accommodation of mismatched tRNAs is limited to near-cognate tRNAs, leading mostly to missense amino acid substitutions that are conservative in nature because of the way the genetic code is arranged^5,6^. Missense errors are in part codon-dependent and affected by the levels of tRNA aminoacylation^3,7,8^.

Classical ribosomal ambiguity mutations (*ram*) in bacteria or yeast are generalized misreaders resulting in increased missense, read-through, and nonsense errors^4^. Mechanistically, *ram* mutations increase the physiological error rate of translation in a random and stochastic manner by affecting the initial phase of tRNA selection resulting in reduced discrimination against near-cognate tRNAs^9,10^. In higher eukaryotes reported defects in translational accuracy have mostly been linked to mutations which affect ribosomal accuracy in a non-random manner, i.e., mutations in specific aminoacyl-tRNA synthetases. Typically, these mutations come along with severe disease pathologies^11–15^.

Protein misfolding is a common outcome of ribosomal mistranslation and cells have developed multiple means to monitor and remove mistranslated proteins in a process collectively known as proteostasis, an interconnected network comprising more than 1000 known components in the mammalian system. Under normal conditions, molecular chaperones aid and monitor protein folding in a spatial and timely manner^16^. When the balance of protein homeostasis is disrupted, transcriptional programs dedicated to specific cellular compartments such as the cytosolic stress response and the unfolded protein response (UPR) pathways are activated in addition to the ubiquitin-proteasome pathway and autophagy to aid refolding of misfolded proteins and to remove terminally misfolded and aggregated proteins^17–19^.

Increases in the random error rate of protein synthesis have rarely been studied in higher eukaryotes. To fill this gap, we wished to establish a corresponding genetic model and to study the cellular responses by profiling the global transcriptomic and metabolomic changes together with experimental validation and functional studies. We show that mistranslation results in a proteostatic response that attenuated cytosolic protein synthesis and the cell cycle, together with increased expression of cytosolic chaperones and activation of the ubiquitin-proteasome system. In addition, ribosomal mistranslation limits protein import into the endoplasmic reticulum and silences the unfoled protein response (UPR^ER^) to circumvent UPR^ER^-triggered apoptotic pathways, and leads to increased mitochondrial biogenesis associated with import of misfolded proteins into the mitochondria.

## Results

### Identification of a *ram* mutation in higher eukaryotes

Mutation *RPS2* S200Y in the lower eukaryote *Saccharomyces cerevisiae* (uS5) is a well-known ribosomal ambiguity mutation (*ram*) that disrupts the RPS2*(*uS5*)*-RPS9 *(*uS4*)* interface on the small ribosomal subunit (Supplementary Fig. 1)^20–22^. By aligning the *RPS2* (uS5) sequences of *S. cerevisiae* and *Homo sapiens*, we identified A226Y as the homologous human *RPS2* mutation, corresponding to *RPS2*-S200Y in yeast. Structural modeling of the human RPS2*(*uS5*)*-RPS9*(*uS4*)* interface suggested that the *RPS2*-A226Y mutation would result in steric hindrance between the tyrosine residue and the α-helix in the protein C-terminal domain, affecting the conformation of RPS2 and thus its interaction with RPS9 (Supplementary Fig. 1e, f). Based on the modeling results, we hypothesized that *RPS2* A226Y would confer mistranslation in higher eukaryotes.

To assess whether the identified mutation confers mistranslation in human ribosomes, we generated stable transfected HEK293 cells constitutively expressing wild-type *RPS2* or mutant *RPS2-*A226Y resulting in cells termed wild-type (*cells transfected with RPS2-wt*) and A226Y (*cells transfected with RPS2-A226Y*), respectively, untransfected HEK293 cells were termed HEK293 cells; this nomenclature is used throughout the paper. Transfection with myc-tagged wild-type *RPS2* and mutant A226Y *RPS2* genes showed that the myc-tagged RPS2 was enriched in the ribosomal fraction, indicating that the transgenic RPS2 protein was being incorporated into functional ribosomes. Additional experiments demonstrated that the transfected RPS2 protein is incorporated into actively translating polysomes (Supplementary Fig. 2a, b).

To assess the expression levels of transgenic versus endogenous *RPS2*, we performed Taqman qRT-PCR. mRNA levels for transfected *RPS2*-wt ranged between 30–40% of total *RPS2* expression. In contrast, *RPS2*-A226Y transgenic mRNA was expressed at only ~10% of total *RPS2* expression (Fig. 1a). The reduced expression of the *RPS2*-A226Y transgene was mirrored by expression levels of an IRES-GFP-reporter fused downstream of transgenic *RPS2* as an alternative method for transgene quantification (Supplementary Fig. 2c).

**Fig. 1:**
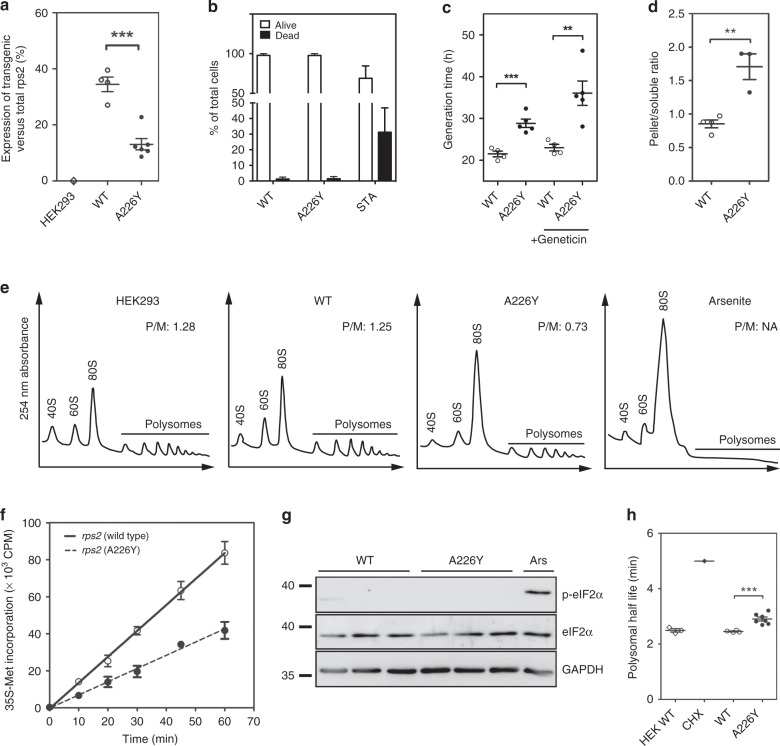
Characterization of *RPS2* A226Y mutant cells. **a** *RPS2* transgene expression as a fraction of total *RPS2* mRNA expression using TaqMan qRT-PCR (*N* ≥ 4). HEK293 = untransfected HEK cells; WT = HEK cells transfected with wt *RPS2*; A226Y = HEK cells transfected with *RPS2* A226Y. **b** Trypan blue exclusion assay for the determination of cell viability (*N* = 6). Staurosporine (STA, 10 μM, 24 h) used as positive control for cell death. **c** Generation time with and without geneticin treatment as determined by Alamar blue assay (4 ≤ *N* ≤ 6). **d** Firefly luciferase aggregation assay (*N* ≥ 3). A representative western blot can be found in Supplementary Fig. 2d. **e** Polysome profiling of HEK293 (non-transfected), *RPS2* WT, *RPS2* A226Y, and 0.5 mM arsenite-treated HEK WT cells. The polysome to monosome (P/M) ratios were calculated using the area under the curve of the polysome and the 80 S monosome peaks. Representative figures are shown (*N* = 3). **f** In vivo protein synthesis determined by radiolabelled methionine (^35^S-Met) incorporation (*N* = 3). **g** Western blot to determine the phosphorylation status of eIF2α. Antibodies against phosphorylated and unphosphorylated eIF2α were used. Arsenite (Ars, 0.5 mM, 1 h) used as positive control, GAPDH as loading control (*N* = 3). **h** Polysome half-life as derived from the polysome runoff assay (*N* ≥ 4). Treatment with elongation inhibitor cycloheximide (CHX) used as positive control. See also Supplementary Fig. 2e-g. **p < 0.01, ***p < 0.005. *N* = number of independent clones analyzed for each genotype; for each clone 3 technical replicates were done. Mean ± SEM is given

The ability of *RPS2* mutation A226Y to induce misreading and stop codon read-through was assessed using the dual-luciferase mistranslation reporter system as previously described^23,24^. In this assay, the active site H245 of firefly luciferase (Fluc) was mutated from CAC to near-cognate CGC and to non-cognate AGA, resulting in a non-functional protein. To measure read-through, stop codon TGA was introduced at D357 of Fluc to produce a truncated and non-active Fluc. The misreading agent geneticin was included as a positive control for both assays. In comparison to *RPS2* wt, we found that *RPS2*-A226Y mutant cells showed increased levels of near-cognate misreading (2.2-fold) and stop codon read-through (5.4-fold) (Table 1). The finding of *RPS2*-A226Y-mediated ribosomal misreading provides further evidence that transfected *RPS2* is incorporated into ribosomes and present in actively translating ribosomes. As previously reported for *ram* mutations in *E. coli* and yeast, *RPS2* mutation A226Y only affected misreading of near-cognate but not of non-cognate codons (AGA column, Table 1). Further, A226Y-mediated read-through was found to extend to disease-associated nonsense codons in the context of Hurler disease and cystic fibrosis (Table 1).

**Table 1:** Misreading and read-through, Hurler disease, and cystic fibrosis associated read-through

	Misreading		Read-through
Transfectants	CGC^a^	AGA^b^	UGA
HEK untreated	100	100	100
Geneticin [400 µM]	**562** **±** **59**	104 ± 21	**1963** **±** **126**
RPS2 WT	112 ± 8	114 ± 7	109 ± 5
RPS2 A226Y	**246** **±** **15**	111 ± 7	**593** **±** **35**

	Read-through		
	UAG	UAG	UAG
Hurler disease context	Control	W392X	W402X
RPS2 WT	123 ± 12	156 ± 12	131 ± 31
RPS2 A226Y	**420** **±** **82**	**628** **±** **35**	**711** **±** **142**
Gentamicin [500 µM]	**489** **±** **53**	**285** **±** **16**	**307** **±** **24**
Paromomycin [4 mM]	**901** **±** **138**	**708** **±** **51**	**759** **±** **203**

	UGA	UGA	UGA
Cystic fibrosis context	Control	G542X	W1282X
RPS2 WT	119 ± 16	109 ± 5	119 ± 7
RPS2 A226Y	**419** **±** **89**	**206** **±** **16**	**322** **±** **31**
Gentamicin [500 µM]	**244** **±** **28**	**217** **±** **18**	**173** **±** **14**
Paromomycin [4 mM]	**376** **±** **64**	**203** **±** **12**	**285** **±** **48**

Values are shown as % to HEK WT untreated. Bold text indicates values significantly different from the WT control (*p* < 0.05). Misreading agents geneticin, gentamicin, and paromomycin used as positive controls

^a^near-cognate codon (His CAC → Arg CGC)

^b^non-cognate codon (His CAC → Arg AGA)

Together, these data identify the replacement of valine by tyrosine at RPS2 aa position 226 as a *ram* mutation and demonstrate that the transfected RPS2 is incorporated into actively translating ribosomes.

### Effects of *RPS2* A226Y on translation

Cell viability was not measurably affected in the *RPS2*-A226Y mutants (Fig. 1b), however, we detected a significantly longer generation time compared to *RPS2* wt transfected cells (Fig. 1c). This loss of fitness, a hallmark of *ram* mutations, was exacerbated by the aminoglycoside geneticin (Fig. 1c).

To assess whether A226Y-induced mistranslation resulted in increased protein aggregation in the cell, we used cells transfected with a misfolding-prone firefly luciferase reporter^25^. Using antibodies against Fluc, we performed western blots of the soluble and pellet fractions of cellular extracts. The distribution of Fluc shifted towards the insoluble pellet fraction for the A226Y mutants compared to *RPS2* wt indicating that the misreading mutation A226Y induced higher levels of luciferase aggregation (Fig. 1d, Supplementary Fig. 2d).

Translational activity in the A226Y mutants was substantially reduced as assessed by in vivo ^35^S-methionine incorporation (Fig. 1f). Polysome profiling demonstrated that the decrease in protein synthesis was accompanied by an increase in monosomes in the A226Y mutants (Fig. 1e). To investigate how translational activity was regulated, we first studied eukaryotic translation initiation factor 2α (eIF2α) phosphorylation as an indicator of initiation inhibition^26^. In contrast to arsenite, a known inducer of eIF2α phosphorylation, western blotting failed to detect differences in eIF2α phosphorylation between A226Y and wild-type cells suggesting that translation was not regulated at the level of initiation (Fig. 1g).

Next, we used polysome run-off assays to study translation elongation. The translation inhibitor harringtonine stalls initiating ribosomes at the start codon while allowing initiated ribosomes to continue elongating and run off their transcripts. The time it takes for polysome depletion after harringtonine treatment correlates with translation elongation speed^27^ (Supplementary Fig. 2e). Compared to *RPS2* wt, A226Y mutants showed slower polysome runoff, i.e., a reduced elongation rate (Fig. 1h, Supplementary Fig. 2f). Cycloheximide, a known inhibitor of translation elongation was included as a positive control for elongation slowdown (Supplementary Fig. 2g).

### Transcriptome profiling of A226Y-induced mistranslation

To examine globally how the mammalian cell responds to chronic mistranslation, we analyzed the transcriptome response of A226Y mutants using RNA sequencing (RNA-Seq). 

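RNA-Seq read counts were analysed for 7 HEK293 clones. HEK293 is a human embryonic kidney cell line. The paper describes the clones as independent stable transfectants, so n counts clones. The 3 A226Y clones shared raised expression of the end of chromosome 9 and of most of chromosome X. The counts therefore do not settle whether these clones are independent of each other. RPS2 wt is represented by 4 clones (19, 20, 21 and 23) and the A226Y mutant by 3 (14, 15 and 25). For each clone the authors deposited the count of reads on each of 21908 genes, listed by Ensembl identifier and not normalized. The aligner, the counting method and the genome build behind these counts are named neither in the files nor in the paper. Gene names and positions (GRCh38) were taken from GENCODE 29, which holds 21862 of the identifiers. Total counts lay between 7005635 and 14780084 in the wt clones (median 9272953) and between 4669523 and 7024472 in the A226Y clones (median 4920543). The 10 most abundant genes of a clone took between 4.6% and 5.9% of its counts. The labels give no sequencing batch or date, so batches were not compared. Counts were normalized with edgeR's TMM method and are given as CPM, counts scaled to a common total, and 12970 genes passed edgeR's filter on low counts. A226Y clones were compared with wt clones by edgeR's quasi-likelihood test. Genes are called regulated at an unadjusted p under 0.05, the threshold of the paper, and adjusted p-values were obtained with the Benjamini-Hochberg method over all genes tested. Log2 fold changes are A226Y against wt. The biological coefficient of variation between clones of a group was 11.5%. Gene sets are the lists of Supplementary Data 1, in which 949 of 957 genes were found in the counts. The elongation and release factors are instead those of Supplementary Fig. 4b. The fold changes of each of the 21 sets were compared with those of all other genes by cameraPR (limma), with Benjamini-Hochberg adjustment over the sets. This test assumed a correlation between genes of 0.01. With the correlation estimated from the 7 clones, none of the sets that passed kept an adjusted p under 0.05. In a principal component analysis, the first component carried 54.7% of the variance and separated the wt clones from the A226Y clones. Reads on RPS2 itself (chromosome 16, 1962052 to 1964860) amounted to 1825 ± 49 CPM (SD, n = 4) in wt and 1625 ± 210 CPM (SD, n = 3) in A226Y (log2 fold change -0.168, adjusted p = 0.204). The transgene carries the mouse Rps2 coding sequence, and how many of its reads were counted on the human gene is not known. Leaving out chromosome X and the end of chromosome 9 raised the wt value to 1917 CPM.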

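Of the 12970 genes tested, 5023 had a p under 0.05 in edgeR's quasi-likelihood test, 2523 with higher and 2500 with lower transcript levels in the A226Y mutants. Counting 0.05 of all genes tested as false calls, an upper estimate, gives a share of 0.129 of the 5023. An adjusted p under 0.05 was reached by 3255 genes, 1637 higher and 1618 lower. For 3086 of these, all 3 A226Y clones lay on the same side of all 4 wt clones. Among the latter genes, the largest increase was in PGR, which encodes the progesterone receptor (chromosome 11, 101029624 to 101130524), from 0.077 ± 0.059 CPM (SD, n = 4) to 15.5 ± 8.8 CPM (SD, n = 3). This is a log2 fold change of 7.39 (standard error 0.65, adjusted p = 5.3e-05). ADM2, which encodes adrenomedullin 2 (chromosome 22), showed the largest decrease, -5.20 (standard error 0.77, adjusted p = 0.0012), from 2.7 to 0.05 CPM. ALDH1L2, which encodes a mitochondrial folate enzyme (chromosome 12, 105019784 to 105084577), decreased from a much higher level, 95.0 ± 8.8 CPM (SD, n = 4) against 3.4 ± 0.8 CPM (SD, n = 3), with a log2 fold change of -4.78 (standard error 0.16, adjusted p = 1.5e-07). Among the alternatives that kept the unadjusted threshold, the number of genes moved most without wt clone 19, the one with the most counts. That fit gave 4196 genes with a p under 0.05 and 2027 with an adjusted p under 0.05.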

5550 genes were differentially regulated in the A226Y mutants compared to *RPS2* wt (*p* < 0.05) (Supplementary Fig. 3a, b). Process network and Gene Ontology (GO) enrichment analyses identified significantly regulated processes involved in proteolysis, protein folding, translation, apoptosis, cell cycle regulation and DNA damage repair (Supplementary Fig. 3c, d). As expected, mistranslation results in activation of various protein quality control pathways, as revealed, for example, by elevated transcript levels for cytosolic chaperones and the ubiquitin-proteasome system. However, two findings were unanticipated. First, transcripts for the UPR were decreased in the A226Y mutants. 

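Supplementary Data 1 lists 228 UPR target genes, of which 224 were tested. Their log2 fold changes averaged -0.248 (median -0.144), lower than those of all other genes (adjusted p = 0.00032, cameraPR). At a p under 0.05, 85 genes of the list were lower and 37 higher in the A226Y mutants. Averaged over the list and centred per gene, log2 CPM lay between -0.182 and -0.090 in the 3 A226Y clones and between 0.066 and 0.153 in the 4 wt clones, so the groups did not overlap. The SD of these averages between clones was 0.036 in wt and 0.048 in A226Y. The 7 genes that the list heads as UPR transcription factor target genes averaged -0.788 (adjusted p = 0.00044). Taking the median of the list in place of its mean changed the value most, to -0.144. The paper counts the decrease of the UPR among its unanticipated findings, and contrasts it with the activation of protein quality control, which it anticipated.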

Second, pathways involved in mitochondrial translation and protein import were significantly increased in the A226Y mutants (Supplementary Fig. 3d).

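The 94 genes of mitochondrial translation in Supplementary Data 1 had a mean log2 fold change of 0.165 (adjusted p = 0.00032, cameraPR), with 32 higher and 3 lower at a p under 0.05. Per clone, the mean of the list lay between -0.013 and 0.171 in A226Y and between -0.143 and -0.039 in wt (log2 CPM, centred per gene). Within the list, the 77 mitochondrial ribosomal proteins averaged 0.208 (adjusted p = 0.00013, 29 higher and 1 lower) and the 17 mitochondrial tRNA synthetases -0.031 (adjusted p = 0.82, 3 higher and 2 lower), a difference that was not itself tested. For protein import, the 67 genes of mitochondrial translocation averaged 0.167 (adjusted p = 0.0013, 24 higher and 7 lower), and their clone means separated the groups, from 0.027 to 0.159 in A226Y and from -0.141 to -0.042 in wt. For mitochondrial translation the mean moved most without A226Y clone 14, to 0.212. The lowest mean among the fits that each left out 1 clone was 0.121. Subtracting from each gene the median of its 50 neighbours on each side of the chromosome, which removes changes shared along a chromosome, lowered mitochondrial translocation to 0.118 (adjusted p = 0.0038). The paper reports increased pathways of mitochondrial translation and protein import from its enrichment analysis, and counts them among its unanticipated findings.

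**Figure D1:**
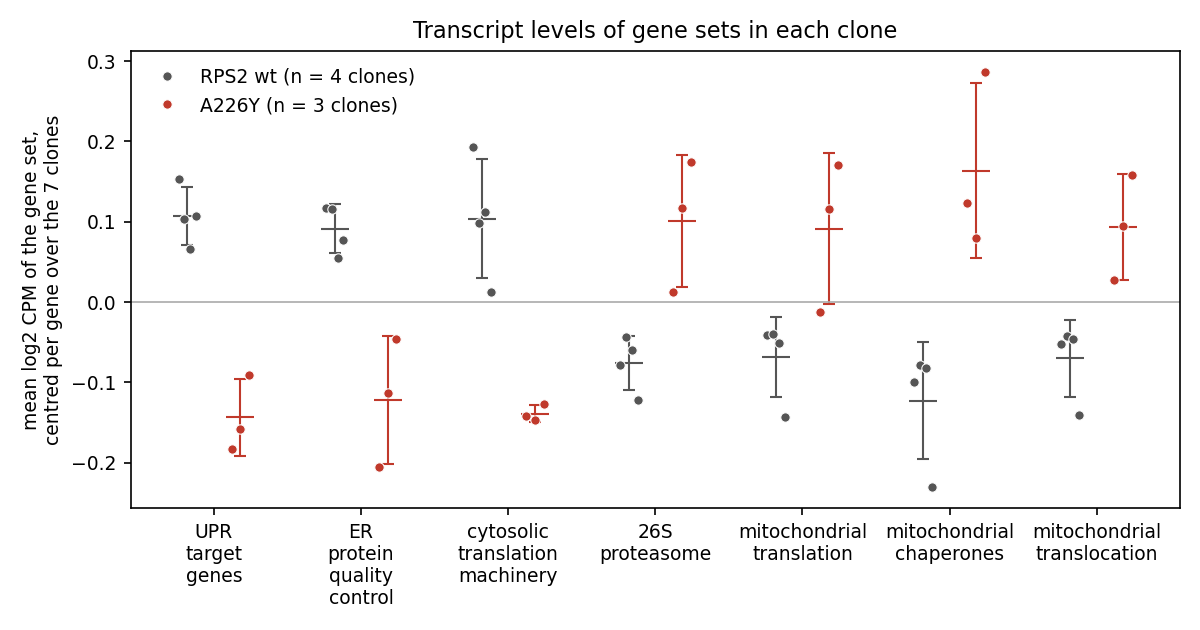
Mean log2 CPM of 7 gene sets, centred per gene, in each of the 4 RPS2 wt and 3 A226Y clones. Points are clones and lines with bars are the mean ± SD of each group. For mitochondrial translation the wt clones lie between -0.143 and -0.039 and the A226Y clones between -0.013 and 0.171, while for UPR target genes the A226Y clones lie at the bottom, between -0.182 and -0.090.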

### Translation and protein quality control pathways

We found decreased transcript levels of genes involved in cytosolic protein synthesis, including structural ribosomal proteins, aminoacyl tRNA synthetases, and elongation factors (Supplementary Fig. 4a, b), consistent with our experimental data showing reduced translational activity and elongation slowdown. 

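Of 102 genes listed for the cytosolic translation machinery, 95 were tested, and their log2 fold changes averaged -0.242 (adjusted p = 1.9e-08, cameraPR). At a p under 0.05, 55 were lower and 6 higher. The 81 ribosomal proteins tested averaged -0.217 (adjusted p = 4.9e-08), with 47 lower and 3 higher. Cytosolic tRNA synthetases were tested for 14 of 17 listed genes and averaged -0.383 (adjusted p = 0.0033), with 8 lower and 3 higher. The 5 elongation factors averaged -0.466 (adjusted p = 0.0048). They were taken from Supplementary Fig. 4b, whose legend counts factors regulated at a p under 0.05 in the same clones. If these genes were chosen in that way, the test cannot show how elongation factors as a whole changed. In each of these sets the 3 A226Y clones lay below the 4 wt clones. EEF1A1, which encodes elongation factor eEF1A1 (chromosome 6, 73515750 to 73523797), fell from 8700 ± 747 CPM (SD, n = 4) in wt to 4958 ± 717 CPM (SD, n = 3) in A226Y. Its log2 fold change was -0.811 (standard error 0.113, adjusted p = 0.00083). EEF2 (chromosome 19) changed by -0.500 (standard error 0.110, adjusted p = 0.0090) and EEF1G (chromosome 11) by -0.312 (standard error 0.098, adjusted p = 0.041). The differences in EEF1B2 (-0.249, adjusted p = 0.090) and EEF1A2 (-0.458, adjusted p = 0.28) did not pass the adjusted threshold. Normalization to library size alone moved the ribosomal proteins most, to -0.183. The paper relates these reduced transcript levels to its measurements of reduced translational activity and of slower elongation.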

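Release factor eRF1 is encoded by ETF1 (chromosome 5, 138506095 to 138543300) and eRF3 by GSPT1 (chromosome 16, 11868128 to 11916082) and GSPT2 (chromosome X, 51743431 to 51746232). ETF1 was at 264 ± 44 CPM (SD, n = 4) in wt and 325 ± 38 CPM (SD, n = 3) in A226Y, a log2 fold change of 0.300 (standard error 0.134, adjusted p = 0.123). GSPT1 rose from 298 ± 18 CPM (SD, n = 4) to 361 ± 14 CPM (SD, n = 3), a log2 fold change of 0.274 (standard error 0.077, adjusted p = 0.026). For both genes every A226Y clone lay above every wt clone. GSPT2, with 8.5 ± 1.7 CPM (SD, n = 4) and 11.7 ± 1.6 CPM (SD, n = 3), changed by 0.462 (standard error 0.195, adjusted p = 0.106). All 3 genes had an unadjusted p under 0.05, and only GSPT1 passed after adjustment. Together they averaged 0.345 (adjusted p = 0.062, cameraPR). The alternative with the largest effect was the subtraction of neighbouring genes, after which the mean of the 3 genes was -0.010, with ETF1 at 0.089, GSPT1 at 0.190 and GSPT2 at -0.310. The paper takes the increase of eRF1 and eRF3 as most likely a response to stop codon read-through caused by A226Y.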

We also found increased transcript levels of ribosomal release factors eRF1 and eRF3 (Supplementary Fig. 4b), most likely reflecting a response to A226Y-mediated increased stop codon read-through.

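Cytosolic chaperones were tested for 105 of 130 listed genes. Their mean log2 fold change was 0.126 (adjusted p = 0.0037, cameraPR), and 37 were higher and 9 lower at a p under 0.05. The clone means of this list overlapped between the groups, from -0.006 to 0.157 in A226Y and from -0.129 to 0.004 in wt. FKBP4 (chromosome 12, 2794953 to 2805423), which encodes a co-chaperone of HSP90, rose from 297 ± 29 CPM (SD, n = 4) to 473 ± 10 CPM (SD, n = 3), a log2 fold change of 0.669 (standard error 0.088, adjusted p = 0.00058). HSP90AA1 (chromosome 14) increased by 0.346 (standard error 0.082, adjusted p = 0.013), and the chaperonin gene TCP1 (chromosome 6) by 0.512 (standard error 0.104, adjusted p = 0.0063). HSPA8 (chromosome 11) reached 1780 ± 142 CPM (SD, n = 3) in A226Y against 1165 ± 343 CPM (SD, n = 4) in wt (adjusted p = 0.045). HSPA1A and HSPA1B, near-identical copies whose reads cannot be told apart with certainty, had adjusted p-values of 0.059 and 0.093. Among genes with lower levels was HSPB1 (chromosome 7), with a log2 fold change of -0.883 (standard error 0.186, adjusted p = 0.0075). Proteasome components were tested for 49 of 54 genes and averaged 0.184 (adjusted p = 0.00020), with 22 higher and 3 lower, and each A226Y clone lay above each wt clone. Both means depended most on A226Y clone 25. Without it they were 0.066 for the chaperones (adjusted p = 0.079) and 0.144 for the proteasome (adjusted p = 0.0050). The paper concludes from the elevated chaperones and proteasome components that mistranslation upregulates the quality control of cytosolic proteins.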

In addition, we observed elevated transcript levels for cytosolic chaperones and proteasome components (Supplementary Fig. 4c, d). Thus, A226Y-induced mistranslation upregulates cytosolic protein quality control pathways. We corroborated these findings by western blot analysis to detect ubiquitination at the protein level and by measuring the proteolytic activity of the 26S proteasome. The A226Y mutants showed significantly increased levels of ubiquitination and of proteasomal degradation compared to the wild-type (Supplementary Fig. 4e–g). In line with these observations we found that A226Y-mediated mistranslation increases susceptibility to proteasomal inhibitors. Treatment with proteasome inhibitor MG132 resulted in significantly increased cell death in the A226Y mutants as compared to *RPS2* wt (Supplementary Fig. 4h).

KEGG analysis revealed reduced gene transcript levels for pathways involved in biosynthesis and metabolism of amino acids (Supplementary Tables 1, 2). 

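The KEGG enrichment itself was not repeated, since its pathway lists are not among the files analysed here. Supplementary Data 1 lists 12 genes of amino acid biosynthesis and 9 amino acid transporters among the UPR targets. The biosynthesis genes averaged a log2 fold change of -0.792 (adjusted p = 0.00020, cameraPR), with 8 lower and 2 higher at a p under 0.05. The transporters averaged -0.799 (adjusted p = 0.00064), with 5 lower and none higher. Clone means of the biosynthesis genes lay between -0.525 and -0.319 in A226Y and between 0.222 and 0.408 in wt, and those of the transporters between -0.530 and -0.399 in A226Y and between 0.089 and 0.540 in wt (log2 CPM, centred per gene). Taking medians in place of means moved both values most, to -0.616 for biosynthesis and -0.450 for transporters. The paper combines the reduced transcripts for amino acid pathways with the increased transcripts for proteasome-mediated proteolysis, and reasons from the pair that amino acids are recycled for protein synthesis.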

In combination with increased transcript levels of genes involved in proteasome-mediated proteolysis, this observation suggests an extensive recycling of amino acids for protein synthesis. To complement our gene expression data, we assessed the metabolic changes in the A226Y mutants. Metabolome analysis identified significantly increased levels of dipeptides (remnants of proteolytic activity), while metabolites involved in amino acid metabolism and gamma-glutamate-dependent amino acid import were significantly reduced (Supplementary Fig. 4i, j, Supplementary Tables 1, 2, 3). These findings corroborate the transcriptome data suggesting activation of proteasome-mediated proteolysis and increased recycling of amino acids.

### Chronic mistranslation results in G1/S transition defect

Process network enrichment analysis revealed an enrichment of cell cycle networks in the A226Y mutant. In short, we found increased levels of CDK inhibitors together with decreased transcript levels for genes involved in mitosis, DNA replication and repair, all suggestive of a G1/S transition defect in the mutant (Fig. 2a, b). 

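Among the 8 CDK inhibitor genes, CDKN1C (chromosome 11, 2883213 to 2885773), which encodes p57, was the only one with an adjusted p under 0.05. It rose from 1.2 ± 0.6 CPM (SD, n = 4) in wt to 3.0 ± 0.5 CPM (SD, n = 3) in A226Y, a log2 fold change of 1.281 (standard error 0.364, adjusted p = 0.027). CDKN1A, which encodes p21 (chromosome 6), changed by 0.371 (standard error 0.200, adjusted p = 0.197). For the other genes the log2 fold changes lay between -0.090 for CDKN2C and 0.212 for CDKN3. The 8 genes averaged 0.253 (adjusted p = 0.26, cameraPR), and the groups' clone means did not overlap. Requiring at least 10 counts in every clone lowered this mean most, to 0.099. The cell cycle list (192 of 202 genes tested) averaged -0.114 (adjusted p = 0.012), with 61 lower and 19 higher at a p under 0.05. Within it, the 59 genes of S phase and DNA replication averaged -0.187 (adjusted p = 0.0011, 28 lower and 4 higher). The 64 genes of mitosis averaged -0.145 (adjusted p = 0.046, 19 lower and 6 higher). The DNA repair genes (102 of 104 tested) averaged -0.143 (adjusted p = 0.0049, 36 lower and 15 higher). In these lists every A226Y clone mean lay below every wt clone mean. Among the alternatives, the mitosis mean moved most without CDH1, to -0.078 (adjusted p = 0.067), no longer past the threshold. CDH1 stands in the list for mitotic exit but encodes E-cadherin by the annotation's symbol. It changed by -4.36 and carries much of the mitosis mean. Leaving out CDH1 was chosen after its value had been seen. With every clone drawn down to the smallest total, the mitosis mean was -0.076. DNA replication and DNA repair moved most with normalization to library size alone, to -0.154 and -0.109. From increased CDK inhibitors and reduced transcripts for mitosis, DNA replication and repair, the paper infers a defect of the G1/S transition in the mutant.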

Compared to the control, A226Y mutants showed a higher proportion of cells in G1/S (Fig. 2c) when DNA was stained with propidium iodide. This observation was corroborated by the higher amounts of Cdk2-pTyr15 protein (G1/S enriched protein) detected in the A226Y mutants compared to wild-type cells^28^ (Fig. 2d).

**Fig. 2:**
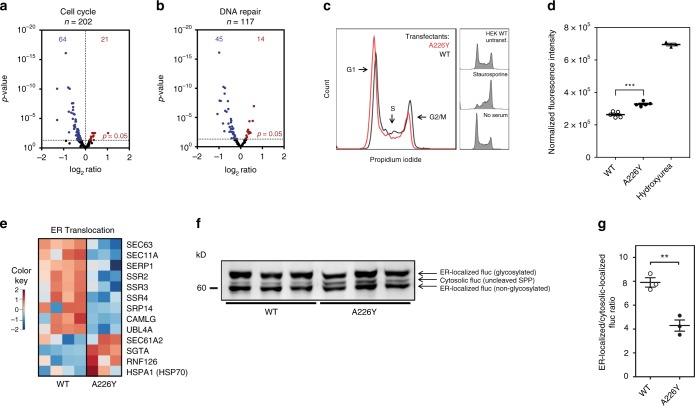
Regulation of DNA repair, cell cycle and ER transport in the A226Y mutants. **a**, **b** Volcano plots showing genes involved in cell cycle regulation and DNA damage repair. Blue dots represent significantly downregulated genes, red dots represent significantly upregulated genes (*N* ≥ 3, *p* < 0.05). **c** Cell cycle analysis using propidium iodide (50 μg/ml) staining. Representative profiles of A226Y versus WT are shown (*N* = 6). Cells were incubated (24 h) in serum-free medium as a positive control for G1 arrest, staurosporine (STA, 200 nM, 24 h) used as G2 arrest control. **d** Levels of CDK2 protein phosphorylated TYR15 (CDK2 pTYR15) as determined by ELISA. CDK2 pTYR15 is elevated in G1/S phase. 1 mM hydroxyurea used as positive control for G1/S arrest (*N* = 5). **e** Heatmap of the significantly regulated genes (*p* < 0.05) involved in ER translocation. **f** Representative western blot of the ER-firefly luciferase (prolactin signal sequence used as target signal for ER). Three different bands are identified: cytosolic Fluc (uncleaved SRP), ER-localized Fluc (non-glycosylated), ER-localized Fluc (glycosylated). **g** Ratio of ER-localized/cytosolic localized Fluc as derived from quantification of western blot analysis (*N* = 3). The full list of cell cycle, DNA repair, ER transport and PQC genes were compiled from available literature and can be found in Supplementary Data 1. ***p < 0.001. **a**, **b**, **e** For transcriptome analysis 4 independent clones of WT-transfected cells and 3 independent clones of A226Y-transfected cells were used; (**c**, **d**, **f**, **g**) *N* = number of independent clones analyzed for each genotype; for each clone 3 technical replicates were done. Mean ± SEM is given

### Chronic mistranslation reduces protein import into ER

Another finding from our GO enrichment analysis was the decreased transcript levels for the ER protein targeting machinery (Supplementary Fig. 3d). Protein transport into the ER happens via three routes: the signal recognition particle-dependent (SRP) pathway, the SRP-independent pathway, and guided entry of tail-anchored protein (GET)^29,30^. 

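The 37 genes of ER translocation in Supplementary Data 1 had a mean log2 fold change of -0.018 (adjusted p = 0.52, cameraPR), with 8 lower and 7 higher at a p under 0.05. Their clone means overlapped, from -0.124 to 0.098 in A226Y and from -0.109 to 0.066 in wt (log2 CPM, centred per gene). Taken by route, the 29 genes of the SRP-dependent pathway averaged -0.023 (adjusted p = 0.49), with 6 lower and 4 higher. For the SRP-independent pathway the 7 genes averaged -0.001 (adjusted p = 0.85), with 1 lower and 1 higher. The 7 genes of the GET pathway averaged -0.004 (adjusted p = 0.80). Of these, UBL4A (log2 fold change -0.508, adjusted p = 0.0033) and CAMLG were lower, and GET4 (0.473, adjusted p = 0.015) and ASNA1 (0.431, adjusted p = 0.016) were higher. No shift of a whole route was detected with these clones. The means of whole routes do not test the single components at the ER membrane. The mean of the 37 genes moved most without A226Y clone 25, to -0.079, and was 0.031 without A226Y clone 14. The paper proposes that, for every route, components acting directly at the ER membrane were reduced.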

Global transcriptome profiling suggested that the components directly involved in translocation across the ER membrane for all three routes were reduced in the A226Y mutant. 

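SERP1 (chromosome 3, 150541994 to 150603228) was at 144 ± 5 CPM (SD, n = 4) in wt and 119 ± 21 CPM (SD, n = 3) in A226Y, a log2 fold change of -0.278 (standard error 0.112, adjusted p = 0.093). Signal peptidase (SPase) is encoded by SEC11A, SEC11C, SPCS1, SPCS2 and SPCS3. SEC11A (chromosome 15, 84669538 to 84716716) fell from 150 ± 20 CPM (SD, n = 4) to 100 ± 7 CPM (SD, n = 3), a log2 fold change of -0.584 (standard error 0.115, adjusted p = 0.0053). The remaining subunits ranged from -0.253 for SPCS1 (adjusted p = 0.14) to 0.213 for SEC11C (adjusted p = 0.15). Of the SSR genes, SSR2 (chromosome 1) changed by -0.646 (standard error 0.133, adjusted p = 0.0068), SSR3 (chromosome 3) by -0.487 (standard error 0.118, adjusted p = 0.014), SSR4 (chromosome X) by -0.439 (standard error 0.129, adjusted p = 0.032) and SSR1 (chromosome 6) by -0.163 (standard error 0.074, adjusted p = 0.13). SEC63 (chromosome 6, 107867756 to 107958189) decreased from 285 ± 16 CPM (SD, n = 4) to 183 ± 45 CPM (SD, n = 3), a log2 fold change of -0.634 (standard error 0.140, adjusted p = 0.0093). For CAMLG (chromosome 5, 134738501 to 134752160) the change was -0.663 (standard error 0.179, adjusted p = 0.022). The SEC61 genes showed no decrease: the log2 fold changes were -0.001 for SEC61A1 (standard error 0.102, adjusted p = 0.99), 0.331 for SEC61A2 (adjusted p = 0.098), 0.160 for SEC61B (adjusted p = 0.32) and 0.044 for SEC61G (adjusted p = 0.76). After subtraction of neighbouring genes, SERP1 stood at -0.031, SEC11A at -0.308, SPCS1 at -0.156, SSR2 at -0.361, SSR3 at -0.265 and SEC63 at -0.416, all nearer to 0, while SSR1 (-0.271, adjusted p = 0.012), SSR4 (-0.474) and CAMLG (-0.784) lay farther from it. The paper takes the reduced transcripts as evidence that translocation into the ER is limited, and proposes that SEC61 is spared because of a role in moving misfolded proteins back to the cytosol.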

This is indicated by significantly reduced transcript levels of genes encoding for the main players involved: SERP1, SPase, SSRs, SEC63, and CAMLG, with the marked exception of SEC61, possibly due to its suggested role in ER dislocation, i.e., the export of misfolded proteins back to the cytosol for proteolytic degradation^31^ (Fig. 2e). To challenge this finding, we used a Fluc reporter carrying a prolactin ER targeting sequence and a KDEL ER retention sequence to detect differences in ER trafficking between the A226Y mutant and *RPS2* wt. Western blotting against Fluc in the total cell lysates revealed a significantly lower ER-localized/cytosolic Fluc ratio in A226Y mutants when compared to controls, indicating that transport into the ER is reduced in A226Y mutants (Fig. 2f, g, Supplementary Fig. 5). 

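SGTA (chromosome 19, 2754714 to 2783371) encodes a co-chaperone and RNF126 (chromosome 19, 647526 to 663277) a ubiquitin ligase. SGTA was at 113.7 ± 1.0 CPM (SD, n = 4) in wt and 137.5 ± 2.3 CPM (SD, n = 3) in A226Y, a log2 fold change of 0.274 (standard error 0.069, adjusted p = 0.016). RNF126 rose from 41.4 ± 3.3 CPM (SD, n = 4) to 51.7 ± 3.7 CPM (SD, n = 3), a log2 fold change of 0.325 (standard error 0.096, adjusted p = 0.032). In both genes, each A226Y clone exceeded each wt clone. The 5 genes that Supplementary Data 1 lists for re-routing of mislocalized proteins averaged 0.510 (adjusted p = 0.054, cameraPR), with 4 higher and none lower at a p under 0.05, and their clone means overlapped between the groups. This list includes HSPA1A (1.000, adjusted p = 0.059) and HSPA1B (0.859, adjusted p = 0.093), whose near-identical sequences make their separate counts uncertain. RNF126 was no longer past the adjusted threshold without wt clone 19 (adjusted p = 0.087), the setting in which its adjusted p was highest. From the increase of SGTA and RNF126, the paper reasons that proteins destined for the ER are re-routed to the proteasome.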

In addition, we consistently found elevated transcript levels of *SGTA* and *RNF126*, key components of the mislocalized protein (MLP) degradation pathway^32,33^, suggesting a re-routing of ER-destined proteins to the proteasome via pre-emptive quality control pathways^34^.

### Chronic mistranslation silences the UPR

Protein stress in the ER is detected by three UPR sensors (PERK, IRE1, and ATF6) which activate a transcriptional response that temporarily reduces protein synthesis while improving the folding and clearance capacity of the ER^17^. 

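IRE1 is encoded by ERN1 (chromosome 17, 64039142 to 64130819), which fell from 30.6 ± 2.5 CPM (SD, n = 4) in wt to 21.9 ± 0.9 CPM (SD, n = 3) in A226Y, a log2 fold change of -0.488 (standard error 0.110, adjusted p = 0.010). XBP1 (chromosome 22, 28794555 to 28800597) was reduced from 119 ± 13 CPM (SD, n = 4) to 64 ± 10 CPM (SD, n = 3), a log2 fold change of -0.902 (standard error 0.121, adjusted p = 0.00068). For ATF6 (chromosome 1, 161766294 to 161964070) the values were 114.5 ± 8.4 CPM (SD, n = 4) and 73 ± 15 CPM (SD, n = 3), with a log2 fold change of -0.641 (standard error 0.126, adjusted p = 0.0053). Its paralog ATF6B (chromosome 6) changed by -0.654 (standard error 0.108, adjusted p = 0.0022). ATF4 (chromosome 22, 39519695 to 39522685) decreased from 676 ± 78 CPM (SD, n = 4) to 413 ± 7 CPM (SD, n = 3), a log2 fold change of -0.712 (standard error 0.096, adjusted p = 0.00069). In all of these genes, every A226Y clone lay below every wt clone. EIF2AK3, which encodes PERK (chromosome 2), was at 25.5 ± 1.9 CPM (SD, n = 4) and 24.3 ± 2.0 CPM (SD, n = 3), a difference smaller than the SD within either group (adjusted p = 0.68). The counts measure total XBP1 transcript and do not separate its spliced form. Subtraction of neighbouring genes brought ATF6 to -0.396 and ERN1 to -0.350, the largest shifts for these genes, and XBP1 moved most without A226Y clone 25, to -1.03. The paper reads these decreases as reduced expression of the pathways that activate the UPR.

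**Figure D2:**
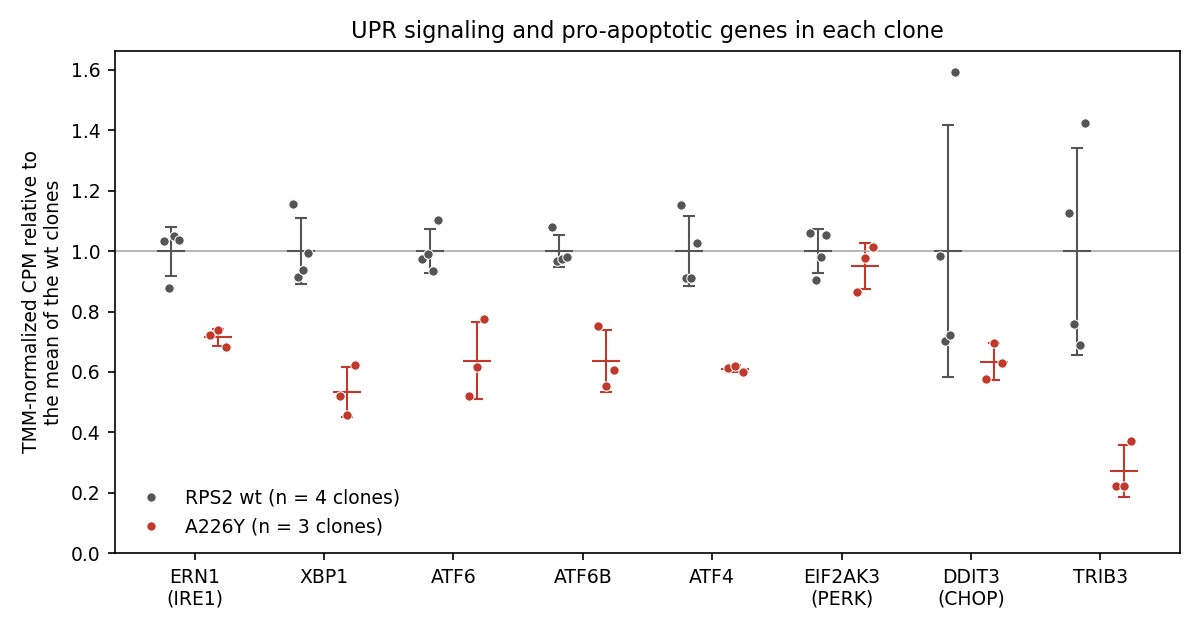
TMM-normalized CPM of UPR signaling genes and of the genes encoding CHOP (DDIT3) and TRIB3, divided by the mean of the 4 RPS2 wt clones. Points are clones of RPS2 wt (n = 4) and A226Y (n = 3), and lines with bars are the mean ± SD of each group. The A226Y clones lie below all wt clones for each gene but EIF2AK3.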

Surprisingly, we found reduced transcript levels of key UPR signaling factors, i.e., IRE1, XBP1 – a transcription factor activated by IRE1, ATF6, and ATF4, a central transcriptional regulator downstream of the PERK signaling pathway (Fig. 3a). Decreased expression of these UPR activation pathways in the A226Y mutants was confirmed using qRT-PCR (Fig. 3b). In addition, XBP1 splicing, a key step in IRE1 signaling, showed no significant difference between A226Y and the wild-type (Fig. 3c). Taken together, the data suggest that the UPR sensors responsible for transcriptionally activating the UPR were downregulated in the A226Y mutants compared to the *RPS2* wt.

**Fig. 3:**
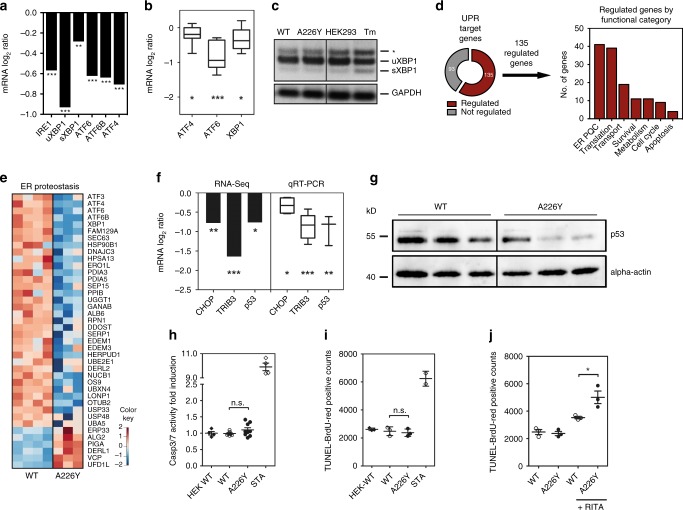
The unfolded protein response (UPR) of the A226Y mutant. **a** mRNA levels (RNA-Seq) of UPR signaling factors (*N* ≥ 3, *p* < 0.05). **b** mRNA expression levels (qRT-PCR) of selected UPR signaling factors (6 ≤ *N* ≤ 8). **c** XBP1-splicing in A226Y mutants. Tunicamycin (Tm) as positive control, GAPDH as loading control. The asterisk (*) indicates the position of a hybrid amplicon, a representative experiment is shown (*N* = 3). **d** The pie chart represents the UPR target genes activated by transcription factors ATF6, XBP1, and ATF4 and the significantly regulated fraction (135/228) in the A226Y mutants. The histogram classifies the 135 genes according to functional categories (*N* ≥ 3, *p* < 0.05). **e** Heat map representing the significantly regulated UPR target genes (*p* < 0.05) involved in ER protein quality control (ER-PQC). UPR target genes compiled from available literature and can be found in Supplementary Data 1. **f** mRNA levels of downstream UPR apoptotic factors CHOP, TRIB3, and p53 by RNA-Seq and qRT-PCR (3 ≤ *N* ≤ 5, *p* < 0.05). **g** Representative western blot of p53 levels in A226Y versus WT. Anti-p53 antibodies were used, actin as loading control. (*N* = 3). **h** Caspase 3/7 splicing activity assay. Values normalized to HEK-WT (*N* ≥ 4). **i** TUNEL-BrdU-Red assay (*N* = 3). **j** Activation of p53 by treatment with MDM2-inhibitor RITA (10 µM for 18 h). Level of apoptosis determined using the TUNEL assay (*N* = 3). *p < 0.05, **p < 0.01, ***p < 0.005. (**a**, **d**, **e**, **f**) For transcriptome analysis 4 independent clones of WT-transfected cells and 3 independent clones of A226Y-transfected cells were used; (**b**, **c**, **g**-**j**) *N* = number of independent clones analyzed for each genotype; for each clone 3 technical replicates were done. Mean ± SEM is given

Next, we examined downstream UPR effectors transcriptionally activated by PERK, IRE1, and ATF6 signaling. 

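Of the 228 UPR target genes in Supplementary Data 1, 224 were tested and 122 had a p under 0.05 in edgeR's quasi-likelihood test, 85 lower and 37 higher in the A226Y mutants. At an adjusted p under 0.05, 66 were lower and 24 higher. Among the fits that each left out 1 clone, the count ranged from 107 to 123. The lowest of these, without wt clone 19, was also the farthest from 122 among the alternatives that kept the threshold on the unadjusted p.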

One hundred and thirty-five from a total of 228 reported UPR target genes were differentially regulated in the A226Y mutants compared to wild-type. 

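Of the 122 regulated UPR target genes, 37 belonged to ER protein quality control (67 genes tested), 27 lower and 10 higher in the A226Y mutants. The translation category, which joins cytosolic and mitochondrial translation, amino acid biosynthesis and amino acid transporters, held 39. Its cytosolic translation genes contributed 21 (16 lower and 5 higher among 28), amino acid biosynthesis 10, the transporters 5 and mitochondrial translation 3. With an adjusted p under 0.05 as the threshold, the setting that moved the counts most, 23 genes of ER protein quality control and 33 of the translation category remained.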

Interestingly, the majority of those genes belonged to one of two categories: ER protein quality control (41/135) or translation (39/135) (Fig. 3d). In the A226Y mutants, decreased gene transcript levels were observed for all components of the ER protein quality control, including ER-resident chaperones, N-linked glycosylation-related proteins, protein disulfide isomerases (PDIs), peptidyl-prolyl isomerases (PPIs), and components of the ER-associated degradation (ERAD) pathway (Fig. 3e). 

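Across the 67 genes of ER protein quality control, log2 fold changes averaged -0.206 (adjusted p = 0.00095, cameraPR), with 27 genes lower and 10 higher at a p under 0.05. The A226Y clone means (-0.206 to -0.046, log2 CPM centred per gene) lay below those of the wt clones (0.055 to 0.118). The single components were smaller lists. The 13 molecular chaperones averaged -0.162 (adjusted p = 0.24), the 9 PDIs -0.154 (adjusted p = 0.29), the 2 PPIs -0.323 (adjusted p = 0.36), the 10 glycosylation genes -0.036 (adjusted p = 0.52), the 15 ERAD genes -0.137 (adjusted p = 0.33) and the 11 genes of ubiquitination and degradation -0.160 (adjusted p = 0.36). None of these means passed the threshold by itself, and each list but that of the PPIs held genes of both directions. The category as tested also includes the 7 genes listed as UPR transcription factor target genes. They averaged -0.788 (adjusted p = 0.00044) with 6 lower and 0 higher. Without them its mean was -0.138 (adjusted p = 0.011), the largest shift among the alternatives, in a test chosen after their value had been seen. HSPA13 (chromosome 21), an ER-resident chaperone gene, changed by -0.520 (standard error 0.126, adjusted p = 0.014). Among the PDIs, PDIA3 (chromosome 15, 43746392 to 43773279) fell from 402 ± 68 CPM (SD, n = 4) to 276 ± 21 CPM (SD, n = 3), a log2 fold change of -0.545 (standard error 0.130, adjusted p = 0.013), whereas ERP44 (chromosome 9) increased by 0.424 (adjusted p = 0.024). The ERAD gene HERPUD1 (chromosome 16) changed by -0.602 (standard error 0.113, adjusted p = 0.0042). By contrast, VCP (chromosome 9) rose by 0.371 (standard error 0.071, adjusted p = 0.0047), UFD1 (chromosome 22) by 0.363 (adjusted p = 0.011) and DERL1 (chromosome 8) by 0.316 (adjusted p = 0.021). PIGA (chromosome X), in the glycosylation list, rose by 1.012 (adjusted p = 0.00040), and without chromosome X and the end of chromosome 9 that list averaged -0.137. The paper reports lower transcript levels in every component of this quality control.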

To compare our findings with an acute UPR^ER^ inducer, we treated HEK293 cells with the aminoglycoside geneticin. Interestingly, both UPR effector and target genes of geneticin-treated cells were strongly upregulated, in sharp contrast to the A226Y response (Supplementary Fig 6).

### Downregulation of the UPR to avoid triggering of apoptosis

We hypothesized that UPR^ER^ is silenced during chronic ribosomal mistranslation in order to avoid triggering UPR-mediated apoptosis. Although the exact molecular mechanisms involved in UPR^ER^ triggered apoptosis are not fully elucidated, extensive ER stress has been reported to trigger apoptosis using one of two pathways. The first route is linked to transcription factor CHOP (also named GADD153)^35^. CHOP is regulated by PERK activation and activates downstream effectors like TRIB3 to trigger mitochondria-dependent apoptosis^36^. Interestingly, PERK-deficient or CHOP-deficient cells still undergo apoptosis during ER stress, mediated by p53 activation of BH3-only pro-apoptotic BIK^37^.

Based on RNA-Seq and qRT-PCR data, transcript levels of CHOP, TRIB3 and p53 were all significantly downregulated in the A226Y mutant compared to the wild-type (Fig. 3f). 

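CHOP is encoded by DDIT3 (chromosome 12, 57516588 to 57521737), with 11.0 ± 4.6 CPM (SD, n = 4) in wt and 7.0 ± 0.7 CPM (SD, n = 3) in A226Y. Every A226Y clone lay below every wt clone, but the wt clones spread widely. The log2 fold change was -0.642 (standard error 0.296, adjusted p = 0.135), and the unadjusted p of edgeR's quasi-likelihood test was 0.053. TRIB3 (chromosome 20, 362835 to 397559) fell from 23.4 ± 8.0 CPM (SD, n = 4) to 6.3 ± 2.0 CPM (SD, n = 3), a log2 fold change of -1.837 (standard error 0.302, adjusted p = 0.0022). The value of DDIT3 depended most on wt clone 23, without which it was -0.350 (adjusted p = 0.27). The paper places the reduced CHOP and TRIB3 transcripts in its reasoning that the UPR is silenced during chronic mistranslation so that apoptosis is not triggered.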

Western blotting of p53 similarly showed reduced levels of p53 in the A226Y mutants (Fig. 3g). Consistently, the A226Y mutants showed no significant differences in apoptosis compared to wild-type when determined by caspase 3/7 activity and TUNEL staining (Fig. 3h, i). On the other hand, geneticin-treated cells which showed activation of the three arms of the UPR^ER^ have increased levels of CHOP and readily underwent apoptosis (Supplementary Fig. 6d, e). In further support of our hypothesis, mutant A226Y cells show heightened susceptibility to p53-mediated apoptosis. Thus, treatment with p53 activator RITA induced a significantly higher level of apoptosis in the A226Y mutants compared to the wild-type (Fig. 3j). These results, taken together provide evidence that the UPR^ER^ is silenced during chronic protein mistranslation to avoid triggering apoptosis.

### Linking the mitochondria to proteostasis

In sharp contrast to limiting protein import into the ER, we found increased transcript levels for components of the mitochondrial import machinery, chaperones, mitochondrial organization and protein synthesis (Fig. 4a, b, Supplementary Fig. 3d, 7a). 

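In the import machinery, TOMM40 (chromosome 19, 44890569 to 44903689) rose from 104.5 ± 4.0 CPM (SD, n = 4) in wt to 162 ± 14 CPM (SD, n = 3) in A226Y, a log2 fold change of 0.637 (standard error 0.081, adjusted p = 0.00050). TIMM23 (chromosome 10, 45972449 to 46003734) rose from 89.8 ± 3.2 CPM (SD, n = 4) to 138.7 ± 8.9 CPM (SD, n = 3), a log2 fold change of 0.628 (standard error 0.078, adjusted p = 0.00042). TOMM22 (chromosome 22) increased by 0.436 (standard error 0.080, adjusted p = 0.0038), TIMM10 (chromosome 11) by 0.586 (standard error 0.146, adjusted p = 0.016) and TIMM50 (chromosome 19) by 0.255 (adjusted p = 0.041). Some components had lower means in A226Y, among them TOMM20 (-0.303, adjusted p = 0.13), TIMM9 (-0.204, adjusted p = 0.17) and TOMM7 (-0.192, adjusted p = 0.11). The 20 mitochondrial chaperone genes averaged a log2 fold change of 0.295 (adjusted p = 0.00068, cameraPR), with 15 higher and 3 lower at a p under 0.05, and clone means from 0.080 to 0.287 in A226Y against -0.231 to -0.078 in wt. In all, 18 of the 20 genes had a p under 0.05. Fig. 4b shows mitochondrial chaperones regulated at that threshold in the same clones, while the paper describes the full list as drawn from the literature. If the list was chosen by p, its test cannot show how mitochondrial chaperones as a whole changed. It also holds genes of the import machinery, so it is not separate from the values above. HSPA9 (chromosome 5, 138553756 to 138575724), which encodes the mitochondrial HSP70, changed by 0.389 (standard error 0.133, adjusted p = 0.054), and LONP1 (chromosome 19), which encodes a mitochondrial protease, by -0.644 (standard error 0.088, adjusted p = 0.00075). For the chaperones, the median of 0.398 was the alternative farthest from the mean, and HSPA9 dropped to 0.178 after subtraction of neighbouring genes. The paper contrasts these increases with the limited import into the ER and goes on from them to measure mitochondrial mass and function.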

We stained cells with Mitotracker DeepRed (total mitochondrial content) and tetramethylrhodamine ethyl ester (TMRE-mitochondrial membrane potential). Increased Mitotracker DeepRed and TMRE staining were observed by FACS in the A226Y mutant, indicative of increased mitochondrial mass (Fig. 4c). We also estimated the number of mitochondria by quantifying relative amounts of mitochondrial DNA (mtDNA) and nuclear DNA (nDNA) as previously described^38^. The A226Y mutants showed a significantly higher mtDNA/nDNA ratio when compared to wild-type (Fig. 4d).

**Fig. 4:**
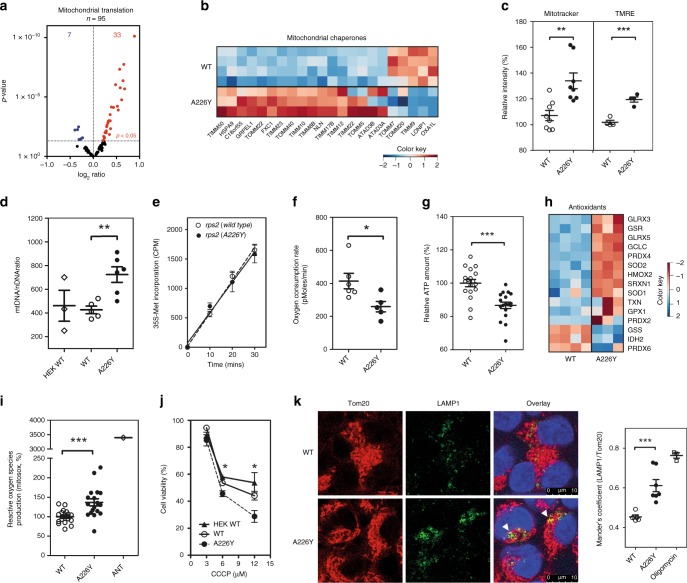
Characterization of the mitochondria in the A226Y mutant. **a** Volcano plot of mitochondrial ribosome structural genes and tRNAs synthetases (RNA-Seq) (*N* ≥ 3, *p* < 0.05). **b** Heatmap of significantly regulated mitochondrial chaperones (*p* < 0.05). **c** Mitochondrial mass measured by Mitotracker Deep Red FM and TMRE (FACS; mean fluorescence ± SEM; 6 ≤ *N* ≤ 8). **d** Mitochondrial DNA (mtDNA) to nuclear DNA (nDNA) ratio (3 ≤ *N* ≤ 6). **e** In vivo mitochondrial translation using ^35^S-Met incorporation (*N* = 3). **f** Oxygen consumption rate (OCR) measured using Seahorse XF-24. Mean ± SEM (*N* ≥ 5). **g** Relative ATP levels (4 ≤ *N* ≤ 6). **h** Heatmap of significantly regulated antioxidant genes (*p* < 0.05). **i** Detection of reactive oxygen species (ROS) production using MitoSOX staining and FACS. Antimycin (ANT, 10 μg/ml) used as positive control (*N* = 6). **j** Dose-response curve of CCCP treated cells using Alamar blue staining (N = 3). **k** Immunofluorescent images of mitochondria (TOM20, red) and lysosome (LAMP1, green). DAPI used to visualize cell nuclei (blue). Mitophagy is visualized by fusion of mitochondria with lysosomes (yellow) and are marked with white triangles. Histogram represents the quantification of LAMP1 and TOM20 using Mander’s Coefficient (*N* = 5). The full list of mitochondrial chaperones and antioxidant genes were compiled from available literature and can be found in Supplementary Data 1. *p < 0.05, **p < 0.01, ***p < 0.005. **a**, **b**, **h** For transcriptome analysis 4 independent clones of WT-transfected cells and 3 independent clones of A226Y-transfected cells were used; (**c**–**g**, **i**–**k**) *N* = number of independent clones analyzed for each genotype; for each clone 3 technical replicates were done. Mean ± SEM is given

We next examined whether the A226Y mutation affected translation of mRNA derived from mtDNA. In contrast to cytoplasmic translation, in vivo mitochondrial protein synthesis was not affected by the A226Y mutation (Fig. 4e, Supplementary Fig. 7b). Despite having more mitochondria per cell, we found that basal respiration as determined by oxygen consumption rate and ATP production was significantly reduced in the A226Y mutant suggestive of impaired mitochondrial function^39^ (Fig. 4f, g). 

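Of 15 antioxidant genes of Fig. 4h, 10 were higher and 3 lower in the A226Y mutants at a p under 0.05. Their log2 fold changes averaged 0.244 (adjusted p = 0.0020, cameraPR). By its legend, Fig. 4h shows antioxidant genes that were regulated at a p under 0.05 in the same clones. The counts, the set test and the clone means therefore cannot show how antioxidant genes as a whole changed. Clone means were between 0.080 and 0.185 in A226Y and between -0.145 and -0.074 in wt (log2 CPM, centred per gene). SOD2, which encodes the mitochondrial superoxide dismutase (chromosome 6, 159669057 to 159745186), rose from 271 ± 25 CPM (SD, n = 4) to 429 ± 18 CPM (SD, n = 3), a log2 fold change of 0.660 (standard error 0.088, adjusted p = 0.00063). PRDX4 (chromosome X, 23664262 to 23686399) rose from 86.9 ± 7.0 CPM (SD, n = 4) to 206.7 ± 5.1 CPM (SD, n = 3), a log2 fold change of 1.251 (standard error 0.082, adjusted p = 1.5e-05). SOD1 (chromosome 21) changed by 0.326 (adjusted p = 0.069) and GSR (chromosome 8) by 0.254 (adjusted p = 0.032). The genes with lower levels were IDH2 (-0.782, adjusted p = 0.022), GSS (-0.599, adjusted p = 0.00061) and PRDX6 (-0.279, adjusted p = 0.079). The median of the list, 0.326, was the alternative farthest from the mean. PRDX4 moved most after subtraction of neighbouring genes, to 0.482. The paper takes the upregulation of most antioxidant genes, together with its measurement of reactive oxygen species, as evidence of oxidative stress in the mutants.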

We looked for evidence of oxidative stress and found an increase in reactive oxygen species and an upregulation of the majority of antioxidant genes in the A226Y mutants (Fig. 4h, i). We also found that the A226Y mutation was associated with enhanced mitophagy, as assessed by immunofluorescence microscopy quantifying the overlap of TOM20 (mitochondria) and LAMP1 (lysosomes) staining (Fig. 4k).

While these observations are suggestive of classical mitochondrial dysfunction, a recent report has proposed an active role for mitochondria during proteostasis in yeast, where cytosolic aggregation-prone proteins become imported and degraded within the mitochondria^40^. As the import of mitochondrial proteins relies on the electrochemical potential of the inner mitochondrial membrane, we treated cells with the mitochondrial uncoupler CCCP, a disruptor of the inner mitochondrial membrane potential, to study the cellular susceptibility to pharmacological impairments of mitochondrial import^41^. Compared to *RPS2* wt cells, the A226Y mutants were significantly more susceptible to treatment with CCCP, as detected by cell viability staining using Alamar Blue (Fig. 4j). To further explore the relationship between mistranslation and mitochondrial biogenesis observed in the A226Y mutants, we studied the response to geneticin, a known misreading agent. We observed similar responses in mitochondrial import, translation, biogenesis and mitophagy as in the A226Y mutants (Supplementary Figs. 7c–e, 8a, c). In addition, an increase in the load of misfolded proteins at the post-ribosomal level induced by inhibition of proteasome function, led to an increase in mitochondrial mass and mitophagy (Supplementary Fig. 8b, c). Altogether, these results connect mistranslation with increased mitochondrial biogenesis and mitophagy, thus providing circumstantial evidence for a mitochondrial role in proteostasis.

### Mitochondrial localization of misfolded cytosolic proteins

To examine whether mistranslated proteins associate with mitochondria we performed fractionation experiments of cells transfected with misfolding-prone wild-type luciferase (WT-Fluc) and a mutant aggregation-prone luciferase derivative (DM-Fluc)^40^. Purification of mitochondria and western blotting demonstrated physical association of misfolded-prone WT-Fluc with mitochondria, association with the mitochondrial fraction was more pronounced for the mutant DM-Fluc (Fig. 5a, b). Treatment with the misreading agent geneticin resulted in increased localization of WT-Fluc to mitochondria (Fig. 5c, d). Functional assays of specific enzymatic luciferase activity demonstrated that the luciferase protein in the mitochondrial fraction shows drastically reduced enzymatic activity as compared to the cytosolic luciferase, indicating that the vast majority of mitochondrially localized luciferase is misfolded and enzymatically inactive (Fig. 5e, f).

**Fig. 5:**
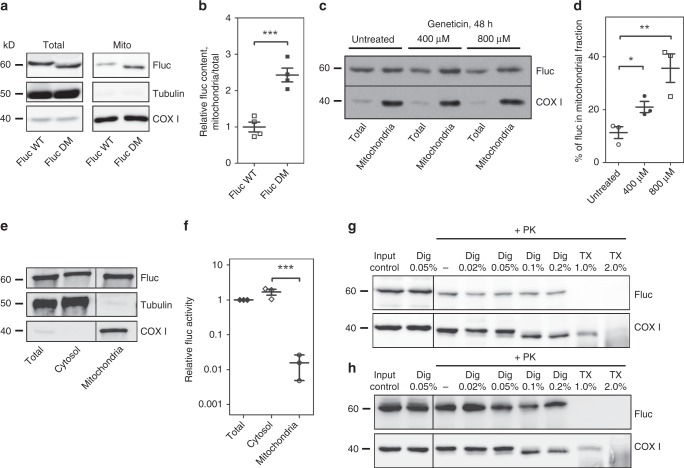
Misfolded proteins localize to mitochondria. Cell fractionations of HEK293 cells transfected with misfolded-prone FlucWT and mutant aggregation-prone FlucDM. **a** Immunoblots and (**b**) quantification showing FlucWT and FlucDM content in the isolated mitochondrial fraction in comparison to total cellular content (*N* = 4). Anti-Fluc antibody was used to visualize luciferase protein; tubulin and COX1 antibodies were used as controls. Samples were loaded to provide approximately equal amounts of COX1 for comparison. **c**, **d** Treatment with geneticin increases the proportion of Fluc recovered in the mitochondrial fraction. **c** Representative western blot of HEK293 cells expressing cytosolic FlucWT and treatment with geneticin (400 µM and 800 µM). **d** Quantification of Fluc recovered in the mitochondrial fraction. The amount of Fluc in the mitochondria fraction was quantified in relation to the amount of Fluc in the total fraction, and normalized to COX1: $$\left( {\frac{{{\mathrm{Fluc}}\,{\mathrm{mitochondria}}}}{{{\mathrm{COXI}}\,{\mathrm{mitochondria}}}}:\frac{{{\mathrm{Fluc}}\,{\mathrm{total}}}}{{{\mathrm{COXI}}\,{\mathrm{total}}}}} \right) \times {\mathrm{100}}$$ (*N* = 3). **e**, **f** Measurements of specific luciferase activity. **e** Western blot of HEK293 cells expressing cytosolic FlucWT to demonstrate the distribution of the Fluc in the different cellular fractions. Samples were loaded to provide approximately equal amounts of firefly luciferase for comparison. **f** Firefly luciferase enzymatic activity in the different fractions given in panel **e**; the specific luciferase activity was obtained by relating the enzymatic activity of each fraction to the corresponding band intensity quantification by western blot. The specific activity of total fraction was set as 1, the specific activity of the mitochondrial fraction is 0.016 ± 0.011; *N* = 3. **g** Representative western blot of mitochondrial fractions isolated from HEK293 cells expressing cytosolic FlucWT treated with proteinase K alone or in combination with digitonin or Triton X-100. **h** Representative western blot of mitochondrial fractions isolated from HEK293 cells expressing mitochondria targeted MTS-FlucWT treated with proteinase K alone or in combination with digitonin or Triton X-100. *p < 0.05, **p < 0.01. *N* = number of independent transient transfections for each vector; for each transfection 3 technical replicates were done. Mean ± SEM is given

To examine the association of misfolded Fluc with mitochondria we treated purified mitochondrial fractions from cells expressing WT-Fluc with proteinase K to eliminate misfolded Fluc attached to the outside of mitochondria (Fig. 5g). The mitochondrial outer and inner membranes were permeabilized using digitonin and Triton X-100, respectively^42^. Western blot analysis showed that substantial amounts of Fluc stayed intact after treatment with proteinase K alone or in combination with digitonin permeabilizing the outer mitochondrial membrane, and is degraded only after treatment with proteinase K in combination with Triton X-100, dissolving both outer and inner membrane. COX1 was used as a control for a protein localized in the mitochondrial matrix. As a further control we used WT-Fluc with a mitochondrial targeting signal (MTS-WT-Fluc). The mitochondrial targeting signal directs the import of the Fluc reporter into the mitochondria. MTS-WT-Fluc in mitochondrial fractions was protected from treatment with proteinase K alone or in combination with digitonin and was degraded only upon a combined treatment with proteinase K and Triton X-100 (Fig. 5h).

The results from the cell fractionation experiments indicate that misfolded luciferase associates with and becomes imported into mitochondria. We performed additional experiments to visualize localization of misfolded luciferase and to substantiate this conclusion more directly. We employed the split GFP system, where the first ten β-strands of GFP (GFP_1–10_), fused with mCherry, are targeted to mitochondria through linkage with a mitochondria targeting sequence (MTS-mCherry-GFP_1–10_), while the eleventh β-strand (GFP_11_) is linked to a reporter. Mitochondrial GFP fluorescence is expected only if the GFP_11_-linked reporter enters mitochondria. As reporter we used glutathione S-transferase (GST), as control for a stable cytosolic protein, the misfolded-prone wild-type luciferase (WT-Fluc), the mutant aggregation-prone DM-Fluc, and MTS-GFP_11_ as positive control. Each construct was cotransfected with a plasmid expressing MTS-mCherry-GFP_1–10_. For further localization of the split-GFP signal and to exclude aberrant expression of MTS-mCherry-GFP_1–10_ we used staining with TOM20, a mitochondrial protein of the outer membrane.

The positive control, MTS-GFP_11_, showed a prominent mitochondrial GFP signal, whereas the negative control, GST-GFP_11_, showed no mitochondrial split-GFP signal (Fig. 6a–c). Misfolding-prone WT-Fluc-GFP_11_ and mutant DM-Fluc-GFP_11_ showed an increasingly strong GFP signal, which colocalized with TOM20, demonstrating that misfolding-prone and aggregation-prone cytosolic reporter proteins associate with mitochondria (Fig. 6d–j). We next treated HEK293 cells expressing WT-Fluc-GFP_11_ or DM-Fluc-GFP_11_ with the misreading agent geneticin to examine whether drug-induced mistranslation affects mitochondrial localization of the Fluc-GFP_11_ reporters. Treatment with geneticin resulted in significantly increased split GFP fluorescence for both WT-Fluc and DM-Fluc as assessed by fluorescence microscopy and FACS analysis (Fig. 7).

**Fig. 6:**
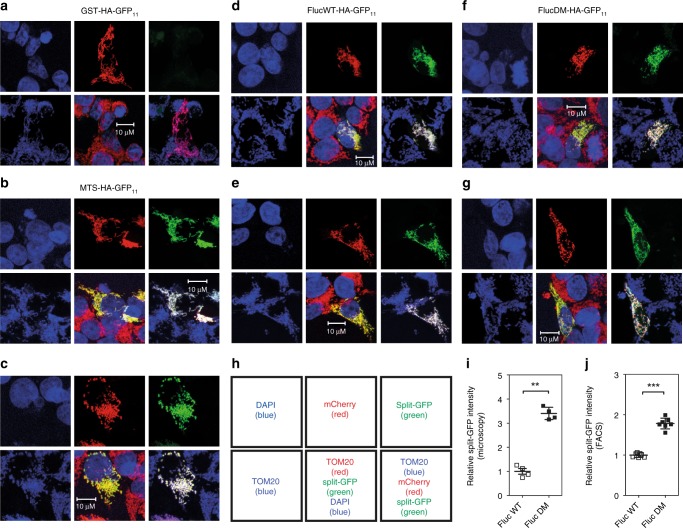
Association of misfolded proteins with mitochondria. **a**–**g** Images of transfected HEK293 cells–top 3 panels: DAPI (blue), mCherry (red), split-GFP (green); bottom 3 panels: mitochondria (TOM20 antibody staining, blue), overlay (DAPI blue, TOM20 red, split-GFP green), overlay (TOM20 blue, mCherry red, split-GFP green); see also scheme in panel **h**. Cotransfection with GST-HA-GFP_11_/MTS-mCherry-GFP_1–10_ was used as negative control (**a**), cotransfection with MTS-HA-GFP_11_/MTS-mCherry-GFP_1–10_ was used as positive control (**b**, **c**). **d**–**g** Representative images of HEK293 cells cotransfected with misfolded-prone FlucWT-HA-GFP_11_/MTS-mCherry-GFP_1–10_ (**d**, **e**) and mutant aggregation-prone FlucDM-HA-GFP_11_/MTS-mCherry-GFP_1–10_ (**f**, **g**). **i** Quantification of normalized GFP/mCherry ratio assessed by wide-field fluorescent microscopy, median fluorescence ± SEM (*N* = 4). **j** Quantification of split-GFP signal by FACS. Normalized split-GFP/mCherry ratio relative to Fluc expression (median fluorescence ± SEM; *N* ≥ 6). **p < 0.01, ***p < 0.005. *N* = number of independent transient transfections for each vector; for each transfection 3 technical replicates were done

**Fig. 7:**
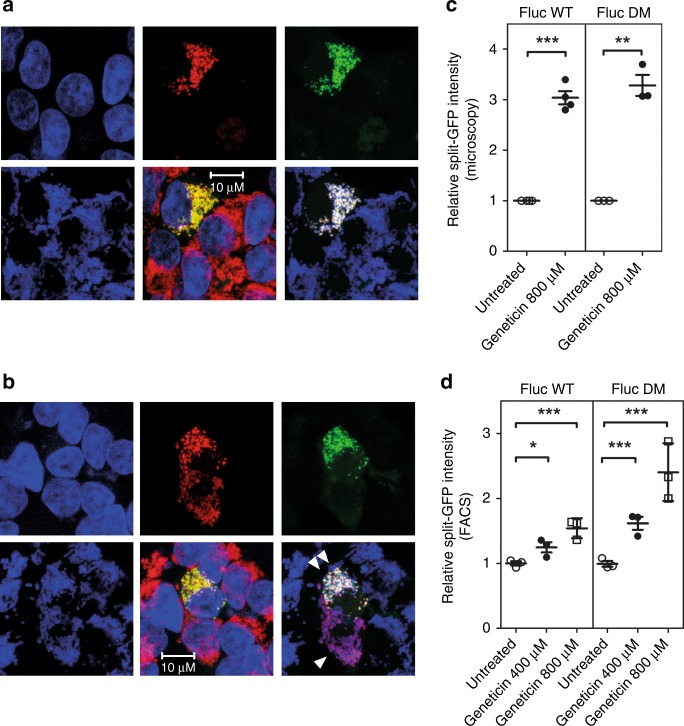
Mistranslation increases the proportion of misfolded Fluc associated with mitochondria. HEK293 cells cotransfected with FlucWT-HA-GFP_11_/MTS-mCherry-GFP_1–10_ and FlucDM-HA-GFP_11_/MTS-mCherry-GFP_1–10_ were treated with the misreading agent geneticin–images are arranged as in Fig. 6. **a**, **b** Representative images of cells transfected with FlucWT-HA-GFP_11_ and treated with 800 µM geneticin for 24 h. Panels are arranged as in Fig. 6a–g. Cell expressing MTS-mCherry-GFP_1–10_ is marked by a single white triangle, cell co-expressing both FlucWT-HA-GFP_11_ and MTS-mCherry-GFP_1–10_ is marked by two white triangles. **c** Quantification of normalized GFP/mCherry ratio as assessed by wide-field fluorescence microscopy, median fluorescence ± SEM (*N* ≥ 3). **d** Treatment with 400 µM and 800 µM increases association of Fluc with mitochondria in a dose-dependent manner; quantification of normalized split-GFP/mCherry ratio relative to Fluc expression by FACS (median fluorescence ± SEM; *N* = 6). *p < 0.05, **p < 0.01, ***p < 0.005. *N* = number of independent transient transfections for each vector; for each transfection 3 technical replicates were done

## Discussion

We know surprisingly little about the cellular response to changes in the average error rate of mRNA decoding, and how the various individual pathways interact to maintain cell function when ribosomal accuracy is impaired. Towards this end, we generated what is to our knowledge, the first ever reported mammalian *ram* mutant by genetic manipulation of ribosomal protein S2. The mutation affects general translation by increasing the random misincorporation of near-cognate amino acids. Compared to HEK293 cells transfected with a wild-type *RPS2* gene and a transgene expression level of 30–40% of total *RPS2* mRNA, HEK293 cells transfected with the A226Y mutant *RPS2* transgene showed a reduced expression corresponding to ~10% of total *RPS2* mRNA (Fig. 1a). While the reduced expression of the mutant transgene likely reflects the fitness-associated cost of ribosomal misreading, our data demonstrate that even at this level of expression, the mutant RPS2 protein conferred significant ribosomal misreading as testified by misreading and read-through reporters (Table 1). Starting with a global transcriptomic approach, we profiled and further characterized the mammalian response towards chronic mistranslation. Chronic mistranslation led to a proteostatic response that attenuated cytosolic protein synthesis and the cell cycle, while increasing expression of chaperones and the ubiquitin-proteasome system to prevent accumulation of misfolded proteins. Pointing to increased proteolytic activity as an adaptive response towards ribosomal mistranslation, we found that *RPS2* A226Y mutant cells show increased susceptibility to treatment with the proteasomal inhibitor MG132. Activation of proteasome-mediated proteolysis was accompanied by increased recycling of amino acids.

Rapid attenuation of global protein synthesis under protein stress has been largely attributed to the inhibition of translation initiation^43^. Here, we found little or no evidence of initiation inhibition. Instead, we found that in addition to decreased transcript levels of genes involved in cytosolic protein synthesis the reduced translational activity observed in the *RPS2* A226Y mutant is associated with elongation slowdown. This finding is supported by a recent report on the fine-tuning of ribosomal elongation in response to proteotoxic stress^44^.

An important contributor of the UPR^ER^, often left unnoticed, is the regulation of protein transport across the ER membrane. Here, we showed that mRNA transcripts representing all three major pathways for ER import were decreased in the mutant. Further transcriptomic changes suggest that ER-destined proteins are rerouted to an alternative pathway for proteolytic digestion using the MLP quality control machinery. We used an ER-luciferase reporter to directly demonstrate that protein import into the ER was reduced in the A226Y mutant. We compared our findings to a study using classical UPR^ER^ inducing agent tunicamycin^45^. Tunicamycin showed a completely opposite transcriptomic response, upregulating the expression of all ER translocation machineries (Supplementary Fig. 9). In contrast to tunicamycin, which creates ER stress by inhibiting glycosylation of export-bound glycoproteins within the ER, the A226Y mutants affect the ER at a pre-ER stage, i.e., by increasing the error rate of protein synthesis. On the basis of our observations, we hypothesize that limiting ER protein translocation shields the ER from import of mistranslated proteins, thus preventing the ER from an overload of proteins which would trigger apoptosis through prolonged activation of the UPR^ER^ stress sensors. 

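Sar1 is encoded by SAR1A (chromosome 10, 70147289 to 70170523) and SAR1B (chromosome 5, 134601144 to 134649271). SAR1A was at 142.2 ± 6.6 CPM (SD, n = 4) in wt and 199.0 ± 1.8 CPM (SD, n = 3) in A226Y, a log2 fold change of 0.485 (standard error 0.072, adjusted p = 0.0012). SAR1B rose from 47.4 ± 9.6 CPM (SD, n = 4) to 70.7 ± 2.3 CPM (SD, n = 3), a log2 fold change of 0.572 (standard error 0.142, adjusted p = 0.016). Both transcripts were higher in each A226Y clone than in any wt clone. SAR1B fell to 0.440 (adjusted p = 0.0032) after subtraction of neighbouring genes, and SAR1A moved most without wt clone 19, to 0.451. The paper adds the increase of Sar1, which controls export from the ER, to its reasoning that the mutants shield the ER from misfolded proteins.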

In addition to shielding the ER by limiting protein translocation, we found increased gene transcripts for the small GTPase Sar1 which controls ER export and facilitates trafficking of misfolded ER proteins to the Golgi^46,47^.

Our data reveal an unexpected downregulation of the UPR^ER^ pathway in the A226Y mutants. Supported by heightened susceptibility to p53-mediated cell death in the A226Y mutants, our findings suggest that the downregulation of UPR^ER^ may aid in circumventing UPR^ER^ triggered apoptosis. The finding that chronic ribosomal mistranslation triggers silencing of the UPR^ER^ was unexpected, as previous reports using classical UPR inducers concluded that under conditions of unresolved ER stress, terminal UPR^ER^ is activated, resulting in cell death^48^. How chronic mistranslation silences UPR^ER^ to avoid triggering UPR-mediated apoptosis remains a subject for future investigation.

In sharp contrast to limiting protein import into the ER, we observed a significant activation of mitochondrial import, biogenesis and increased mitophagy in the A226Y mutants. These findings are mirrored by treatment with proteasome inhibitors and aminoglycosides, known misreading agents. Thus, proteotoxic stress induced either by increasing ribosomal mistranslation or by inhibiting proteasomal degradation, lead both to an increase in mitochondrial import, biogenesis and mitophagy. The importance of mitochondria in the cell’s response to increased protein misfolding is supported by the heightened susceptibility of the A226Y mutants to CCCP, a disruptor of the mitochondrial membrane potential required for protein import.

The progressive loss of proteostasis observed during aging and neurodegenerative diseases has been characterized by the accumulation of protein aggregates and mitochondrial dysfunction^49,50^. In addition, aggregation-prone markers of neurodegenerative diseases like the amyloid β-peptide have curiously been found to accumulate in the mitochondria^51,52^. Thus far, it remained unclear how mitochondrial dysfunction and protein aggregation could be related. It was recently shown in yeast that aggregation of cytosolically misfolded proteins occurs in a partly organelle-based manner, facilitating asymmetric retention upon cell division and import into the mitochondria for degradation^40,53^. The import of protein aggregates was dependent on the mitochondrial import machinery and on yeast-only chaperone Hsp104, possibly to assist the unfolding of protein aggregates to enable entry via the Tom40 channel complex.

Using cell fractionation experiments and treatment with proteinase K with or without membrane-permeabilizing detergents in combination with functional enzymatic activity assays and visualization by means of the split GFP system, we directly demonstrate that cytosolically misfolded proteins localize to mitochondria in HEK293 cells, thus providing strong evidence for a role of mitochondria in proteostasis in mammalians. We hypothesize that aggregation-prone proteins enter the mitochondria for compartmentalization and subsequent degradation. Chronically, accumulation of misfolded proteins in the mitochondria may lead to mitochondrial dysfunction, as observed in the A226Y mutants. In addition, the slowdown of protein import into the ER as observed in the mistranslating A226Y mutants may promote mistargeting of proteins normally targeted to ER to the mitochondria^54,55^. While the mechanistic details require further investigation, we hypothesize that the increase in mitophagy of the A226Y mutants functions to selectively degrade dysfunctional mitochondria together with their proteostatic “load”. This offers an attractive pathomechanistic concept for loss-of-autophagy associated neurodegeneration in mice^56,57^ and for familial Parkinson’s disease^58,59^ associated with mutations in parkin, a ubiquitin ligase promoting mitophagy.

Our approach using global gene expression profiling to study the cellular response towards chronic ribosomal mistranslation has enabled us to characterize how various individual pathways work together and to uncover previously undescribed responses. Our data provide a framework for further elucidation of networks that contribute to protein homeostasis.

## Methods

### Vector construction and generation of stable transfectants

Expression vectors p*RPS2*-WT and p*RPS2*-A226Y were constructed by Genoway, France. Using 5′-BamHI and 3′-AvrII restriction sites, the mouse *Rps2* coding sequence [WT/A226Y (GCC→TAC)] was ligated into a proprietary eukaryotic expression vector which in addition to the CAGGS promoter carries the human growth hormone polyadenylation signal. The amino acid sequences of mouse and human Rps2 are identical. The mouse gene was chosen, because the difference in nucleic acid sequences between human and mouse RPS2 allows for precise quantification of transfected mouse RPS2 mRNA and endogenous human RPS2 mRNA. For visualization of target gene expression RPS2 was linked to IRES-eGFP. In addition, a Hyg^R^ cassette from plasmid pGL4.14 (Promega) was inserted at the MluI restriction site. HEK293 cells were transfected with p*RPS2* (WT/A226Y) expression vectors using Turbofect (Thermo Fisher Scientific) and cultured in DMEM with 10% FBS under 100 µg/ml hygromycin B selection for 5–7 weeks. GFP expressing colonies were picked for further characterization. GFP fluorescence was analyzed by flow cytometry using the BD FACS Canto II (BD Biosciences) and the FlowJo software (Tree Star Inc). Several independent clones from each pRps2-WT and pRps2-A226Y transfected cells were used for all further experiments; the number of independent clones used in each experiment is specified in the corresponding figure legend.

Plasmids MTS-mCherry-GFP1–10, FlucWT-HA-GFP11, and FlucDM-HA-GFP11 were obtained from Addgene, USA^40^. Neo^R^ cassette in vectors FlucWT-HA-GFP11 and FlucDM-HA-GFP11 was replaced with Amp^R^ and Hyg^R^ cassettes from vector pGL4.14 (Promega) using 5′-Stul and 3′-Pcil restriction sites resulting in vectors FlucWT-HA-GFP11-hyg and FlucDM-HA-GFP11-hyg.

### Determination of *RPS2* mRNA expression

mRNA was isolated using TRIzol (Thermo Fischer). qRT-PCR was used to determine the relative ratio of *RPS2* transgene mRNA to endogenous *RPS2* mRNA using RPS2 primers flanking the site of mutation. Discrimination was achieved using TaqMan probes specific for human wild-type endogenous *RPS2* (5′-CAC CTC AGC CCG GG-3′, VIC), wild-type mouse transgene (5′-TGC TAC ACT TCA GCC-3′, NED) or mutant mouse transgene (5′-CTA CAC TTC ATA CAG AG-3′ for A226Y, FAM). Experiments were conducted in triplicates using the TaqMan Kit (Life Technologies) and the ABI 7500 Fast Real-Time PCR System (Life Technologies). Amplification of 40 cycles (95 °C for 20 s and 60 °C for 45 s); the ratio of transgene versus endogenous *RPS2* was calculated as previously described^60^.

### Detection of transfected RPS2 in polysome fractions

For cellular localization of the transgenic RPS2 protein, a myc-tag (EQKLISEEDLN) was introduced to the C-terminal of RPS2, and western blotting using anti-myc antibodies was performed.

For preparation of S100 and ribosome fractions the cell lysate prepared as in^61^ was diluted to 2 ml and adjusted to 0.5 M KCI. Cell lysates were loaded on a 1 M sucrose cushion in 3-ml polycarbonate tubes and ultracentrifuged for 2 h at 250,000 × *g* at 4 °C in a TL100.3 rotor (Beckman). The supernatant above the sucrose cushion was collected (S100 fraction). The pellet (ribosome fraction) was re-suspended in buffer (20 mM Hepes pH = 7.6, 100 mM KCI, 5 mM MgCI_2_, 1× protease inhibitor cocktail, EDTA free).

Polysome profiling was performed as previously described in ref. ^61^. Five OD_260_ units were loaded onto a 5–50% sucrose gradient, ultracentifuged (SW41 rotor, 36,000 rpm, 4 °C) for 2 h, and fractionated using a Teledyne ISCO Polysome Profiler System. Fractions were collected and analyzed by western blot.

### Western blot and antibodies

Cells were grown to 70% confluency in DMEM with 10% FBS, lysed with 1× Passive Lysis Buffer (Promega) and ultrasonicated. Lysates were centrifuged (15,000 × *g*, 10 min), supernatant harvested and normalized to protein concentration as measured using Micro BCA Protein Assay Kit (Thermo Scientific). The specific antibodies used in this study were: polyclonal anti-myc (Abcam, ab9106); polyclonal anti-RPS2 (Abcam, ab154972); polyclonal anti-RPS9 (Abcam, ab117861); polyclonal anti-tubulin (Abcam, ab6046); polyclonal anti-alpha actin (Abcam, ab5694); polyclonal anti-peIF2α (Cell Signaling, 9721S); anti-eIF2α (Cell Signaling, 9722); polyclonal anti-ubiquitin (Abcam, ab7780); polyclonal anti-GAPDH (Abcam, ab9485); mouse monoclonal anti-p53 (Abcam, ab26); HRP-conjugated goat anti-rabbit (Invitrogen, G-21234); and goat anti-mouse antibodies (Invitrogen, A10551).

### Dual luciferase mistranslation reporter assay

Mistranslation was assessed as described previously^23,24^. Briefly, misreading was determined using the pRM hRluc-hFluc H245R vector, where His245 (CAC codon) was replaced by Arg245 (near-cognate CGC codon or non-cognate AGA codon). Read-through was determined using pRM hRluc-hFluc D357X, where Asp357 (GAC codon) was replaced by a UGA nonsense-codon in the firefly luciferase (Fluc) transcript. Cells were transfected using TurboFect (Thermo Fischer) according to manufacturer’s protocol. After 24 h incubation, cells were lysed and luminescence measured using the FLx800 luminometer (Bio-Tek Instruments). Renilla luciferase (rluc) activity was used as an internal control. Misreading and read-through were calculated by the ratio mutant Fluc/Rluc activity to wild-type Fluc/Rluc activity. For drug treatments, cells were transfected, incubated overnight, then treated with the drug for further 24 h prior to lysis and measurement of luciferase activity.

For the measurement of Hurler/CF-associated read-through, vector pRM hRluc-TGA-hFluc, which contains hRluc and hFluc separated by 27nt linker encoding for polypeptide STCDQPFGF with glutamine (Q) replaced by a UGA nonsense codon^23^ was modified as follows. Restriction sites EcoRI and XhoI were introduced to the 5′-end and 3′-end flanking the Rluc-Fluc linker sequence, resulting in vector pRM-hRluc-TGA2-hFluc. Vectors required for Hurler/CF-associated read-through were constructed by exchanging the linker sequence via the introduced EcoRI and XhoI restriction sites. Each linker included five allele-specific codons up-and downstream of the stop codon and restriction sites 5′-*XhoI* and 3′-*EcoRI*. TAG vector linker, 5′-**TCGAG/**TCG ACG TGC GAT TAG CCG TTC GGA TTC **G/AATT**-3′; Hurler disease context W392X linker^62^, 5′-**TCGAG/**GAT GGA GAA CAA CTC TAG GCA GAG GTC TCA AAG **G/AATT**-3′; Hurler disease context W402X linker^63^, 5′-**TCGAG/**GAT GAG GAG CAG CTC TAG GCC GAA GTG TCG CAG **G/AATT**-3′; Cystic fibrosis G542X linker^64^, 5′-**TCGAG/**GAC AAT ATA GTT CTT TGA GAA GGT GGA ATC ACA **G/AATT**-3′; Cystic fibrosis W1282X linker^65^, 5′-**TCGAG/**ATA ACT TTG CAA CAG TGA AGG AAA GCC TTT GGA **G/AATT**-3′. Subcloning of the inserts into pRM-hRluc-TGA2-hFluc backbone using XhoI and EcoRI restriction sites produced vectors pRM-hRluc-Hu-W392X-hFluc, pRM-hRluc-Hu-W402X-hFluc, pRM-hRluc-CF-G542X-hFluc, pRM-hRluc-CF-W1282X-hFluc, and pRM-hRluc-TAG-hFluc.

### Generation time assay

Cell growth was monitored using Alamar blue (Life Technologies). HEK293 cells were seeded on 24-well plates (BD Falcon) at low density and incubated in DMEM with 10% FBS at 37 °C. 10% Alamar blue (v/v) was added at time points 0, 24, 48, and 72 h and fluorescence was measured (excitation: 530 nm, emission: 590 nm) after 3 h incubation. Signal intensities at time point 0 h were set as one and growth curves were plotted. Generation time was calculated as *t*_D_ = ln(2)/slope.

### Firefly luciferase protein aggregation assay

pRM-hFluc was constructed by replacing hRluc in vector pGL4.75 (Promega) with Fluc from vector pGL4.14 (Promega). Cells were transiently transfected with pRM-hFluc. Forty-eight hours post transfection cells were resuspended in 1× Passive Lysis Buffer (Promega) at a 1:5 ratio for cell lysis and fractionated by centrifugation (16,000 × *g* for 25 min) into soluble and pellet fractions. The resulting fractions were analyzed by western blot using HRP-conjugated specific anti-Fluc antibodies (Abcam). The signal intensity of the Fluc bands in the different fractions was quantified using ImageQuant (GE Healthcare) and the ratio between pellet and soluble fractions was calculated.

### ER-firefly luciferase protein trafficking assay

Cells were transiently transfected with the ER-luciferase reporter vector pRM-PLN-hFluc-KDEL, carrying unmodified firefly (Fluc) luciferase with an N-terminal prolactine signal sequence for ER transport (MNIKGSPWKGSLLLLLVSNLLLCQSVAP) and a C-terminal KDEL retention sequence. Forty-eight hours post transfection cells were resuspended in MTE-P buffer (270 mM D-mannitol, 10 mM Tris base, 0.1 mM EDTA, pH = 7.4, supplemented with 1 mM PMSF) and homogenized using a Dounce homogenizer. Homogenates were centrifuged at 1400 × *g* for 10 min at 4 °C to remove cellular debris. An aliquot of supernatant was kept as total cellular protein fraction and the remaining supernatant was centrifuged at 15,000 × *g* for 10 min at 4 °C. The supernatant was loaded on a sterile 14 × 89–mm polyallomer ultracentrifuge tube (Beckman) containing a sucrose gradient (3 ml 1.3 M sucrose, 3 ml 1.5 M sucrose, 2 ml 2.0 M sucrose; 10 mM Tris base, 0.1 mM EDTA, pH = 7.6) and centrifuged at 152,000 × *g* for 70 min at 4 °C, acceleration/deceleration = 1. Using a 20-G needle and 1 ml syringe, the interface containing the ER was collected. The ER fraction was transferred to a 5.0 ml, 13 × 51 mm polyallomer ultracentrifuge tube (Beckman) and supplemented with additional ice-cold MTE-P to a final volume of 4 ml. Tubes were covered with parafilm and mixed by inversion until the suspension was homogeneous and ultracentrifuged at 126,000 × *g* for 45 min at 4 °C (36700 rpm, SW60Ti rotor). Supernatant was discarded and the pellet was resuspended in ice-cold MTE-P. The resulting fractions were analyzed by western blot using HRP-conjugated specific anti-Fluc antibodies (Abcam). The signal intensity of the Fluc bands in the different fractions was quantified using ImageQuant (GE Healthcare).

### Endo H treatment

Endo H glycosidase (Promega) treatment was done according to manufacturer’s protocol. Sixty microliter of total cellular protein extract were denatured at 95 °C for 5 min using denaturating solution, cooled down to room-temperature for 5 min, Endo H buffer (Promega) and 2000 units of Endo H glycosidase were added. Samples were incubated for 3 h at 37 °C. The resulting samples were analyzed by western blot using HRP-conjugated specific anti-Fluc antibodies (Abcam). The signal intensities of the Fluc bands were quantified using ImageQuant.

### In vivo cytoplasmic translation

HEK293 cells were grown in 24-well plates in DMEM with 10% FBS to 80% confluency, washed and incubated for 30 min in methionine-free RPMI. The media was replaced with methionine-free RPMI supplemented with 10 mCi of ^35^S-Methionine (Hartmann) and incubated at 37 °C for the indicated time periods. Translation was stopped by the addition of a stop medium (DMEM supplemented with 100 µg/ml cycloheximide and 1 mg/ml *cold* methionine). Cells were detached by pipetting and washed once with 1× PBS before lysing with 1× Passive Lysis Buffer (Promega). Proteins were precipitated with 10% TCA (Sigma). Precipitates were collected on GF/C filter membranes (Perkin-Elmer) and [^35^S] incorporation was measured by scintillation counting (Perkin Elmer Trilux MicroBeta 96-well format counter).

### Polysome extraction, profiling, and runoff assays

Polysome extractions were performed as previously described^61^. One OD_260_ unit was loaded onto a 8–50% sucrose gradient, ultra-centrifuged (SW41 rotor, 39,000 rpm, 4 °C) for 3 h, and analyzed using a Teledyne ISCO Polysome Profiler System. For the polysome runoff assay, cells were grown in 15 cm petri dishes to 80–90% confluency. The cells were detached using Accutase and resuspended in DMEM with 10% FBS. The cell suspension was incubated in a shaking incubator at 37 °C, 100 rpm for 1 h. At the start of the experiment, cells were pretreated with 1 µg/ml Harringtonine (Enzo) for different time points (*t* = 0 min, 2.5 min, and 5 min) and 100 µg/ml cycloheximide was added at the end point. The cells were kept on ice until they were pelleted at 500 × *g* for 5 min. Polysomes were analyzed as described above. Relative polysome/monosome (P/M) ratios were calculated and normalized to *t* = 0.

### Cell cycle analysis using propidium iodide staining

DNA staining with propidium iodide (Thermo Scientific) was used to allow distinction between G1, S, and G2/M phase cells. At ~80% confluency, cells seeded in 12-well plates were washed with PBS and trypsinized. The detached cells were resuspended in DMEM and centrifuged for 5 min at 500 × *g* at room temperature. The pellets were resuspended in 300 μl ice cold PBS. One mililiter of ice cold 70% ethanol was added to detached cells and incubated for at least 2 h at −20 °C for fixation. Next, cells were permeabilized by adding 350 μl of 0.05% Triton X-100 diluted in PBS (PBSX). After washing twice with PBS, cells were stained using 300 μl of staining solution (50 μg/ml propidium iodide, 20 μg/ml RNase A in PBS) for 30 min in the dark. Fixed and stained cells were analyzed by flow cytometry using the BD FACS Canto II (BD Biosciences) and the FlowJo data analysis software (Tree Star Inc).

### Cell cycle ELISA

Levels of cell cycle marker protein CDK2 protein phosphorylated TYR15 (CDK2-pTYR15) were determined using the Abcam Cell Cycle In-Cell ELISA Kit (ab140363) and performed according to manufacturer instructions.

### Proteasome activity

Proteasome activity was determined as previously described^66^. Briefly, cells were grown to 80% confluency and lysed using Passive Lysis Buffer (Promega). After centrifugation (16,000 × *g*, 10 min, 4 °C), protein concentration of the supernatant was determined using the Micro BCA Protein Assay Kit (Thermo Fischer). Activity assays were performed with 50 μg of total protein (200 μl total) in 96-well plates by adding 100 μM Suc-Leu-Leu-Val-Tyr-AMC peptide substrate (chemotrypsin-like activity; Bachem, I-1395) or 100 μM Ac–NIe–Pro–NIe–Asp–AMC (caspase-like activity; Bachem, I-1850). Fluorescence (excitation 380 nm, emission 460 nm) was measured every 5 min for 1 h at 25 °C using a microplate fluorometer Synergy H1 (BioTek).

### Analysis of UPR effectors by qPCR and XBP1-splicing assay

RNA from HEK293 cells was extracted using the ReliaPrep™ RNA Cell Miniprep Kit (Promega) and reverse transcribed using the High Capacity RNA-to-cDNA Kit (Applied Biosystems) according to manufacturer instructions. The 5× EvaGreen® QPCR Mix (Bio&Sell) was used together with the 7500 Fast Real-Time PCR System (Applied Biosystems). Primers used, ATF4: forward 5′-ACC TTC GAA TTA AGC ACA TTC CTC-3′, reverse 5′-GCC ACC TCC AGG TAA TCA TCT AAG-3′; ATF6: forward 5′-TTG GAA GCA GCA AAT GAG AC-3′, reverse 5′-GGA GAA AGT GGC TGA GGT TC-3′; XBP1: forward 5′-GGT CTG CTG AGT CCG CAG CAG G-3′, reverse 5′-GGG CTT GGT ATA TAT GTG G-3′; GRP94: forward 5′-TGG GAA GAG GTT CCA GAA TG-3′, reverse 5′-GTT GCC AGA CCA TCC GTA CT-3′; p53:forward 5′-GCG TGT GGA GTA TTT GGA TG-3′, reverse 5′-TGG TAC AGT CAG AGC CAA CC-3. GAPDH: forward 5′-ACC CAC TCC TCC ACC TTT GA-3′, reverse 5′-CTG TTG CTG TAG CCA AAT TCG T-3′. GAPDH expression was used as internal reference. Measured quantification cycles were analyzed according to Pfaffl^67^.

The XBP1-splicing assay was performed as previously described^23^.

### Caspase 3/7-assays and TUNEL-assays

Caspase 3/7 activity was measured using the ApoLive-Glo™ Multiplex Assay according to manufacturer instructions. The in situ BrdU-Red DNA Fragmentation (TUNEL) assay kit (Abcam, ab66110) was used to detect DNA fragmentation by flow cytometry and was performed according to manufacturer instructions. Drug-treatments (STA, 10 µM, 6 h; RITA, 1 µM, 12 h) for specific experiments were performed prior to paraformaldehyde fixing.

### Mitochondria staining, mtDNA:nDNA ratio determination

To estimate mitochondrial mass, Mitotracker™ DeepRed FM (M22426, Invitrogen) and TMRE (ab113852, Abcam) staining were performed according to manufacturer instructions and analyzed by flow cytometry using the BD FACS Canto II and the FlowJo software.

mtDNA:nDNA ratio was determined as previously described^38^. In brief, total DNA was extracted from cells with QIAamp DNA Mini Kit (Qiagen). For mtDNA, a fragment of the *MT-TL1* gene was amplified with forward primer, 5‘-CAC CCA AGA ACA GGG TTT GT-3‘ and reverse primer, 5‘-TGG CCA TGG GTA TGT TGT TA-3‘. For nDNA, a fragment of the *B2M* gene was amplified with forward primer, 5‘-TGC TGT CTC CAT GTT TGA TGT ATC T-3‘ and reverse primer, 5‘-TCT CTG CTC CCC ACC TCT AAG T-3‘. Amplification was performed in an ABI 7500 real-time PCR system (Life Technologies) for 40 cycles (95 °C for 20 s, 62 °C for 30 s).

### Basal cellular respiration

Mitochondrial respiration was measured using the Seahorse Bioscience XF24 analyser and XF24 microplates (Seahorse Bioscience) coated with 50 mg/ml poly-D-Lysine. ~10^5^ cells were seeded per well in 100 µl DMEM medium supplemented with 10% FBS, incubated for 3 h at 37 °C and 5% CO2 for cell attachment. Next, DMEM was aspirated and replaced with serum-free DMEM for overnight incubation. Prior to the experiment, the plate was incubated for 30 min at 37 °C in a CO2-free incubator. Cells were subsequently washed with Mitochondrial Assay Solution (MAS; 70 mM sucrose, 220 mM mannitol, 10 mM KH_2_PO, 4.5 mM MgCl_2_, 2 mM HEPES, 1 mM EGTA, 0.2% (w/v) fatty acid-free BSA, pH 7.2 at 37 °C) according to manufacturer instructions (Seahorse Bioscience). Measurements were performed in MAS, supplemented with 10 mM pyruvate, 10 mM succinate, 2 mM malate, and 0.2 nM Plasma Membrane Permeabilizer (PMP) reagent (Seahorse Bioscience). The oxygen consumption rate (OCR) in a coupled state (state 2, basal respiration) was measured. Data was extracted from the Seahorse XF-24 software and the bioenergetic parameters were calculated according to the manufacturer instructions.

### ATP and ROS measurements

ATP levels in HEK293 cell lines were determined using the ViaLight^TM^ plus kit (Lonza), which is based on luciferase activity. Five microliter Alamar blue (Life Technologies) were added to each well and incubated for 3 h. Alamar blue was used as an internal standard, followed by measurement of ATP content as per manufacturer instructions.

To detect mitochondria-specific superoxide in HEK293 cell lines, MitoSOX™ Red staining (Life Technologies) was performed in live cells. Cells were grown to ~80% confluency and stained with MitoSOX™ Red (5 μM) in FACS buffer (1× PBS, 2% FBS) for 30 min at 37 °C. Cells were detached using Accutase and resuspended in FACS buffer. Fluorescence was analyzed by flow cytometry using the BD FACS Canto II and the FlowJo data analysis software.

### In-vivo and in-organello mitochondrial translation

HEK293 cells were grown in DMEM plus 10% FBS in 24-well plates to 80% confluency. Cells were pre-incubated with methionine-free RPMI supplemented with 10% dialyzed FBS for 30 min, followed by 100 µg/ml Emetin for 10 min before the start of the experiment. 100 µg/ml Emetin was supplemented in all working media to suppress cytoplasmic translation. Cells were labeled by the addition of 20 mCi [^35^S] methionine (Hartmann) and incubated to the desired time points. Translation was stopped by the addition of 1 mg/ml cold methionine. Cells were detached by pipetting and washed once with 1× PBS before lysing with 1× Passive Lysis Buffer (Promega) supplemented with 0.1% SDS and 100 µU/µl DNaseI, incubated at 37 °C for 15 min followed by 10% TCA (Sigma) precipitation. The TCA precipitated cell extracts were collected on GF/C filter membranes (Perkin-Elmer) and [^35^S] incorporation was measured by scintillation counting (Perkin Elmer Trilux MicroBeta 96-well format counter).

Mitochondrial *in-organello* translation was done as previously described with slight modifications^68^. The mitochondria-enriched pellet was resuspended in 1 ml of mitochondria reaction buffer (MR-buffer) containing 15 μl of ^35^S-Methionine, 20 mM Tris-HCl (pH 7.2), 90 mM KCl, 4 mM MgSO_4_, 1.5 mM KH2PO_4_, 20 mM glutamate, 0.5 mM malate, 14 mM sucrose, 44 mM sorbitol, 4 mM ADP, 0.1 mM amino acids (without methionine), 1 mg/ml BSA (fatty acids free), and 0.1 mg/ml cycloheximide. *In-organello* translation was conducted by incubating at 30 °C for 2 h on a shaker (800 rpm). Cold methionine was subsequently added to a final concentration of 0.1 mM, reaction mixtures were centrifuged for 5 min at 15,000 × *g*, and supernatants were discarded. The pellets were washed with cold washing buffer containing 10 mM Tris-HCl (pH 7.4), 320 mM sucrose, 1 mM EDTA, centrifuged for 5 min at 15,000 × *g*, and resuspended in 20 μl of 1× SDS loading buffer. The samples were analyzed on 15% SDS PAGE. The gel was fixed, dried and exposed on phosphor-imager screen and scanned with laser scanner FLA-5100 (FUJI).

### Detection of mitophagy

To visually assess mitophagy, cells seeded on coverslips were fixed with 4% paraformaldehyde in PBS, and immunostained with anti-LAMP1 mouse monoclonal antibody (ab25630, Abcam) and anti-Tom20 rabbit polyclonal antibody (sc-11415, Santa Cruz Biotech). Goat anti mouse IgG AlexaFlour555 (ab150118, Abcam) and goat anti-rabbit IgG Cy5 (ab97077, Abcam) were used as secondary antibodies. Morphology and colocalization of mitochondria with lysosomes were assessed using a CLSM Leica SP5 Confocal Laser Scanning Inverted Microscope (Leica Microsystems) equipped with a helium neon laser. The objective used was oil immersion ×63/1.4. Plan Apo.

Colocalization of LAMP1 and TOM20 was quantified using Mander’s colocalization coefficient on ImageJ (COLOC2 plugin).

### Isolation of mitochondria for western blotting

Cells HEK293 were transiently transfected with the luciferase reporter vectors FlucWT-HA-GFP11 or FlucDM-HA-GFP11. Forty-eight hours post transfection cells were resuspended in MTE-P buffer (270 mM D-mannitol, 10 mM Tris base, 0.1 mM EDTA, pH = 7.4, supplemented with 1 mM PMSF) and homogenized using a Dounce homogenizer. Homogenates were centrifuged at 1400×*g* for 10 min at 4 °C to remove cellular debris. An aliquot of supernatant was kept as total cellular protein fraction. The remaining supernatant was centrifuged at 15,000×*g* for 10 min at 4 °C. The resulting supernatant was kept as cytosolic fraction. The resulting pellet was carefully washed twice with 0.5 ml of ice-cold MTE-P, resuspended in 0.8 ml of ice-cold MTE-P buffer and loaded slowly on top of a sucrose gradient (1 ml of 1.7 M sucrose overlaid with 1.6 ml of 1.0 M sucrose in a sterile 5.0 ml, 13 × 51 mm Beckman polyallomer ultracentrifuge tube). The tube was filled up with an additional 0.8 ml of ice-cold MTE-P buffer and centrifuged for 22 min at 40,000 × *g*, 4 °C (20600 rpm in an SW50.1 rotor). The interface between the 1.7 M and 1.0 M sucrose layers was collected (0.4 ml) and used as source of purified mitochondria. The mitochondria fraction was mixed with 1.1 ml of ice-cold MTE-P buffer and centrifuged for 10 min at 15,000×*g*, 4 °C. Pellet was resuspended in 100 μl of MTE buffer without PMSF and analyzed by western blotting as described.

### Proteinase K treatment and mitochondrial membrane permeabilization

Vector pRM-MTS-hFluc was constructed by PCR amplification of the MTS (Mitochondria Target Signal) fragment from the MTS-mCherry-GFP1–10 vector and subsequent subcloning into the pRM-hFluc vector. HEK293 cells were transiently transfected with pRM-hFluc or pRM-MTS-hFluc, 24 h post transfection mitochondrial fractions were prepared as described above and OD at 600 nm was measured. Mitochondrial fractions were adjusted to OD_600_ = 1.0–1.5 and 10 µl volumes were used per reaction.

Mitochondria were permeabilized with digitonin (0.05%) or Triton-X100 (2%). After 10 min incubation at 4 °C, proteinase K was added (200 µg/ml final concentration) and incubated for 2 h at 4 °C. Input control samples were kept with cold MTE buffer w/o detergents or proteinase K. Finally, 10 µg of insulin (I5500 Sigma) were added for protein co-precipitation, followed by TCA precipitation for 30 min at 4 °C (final concentration −20% of TCA). Following TCA precipitation samples were centrifuged at 21,000×*g* for 20 min at 4 °C, and the resulting pellets were dissolved in 30 µl of 1 M Tris-HCl pH = 7.5. Samples were analyzed by western blotting. Anti-Fluc antibody was used to visualize luciferase protein; anti-matrix COX1 antibody was used to control for mitochondrial integrity and loading.

### Split-GFP assay

For split-GFP assay HEK293 cells were transiently co-transfected with vectors MTS-mCherry-GFP1–10 and FlucWT-HA-GFP11-hyg or MTS-mCherry-GFP1-10 and FlucDM-HA-GFP11-hyg. Twenty-four and 48 h post transfection GFP and mCherry fluorescence intensities were assessed by flow cytometry using FACS LSR Fortessa (BD Biosciences) or by wide-field fluorescent microscopy using InCellAnalyser 2500HS (GE Life Sciences). For quantification of the FACS data, FlowJo analysis software was used. Expression levels of Fluc WT and Fluc DM were normalized by western blot (Fluc WT versus Fluc DM) or by luciferase activity (untreated versus geneticin treatment). GFP/mCherry ratio relative to Fluc expression level was calculated and used as a measure of Fluc mistargeted to mitochondria.

### Quantification of wide-field fluorescent microscopy data

Paraformaldehyde fixed cells on 12 mm cover slips were imaged on GE InCell Analyser 2500 DS spinning disc microscope using DAPI, AlexaFluor 488 (for GFP) and RFP (for mCherry) channels. For each sample 100 images were acquired covering in total around 2 × 10^**4**^ cells. After global threshold segmentation, cellular outlines were acquired and integrated intensities of GFP and mCherry inside individual cells were calculated (using CellProfiler 3.0 software)^69^. Further analysis was done in Microsoft Excel software: cell measurements were imported as individual data rows; manual threshold was applied for the filtering out extremely autofluorescent apoptotic cells and the background signal from untreated cells was subtracted. The results were presented as the ratio between integrated intensities of GFP and mCherry relative to luciferase activity. Each sample was independently reproduced and analyzed 3 times.

### Statistics and reproducibility

Several independent clones of each pRps2-WT and pRps2-A226Y transfected cells were used for the experiments; the number of independent clones used in each experiment is specified in the corresponding figure legend. Statistical analysis was performed with Prism 5.0 software. For all assays, except quantification of wide-field fluorescent microscopy, unpaired Student’s *t*-test was used to determine significant difference between analyzed samples. Significance of wide-field fluorescent microscopy quantification was calculated using Mann-Whitney test.

### RNA sequencing

For transcriptome analysis we used 4 independent clones of RPS2-WT transfected cells and 3 independent clones of RPS2-A226Y-transfected cells. RNA sequencing (RNAseq) was performed at the UZH/ETH Functional Genomics Center Zurich (FGCZ [http://www.fgcz.ch/]) according to the Illumina RNA sequencing protocol. Differential gene expression analysis between sample groups of interest was performed using the R/bioconductor package edgeR^70^ To analyze enrichment of genes in specific cellular functions, differential expressed genes were mapped to process networks using MetaCore (GeneGo, Thomson Reuters) and to known biological ontologies based on the GO project (http://www.geneontology.org/) using gene annotation tool Enrichr^71^. GO terms with adjusted *p*-value < 0.05 were subjected to REVIGO web page^72^ for removal of redundant GO terms from the results. For the transcriptome analysis of A226Y-induced mistranslation, three *RPS2* A226Y and four *RPS2* wild-type biological replicates were compared. For the analysis of aminoglycoside induced mistranslation, cells were treated with 16 µM geneticin in F10 medium supplemented with 15 µg/ml saponin for 32 h; four biological replicates were used.

### Metabolome analysis

For metabolome analysis we used 4 independent clones of RPS2-WT transfected cells and 4 independent clones of RPS2-A226Y-transfected cells. Clones were synchronized in DMEM without FBS for 24 h. Next, cells were incubated for 24 h in DMEM containing 10% FBS. Cells were detached using Accutase and washed three times in PBS. The dry cell pellets were snap frozen using liquid nitrogen and stored at −80 °C. Metabolome analysis was performed by Metabolon according to published methods^73^. Samples were prepared using proprietary organic and aqueous extractions in order to remove proteins and to recover maximal amounts of small molecules. The extracted samples were split in 5 parts-two for analysis by two separate reverse phase (RP)/UPLC-MS/MS methods with positive ion mode electrospray ionization (ESI), one for analysis by RP/UPLC-MS/MS with negative ion mode ESI, one for analysis by HILIC/UPLC-MS/MS with negative ion mode ESI, and one sample was reserved for backup. Metabolome data sets were analyzed by Between Group Analysis (BGA)^74^ using the made4 package (bioconductor.org) in R. Normalized MS intensity data were used for BGA analyses based on principal component analysis (PCA). BGA was applied to a data set consisting of 578 metabolites. Results of the BGA were visualized by a scatter plot for the first axis of the BGA.

### 3D modeling

Visualization using PyMol v.1.8 (Schrödinger, Inc.) based on published ribosome structures. Sources: *S. cerevisiae* ribosome PDB 4V7R; human cytosolic ribosome PDB 4V6X.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Items

Supplementary Data 1

Supplementary Data 2

## Data Availability

Transcriptomic data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE115153. Metabolomic data have been deposited in EMBL-EBI MetaboLights database and are accessible through accession number MTBLS106.

# Supplementary material for: Ribosomal mistranslation leads to silencing of the unfolded protein response and increased mitochondrial biogenesis
**Source:** Commun Biol. 2019 Oct 17;2:381. doi: 10.1038/s42003-019-0626-9
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Figures

### Supplementary Figure 1

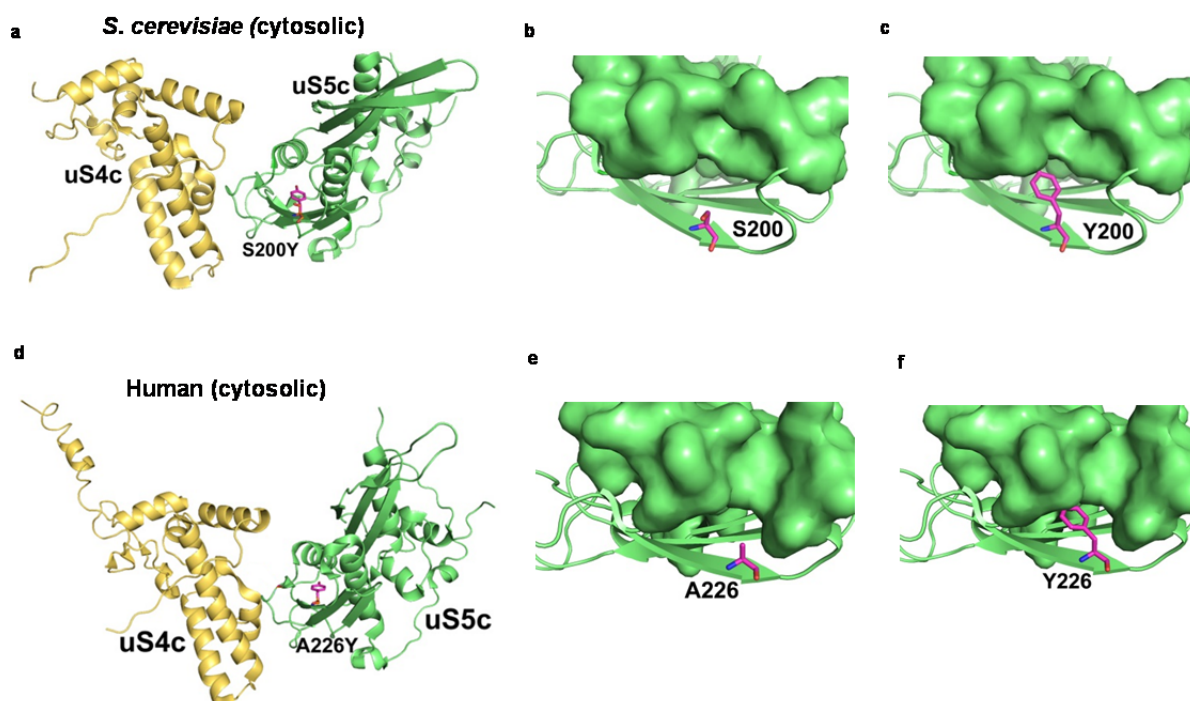

Modelling uS5 (RPS2) mutations at the uS4-uS5 (RPS9-RPS2) interface using PyMol v1.8 (Schrödinger Inc.) based on available crystal structures. uS4 (RPS9) and uS5 (RPS2) are shown in yellow and green respectively for all subsequent diagrams. **(a-c)** Modeling of S200 to Y200 substitution in uS5 of *S. cerevisiae*. **(a)** Protein-protein interface uS4-uS5 of the *S. cerevisiae* ribosome. Site of S200Y substitution is marked in magenta. **(b)** Position and orientation of native S200 residue. **(c)** Steric hindrance within the C-terminal domain of uS5 resulting from a S200 to Y200 substitution (Source – PDB 4V7R). **(d-f)** Modeling of A226Y substitution in uS5 of the human cytosolic ribosome. **(d)** Protein-protein interface uS4-uS5 of the human cytosolic ribosome. Site of S200Y substitution is marked in magenta. **(e, f)** Steric hindrance within the C-terminal domain of uS5 resulting from an A226 to Y226 substitution. (Source - PDB 4V6X).

## Supplementary Figure 2

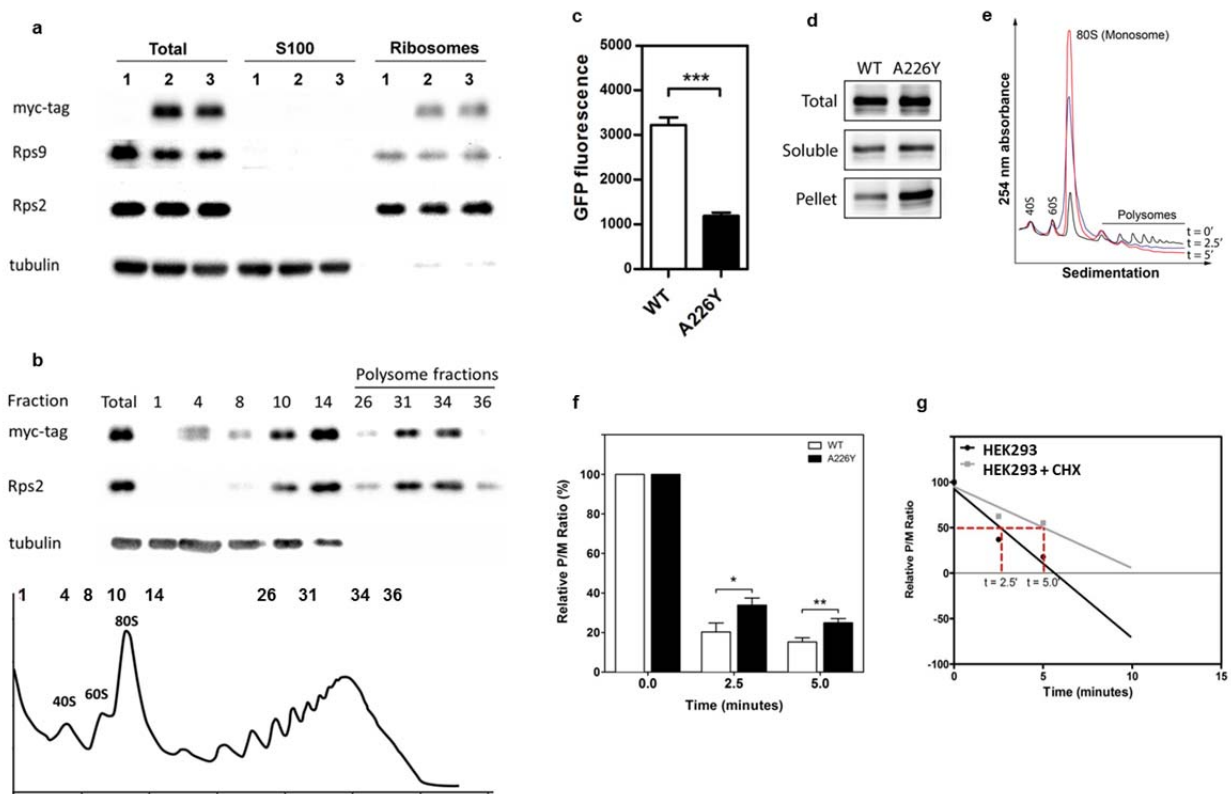

**(a)** Western blot showing enrichment of myc-tagged RPS2 transgenic protein in ribosomal fractions. HEK293 cells were transiently transfected using *RPS2* wt and *RPS2* A226Y constructs. Lysates of whole cell, S100 extract (ribosome free) and ribosomal fractions were analyzed. Myc-tag antibodies were used for detection of transgenic RPS2. RPS2 antibodies were used to detect endogenous RPS2 protein. RPS9 antibodies were used to detect endogenous ribosomal protein RPS9, tubulin antibodies were used as a control for cytosolic protein. Lane 1: non-transfected HEK293 wt; lane 2: rps2 wt transfected; lane 3: rps2 A226Y transfected. **(b)** Western blot showing localization of myc-tagged RPS2 transgenic protein in ribosome and polysome fractions. HEK293 cells were transiently transfected using *RPS2* A226Y constructs. Lysates of whole cell and fractions from linear 5-50% sucrose density gradient were analyzed, fractions used for analysis are marked. Myc-tag antibodies were used for detection of transgenic RPS2, RPS2 antibodies were used to detect endogenous RPS2, tubulin antibodies were used as a control for cytosolic protein. **(c)** GFP fluorescence of HEK cells stably transfected with *RPS2* WT and *RPS2* A226Y as determined by FACS (N=6). **(d)** Representative Western blot of the firefly luciferase aggregation assay. Cell lysates were separated by centrifugation into soluble and insoluble fractions. The distribution of aggregation prone firefly luciferase shifts towards the insoluble pellet fraction in A226Y

mutants as detected using antibodies against firefly luciferase. (e) Gradual loss of polysomes following inhibition of translation initiation by harringtonine treatment, illustrated by the overlapping polysome profiles of HEK WT 0, 2.5 and 5 minutes post-harringtonine treatment. (f) The polysome/monosome (P/M) ratio normalized to  $t=0$  for WT and A226Y for the polysome runoff assay (N=3). (g) Regression analysis of the P/M ratios of cycloheximide (CHX) treated cells plotted over time. CHX was used as a positive control for translation elongation slowdown. The polysome half-life is defined as the time it takes for each cell line to lose 50% of its polysomes following harringtonine treatment (illustrated as red dotted lines) (N=3). \* $p<0.05$ , \*\* $p<0.01$ , \*\*\* $p<0.005$ . N = number of independent clones analysed for each genotype; for each clone 3 technical replicates were done. Mean  $\pm$  SEM is given.

## Supplementary Figure 3

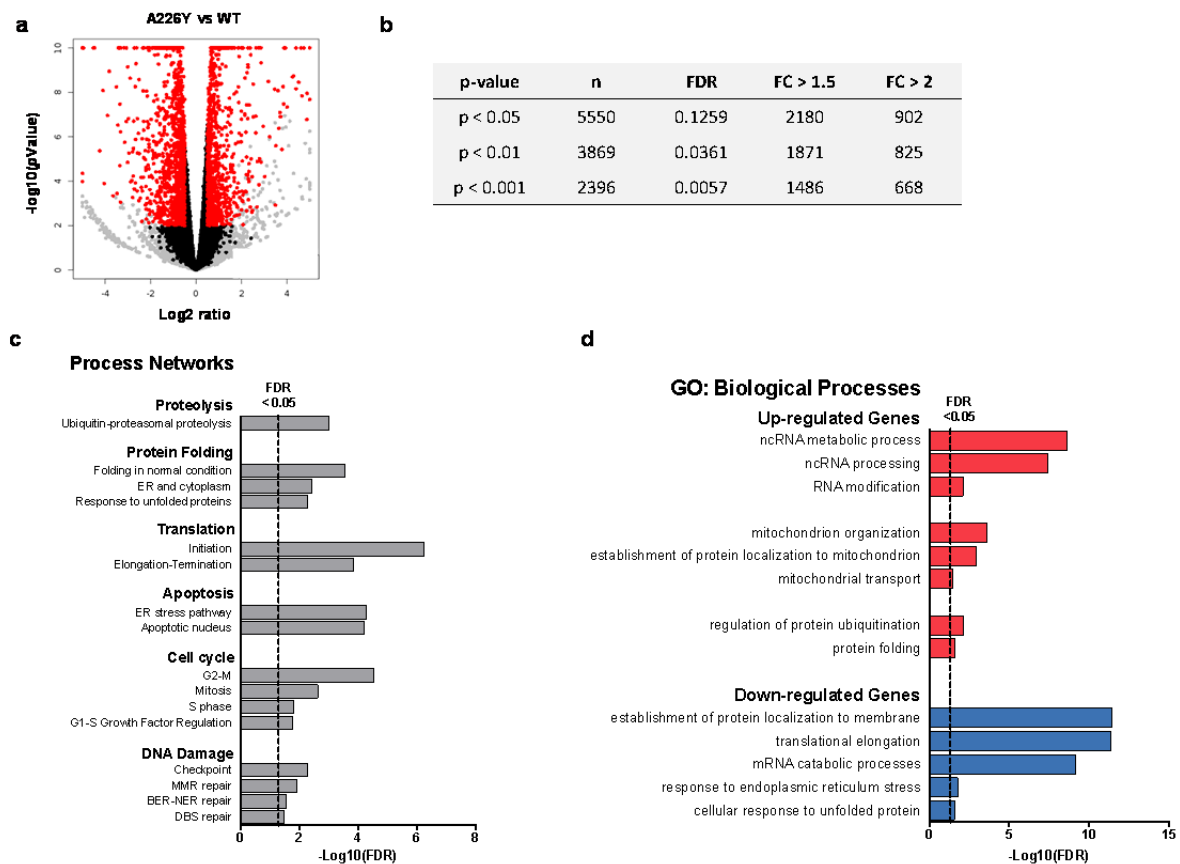

(a) Volcano plot summarizing the global transcriptome analysis performed by RNA-Seq ( $N \geq 3$ ). The figure shows the fold change ( $\log_2$  ratio) and statistical significance [ $-\log_{10}(\text{pValue})$ ] of all detected genes in A226Y *versus* WT. Genes differentially expressed by the A226Y mutants at a statistically significant level ( $p < 0.01$ ,  $\log_2$  ratio  $> 0.5$ ) are marked in red. Non-statistically significant genes are in black. (b) Table representing the number of differentially regulated genes (n) at different significance levels (p-value). Table also shows the false discovery rates (FDR) and the number of genes differentially expressed in A226Y at a 1.5- or 2-fold difference compared to WT ( $\text{FC} > 1.5$ ,  $\text{FC} > 2$ ) for each p-value cutoff. (c) Process network enrichment of A226Y mutants. 5550 genes ( $p < 0.05$ ) were submitted to Metacore from GeneGo for the analysis. Significantly enriched processes are shown for (i) proteolysis, (ii) protein folding, (iii) translation, (iv) apoptosis, (v) cell cycle and (vi) DNA damage pathways. (d) Biological Processes Enrichment of A226Y mutants. 5550 genes ( $p < 0.05$ ) were submitted to EnrichR for GO: biological processes enrichment analysis. Significantly enriched biological processes are shown for up- (red) and down-regulated

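With the thresholds of this plot, taking the log2 ratio in both directions, 1840 of the 12970 genes tested fell into the red class. The count was lowest, 1492 genes, after subtraction of neighbouring genes, and highest, 2097 genes, with edgeR's likelihood ratio test.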

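At a p under 0.05 in edgeR's quasi-likelihood test, 1843 genes had a fold change above 1.5 and 669 above 2. At a p under 0.01 there were 3027 genes, of which 1471 had a fold change above 1.5 and 577 above 2. At a p under 0.001 there were 1337 genes, with 934 above 1.5 and 380 above 2. Fold changes were taken in both directions. The number of genes at a p under 0.001 depended most on the test, and was 2226 with edgeR's likelihood ratio test. It was lowest without wt clone 19, at 812.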

(blue) processes. For transcriptome analysis 4 independent clones of WT-transfected cells and 3 independent clones of A226Y-transfected cells were used.

## Supplementary Figure 4

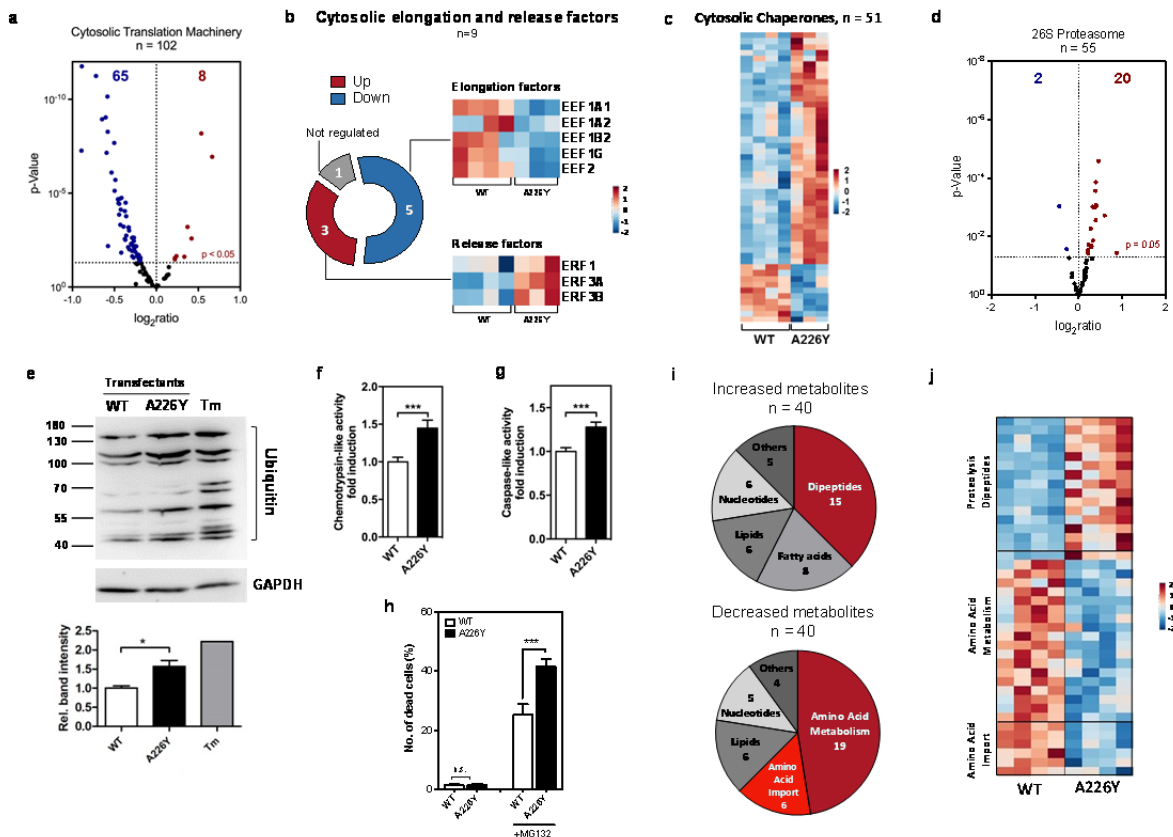

The response of the translational and proteolytic machinery in A226Y mutants. **(a)** Volcano plot of cytoplasmic ribosome structural genes and aminoacyl-tRNA synthetases ( $N \geq 3$ ,  $p < 0.05$ ). **(b)** The pie chart shows the fraction of significantly regulated elongation and release factors (cytosolic) in the A226Y mutants ( $p < 0.05$ ). The heat maps illustrate how the elongation and release factors are regulated in consistent but opposite directions. **(c)** Heat map representing the significantly regulated cytosolic chaperones in the A226Y mutants ( $p < 0.05$ ). The full list was compiled from available literature and can be found in Supplementary Data 1<sup>1</sup>. **(d)** Volcano plot showing genes encoding the 26S proteasome (19S regulatory subunit, the 20S catalytic subunit and accessory factors). Blue dots represent significantly downregulated genes, red dots represent significantly upregulated genes ( $N \geq 3$ ,  $p < 0.05$ ). The full list was compiled from available literature and can be found in Supplementary Data 1<sup>2</sup>. **(e)** Ubiquitination levels determined by Western blot. 20  $\mu$ g of total protein were loaded and ubiquitin was detected by immunoblotting using specific antibodies. Tunicamycin (10  $\mu$ g/ml, 4 h) used as positive control, GAPDH as loading control. A

representative blot is shown. Histogram represents the densitometric quantification of the ubiquitin bands (N=4). (f, g) Proteasomal activity as determined by measuring the chemotrypsin- and caspase-like activity of the proteolytic 20S core (N=4). (h) Significant increase in cell death for A226Y cells following inhibition of proteolytic activity by MG132 (20  $\mu$ M, 4 h) as compared to WT cells. Cell viability was determined using Trypan blue (N=3). (i, j) A226Y mutant metabolome analysis (N=4,  $p<0.05$ ). The top 40 metabolites which showed increased and decreased levels in A226Y mutants were extracted. (i) Pie charts showing the distribution of metabolites according to their pathway affiliation ( $p<0.05$ ). (j) Heat map showing the metabolites involved in amino acid homeostasis, *i.e.* dipeptides, amino acid metabolism and amino acid import (\* $p<0.05$ ; \*\*\* $p<0.005$ ). (a-d) For transcriptome analysis 4 independent clones of WT-transfected cells and 3 independent clones of A226Y-transfected cells were used; (e-h) N = number of independent clones analysed for each genotype; for each clone 3 technical replicates were done; (i-j) For metabolome analysis 4 independent clones of WT-transfected cells and 4 independent clones of A226Y-transfected cells were used. Mean  $\pm$  SEM is given.

## Supplementary Figure 5

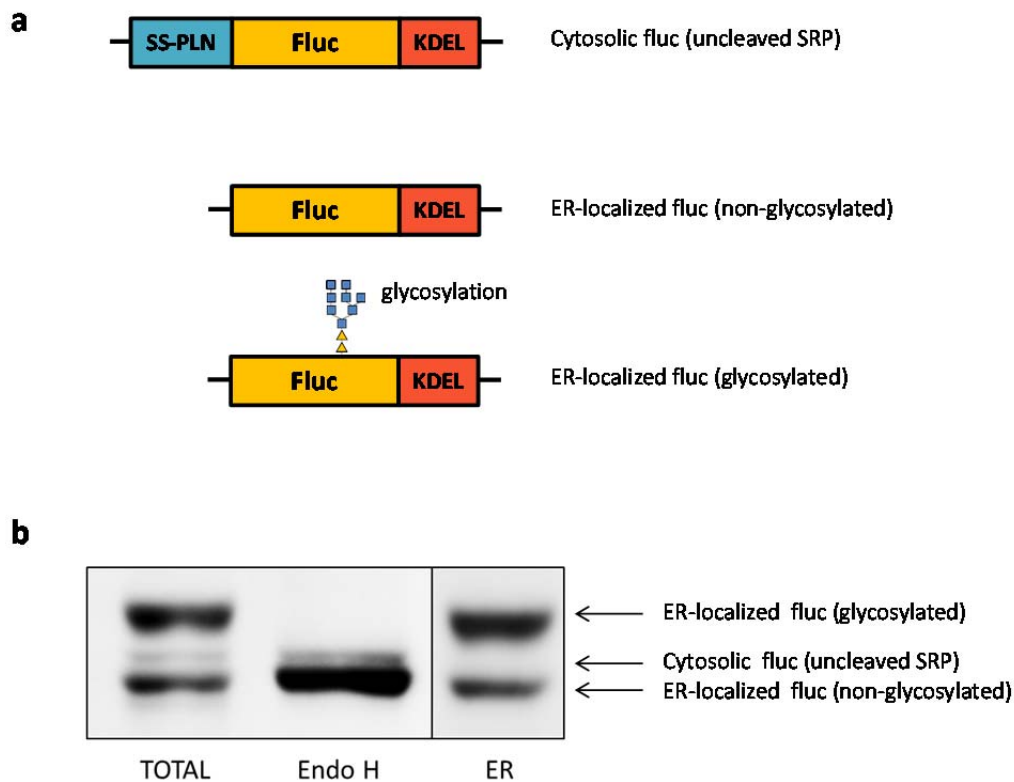

SRP-linked firefly luciferase localization assay. **(a)** Graphical representation of the three forms of Fluc. **(b)** Representative Western blot of HEK293 cells transfected with ER-Fluc. Total cell lysates of WT cells resolved by SDS-PAGE revealed three different luciferase forms using antibodies against firefly luciferase (Fluc). Upper band corresponds to ER-localised glycosylated Fluc; middle band corresponds to cytosolic Fluc still carrying the ER localization signal sequence (only cleaved upon entry into ER), lower band corresponds to ER-localised Fluc without signal sequence (cleaved but not glycosylated). The middle band represents Fluc not localized in the ER (mislocalized). Upon EndoH treatment, the upper band disappears as a result of the complete removal of the mannose modifications and is now incorporated into the cleaved fraction. In the ER isolated fraction, no middle band is detected as only the cleaved Flucs are present inside the ER.

## Supplementary Figure 6

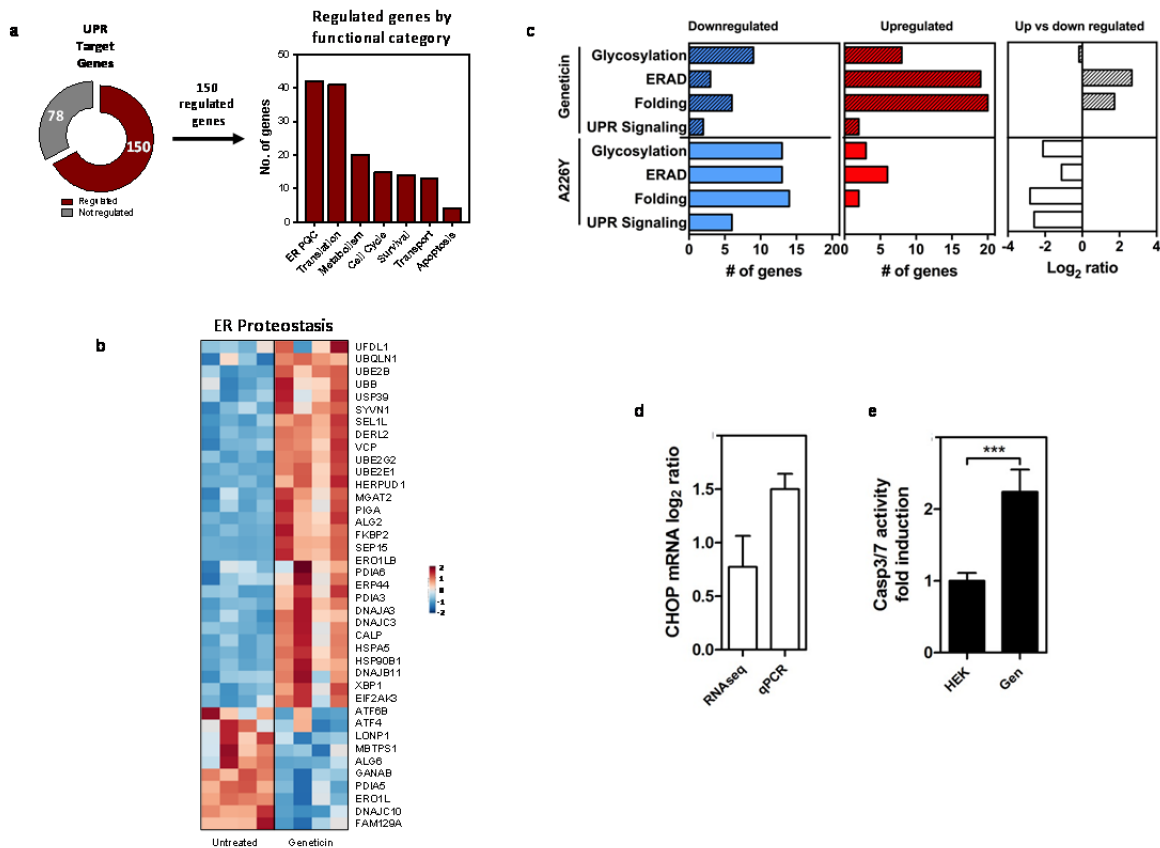

Geneticin-induced regulation of the ER unfolded protein response and apoptosis. **(a)** The pie chart represents the UPR target genes activated by transcription factors ATF6, XBP1 and ATF4 and the significantly regulated fraction (150/228) in geneticin treated cells ( $p < 0.05$ ). The histogram classifies the 150 regulated genes according to their functional categories. The full list of UPR target genes was compiled from available literature and can be found Supplementary Data 1<sup>3-6</sup>. **(b)** Heat map representing the significantly regulated UPR target genes ( $p < 0.05$ ) involved in ER protein quality control (ER-PQC) when treated with geneticin. **(c)** Side-by-side comparison of the UPR downstream response in A226Y mutants *versus* geneticin-treated HEK WT cells. The total number of regulated genes involved in N-linked glycosylation, ER-associated degradation (ERAD), ER folding machinery (Folding) and UPR signal transduction (UPR) ( $p < 0.05$ ) are represented. The far-right panel (Titled: Up vs. down regulated) shows the number of up- *versus* downregulated genes in each category as a ratio. This serves to indicate directionality in the regulation of these processes. The UPR response is clearly downregulated in A226Y as compared to geneticin-treated cells. **(d)** CHOP mRNA expression levels determined by RNAseq and qPCR (N=4). **(e)** Caspase 3/7

splicing activity assay. HEK293 wild-type cells treated with geneticin (16  $\mu$ M, 72 h) *versus* untreated cells. Values were normalized to HEK-WT (N=3) (see Figure 4g for comparison). **(a-c)** For transcriptome analysis 4 independent samples of non-treated HEK293 cells and 4 independent samples of the cells treated with geneticin were used; **(d-e)** N = number of independent clones analysed for each genotype; for each clone 3 technical replicates were done. Mean  $\pm$  SEM is given.

## Supplementary Figure 7

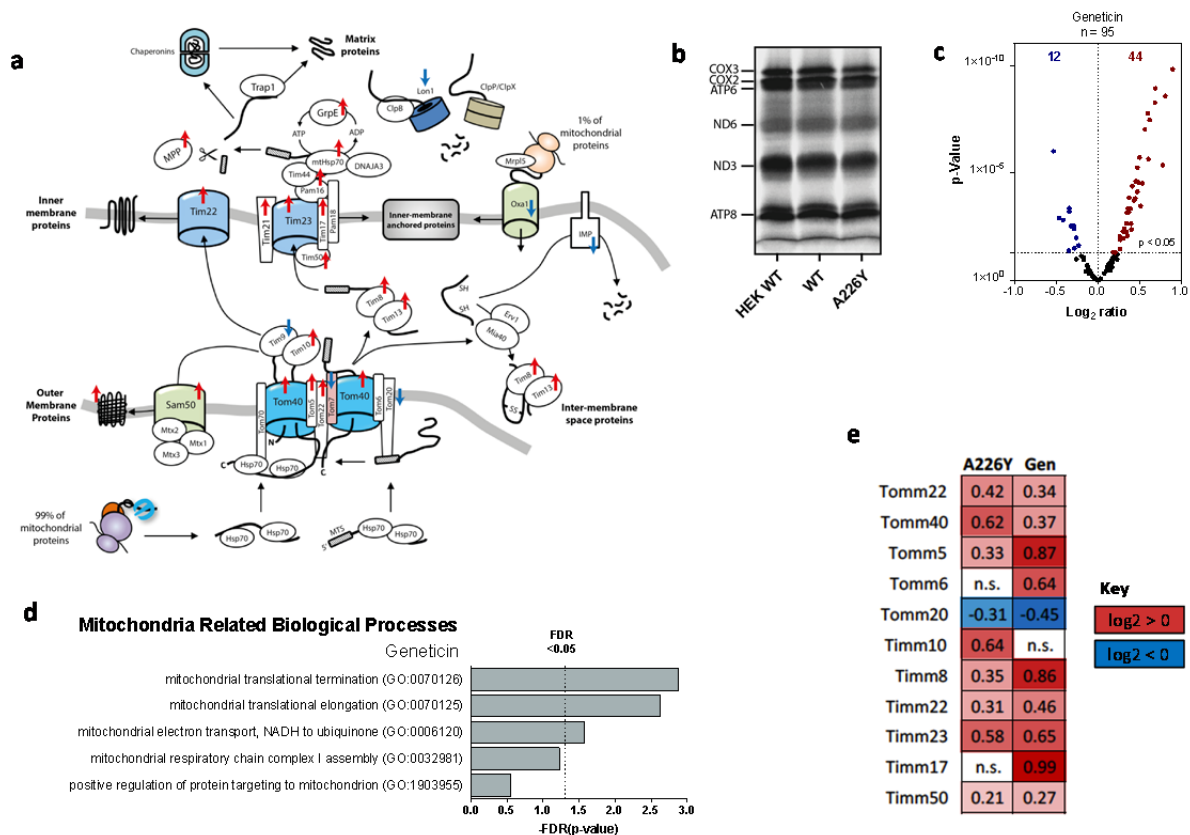

The mitochondrial response in A226Y mutants and geneticin-treated HEK293 cells. **(a)** The import pathway of mitochondria-bound proteins and its transcriptional response in the A226Y mutant. Red up-facing arrows ( $\uparrow$ ) indicate upregulation and blue down-facing arrows ( $\downarrow$ ) indicate downregulation. The full list of the mitochondrial import machinery was compiled from available literature and can be found in Supplementary Data 1<sup>7</sup>. **(b)** Representative autoradiograph of *in organello* translation using isolated mitochondria. **(c)** Volcano plots showing mRNAs for mitochondrial ribosomal proteins and aminoacyl tRNA synthetases in geneticin-treated HEK cells. Blue dots represent significantly downregulated genes while red dots represent significantly upregulated genes (N=4,  $p < 0.05$ ). **(d)** Significantly enriched mitochondria-related GO: biological processes in geneticin-treated cells (N=4,  $p < 0.05$ ). **(e)** Transcript heatmap of main mitochondrial import proteins for A226Y mutants (N=3,  $p < 0.05$ ) and geneticin-treated HEK cells (N=4,  $p < 0.05$ ). **(c-e)** N = number of independent samples treated with geneticin or independent transfected clones used for transcriptome analysis.

## Supplementary Figure 8

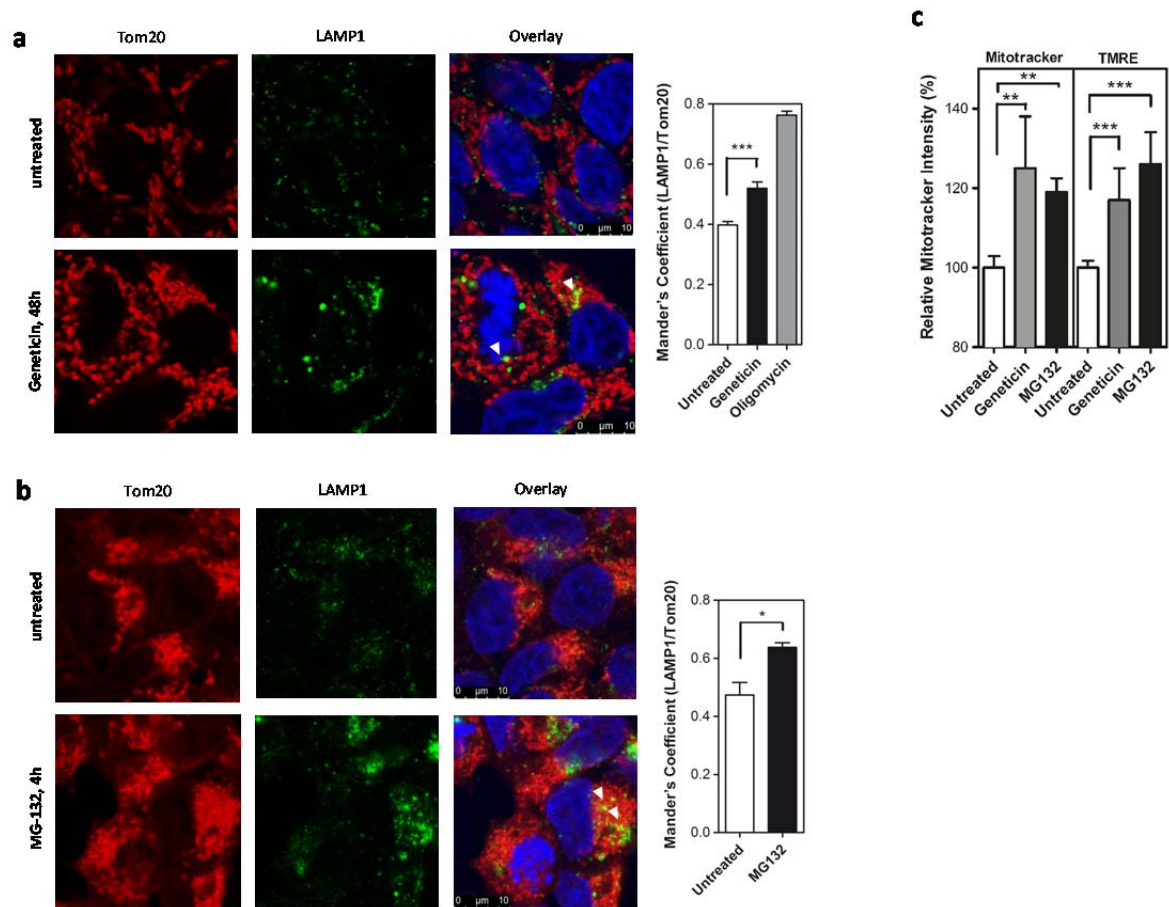

Increased mitochondrial mitophagy and mitomass in response to proteostatic stress. **(a)** Mitophagy in geneticin-treated HEK293 cells. Immunofluorescent images of mitochondria (Tom20, red) and lysosome (LAMP1, green). DAPI used to visualize cell nuclei (blue). Mitophagy is visualized by fusion of mitochondria with lysosomes (yellow) and marked with white triangles. Histogram represents the quantification of LAMP1 and Tom20 colocalization using Mander's Coefficient (N=5). Treatment of the cells with oligomycin (10  $\mu$ M, 24 h) was used as a positive control for mitophagy<sup>8</sup>. **(b)** Mitophagy in MG132 (20  $\mu$ M, 4 h) treated HEK293 cells. Immunofluorescent images of mitochondria (Tom20, red) and lysosome (LAMP1, green). DAPI used to visualize cell nuclei (blue). Mitophagy is visualized by fusion of mitochondria with lysosomes (yellow) and marked with white triangles. Histogram represents the quantification of LAMP1 and TOM20 colocalization using Mander's Coefficient (N=3). **(c)** Mitochondrial mass as measured by Mitotracker Deep Red FM and TMRE (FACS; mean fluorescence  $\pm$  SEM; N=6). \* $p$ <0.05, \*\* $p$ <0.01, \*\*\* $p$ <0.005. N = number of analysed independent samples treated with geneticin or MG-132; for each sample 2 technical replicates were done. Mean  $\pm$  SEM is given.

## Supplementary Figure 9

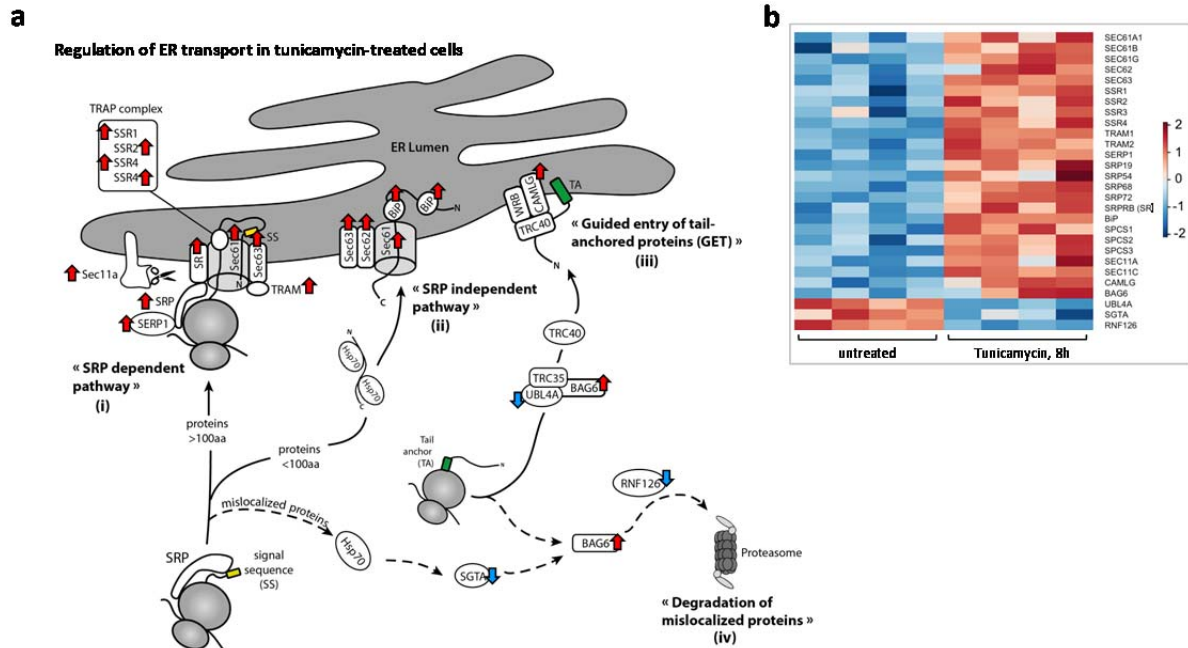

Regulation of ER transport in tunicamycin-treated cells. **(a)** ER-bound proteins are translocated across the ER membrane using either SRP-dependent or SRP-independent pathways. In contrast to A226Y mutant, genes involved in transport across the ER membrane are mostly upregulated in tunicamycin-treated cells (compare with Figure 2e). Red up-facing arrows (↑) indicate genes upregulated in tunicamycin-treated cells and blue down-facing arrows (↓) indicate genes downregulated in tunicamycin-treated cells. **(b)** Heatmap of the significantly regulated genes ( $p < 0.05$ ) involved in ER translocation from (a). Transcriptome data from this figure obtained from Osowski and Urano, 2011. See main text discussion.

## References

1. Saibil, H. Chaperone machines for protein folding, unfolding and disaggregation. *Nat Rev Mol Cell Biol* **14**, 630-642 (2013).
2. Ermolaeva, M. A., Dakhovnik, A. & Schumacher, B. Quality control mechanisms in cellular and systemic DNA damage responses. *Ageing Res Rev* **23**, 3-11 (2015).
3. Hebert, D. N. & Molinari, M. In and out of the ER: protein folding, quality control, degradation, and related human diseases. *Physiol Rev* **87**, 1377-1408 (2007).
4. Araki, K. & Nagata, K. Protein folding and quality control in the ER. *Cold Spring Harb Perspect Biol* **3**, a007526 (2011).
5. Lecca, M. R., Wagner, U., Patrignani, A., Berger, E. G. & Hennet, T. Genome-wide analysis of the unfolded protein response in fibroblasts from congenital disorders of glycosylation type-I patients. *Faseb J* **19**, 240-242 (2005).
6. Bernasconi, R. & Molinari, M. ERAD and ERAD tuning: disposal of cargo and of ERAD regulators from the mammalian ER. *Curr Opin Cell Biol* **23**, 176-183 (2011).
7. Becker, T., Bottinger, L. & Pfanner, N. Mitochondrial protein import: from transport pathways to an integrated network. *Trends Biochem Sci* **37**, 85-91 (2012).
8. Lazarou, M. *et al.* The ubiquitin kinase PINK1 recruits autophagy receptors to induce mitophagy. *Nature* **524**, 309-314 (2015).

## Supplementary Gel Images

### Supplementary Gel Image 1

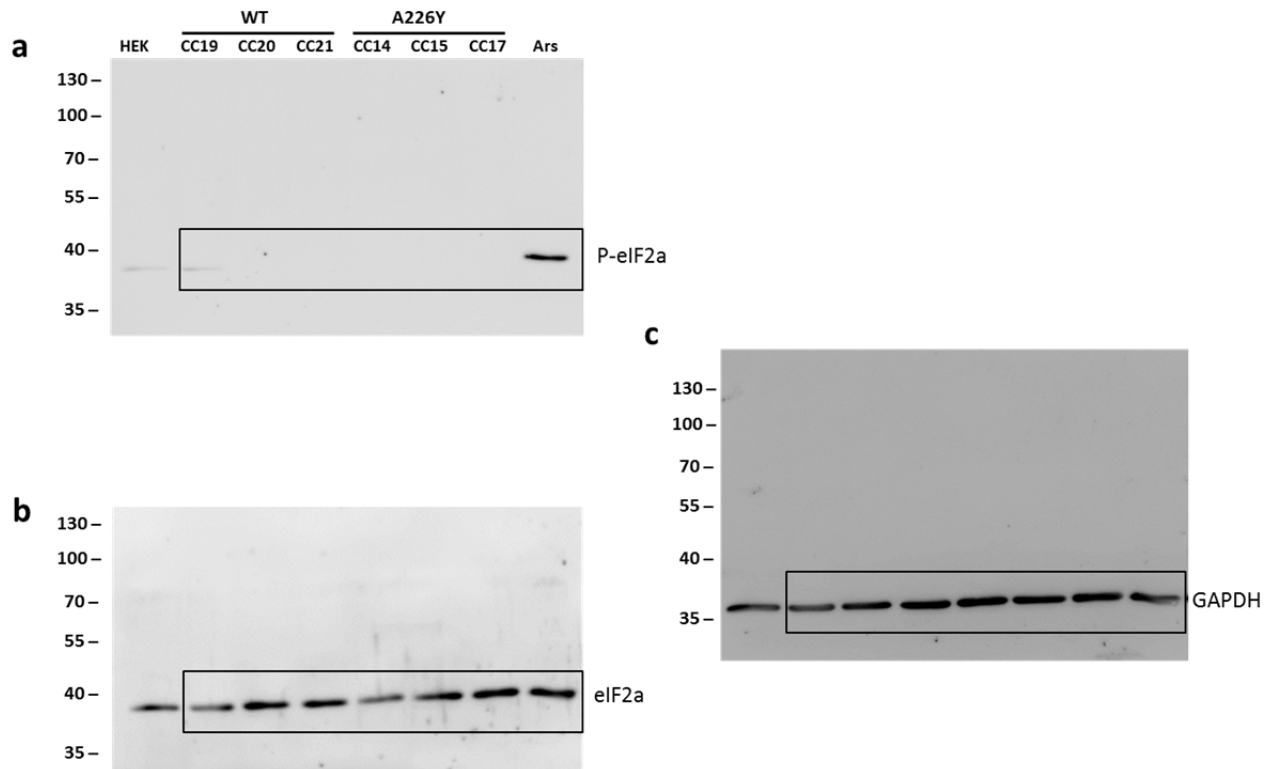

Figure 1g: full gel images with corresponding molecular size markers. Equal aliquots of samples were loaded onto three SDS gels, run in parallel and transferred onto three NC membranes. The membranes were stained with antibodies against phospho-eIF2a (**a**), eIF2a (**b**) or GAPDH (**c**) as a loading control and the bands were visualized with chemiluminescent detection system (see Methods).

## Supplementary Gel Image 2

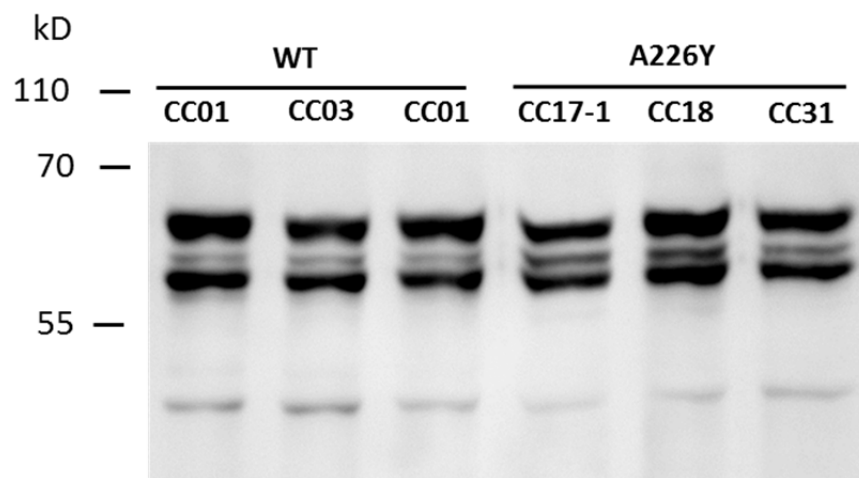

Figure 2f: full gel image with corresponding molecular size markers. Samples were loaded onto an SDS gel, run and transferred onto a NC membrane. The samples were stained with anti-Fluc antibody and the bands were visualized with chemiluminescent detection system (see Methods).

### Supplementary Gel Image 3

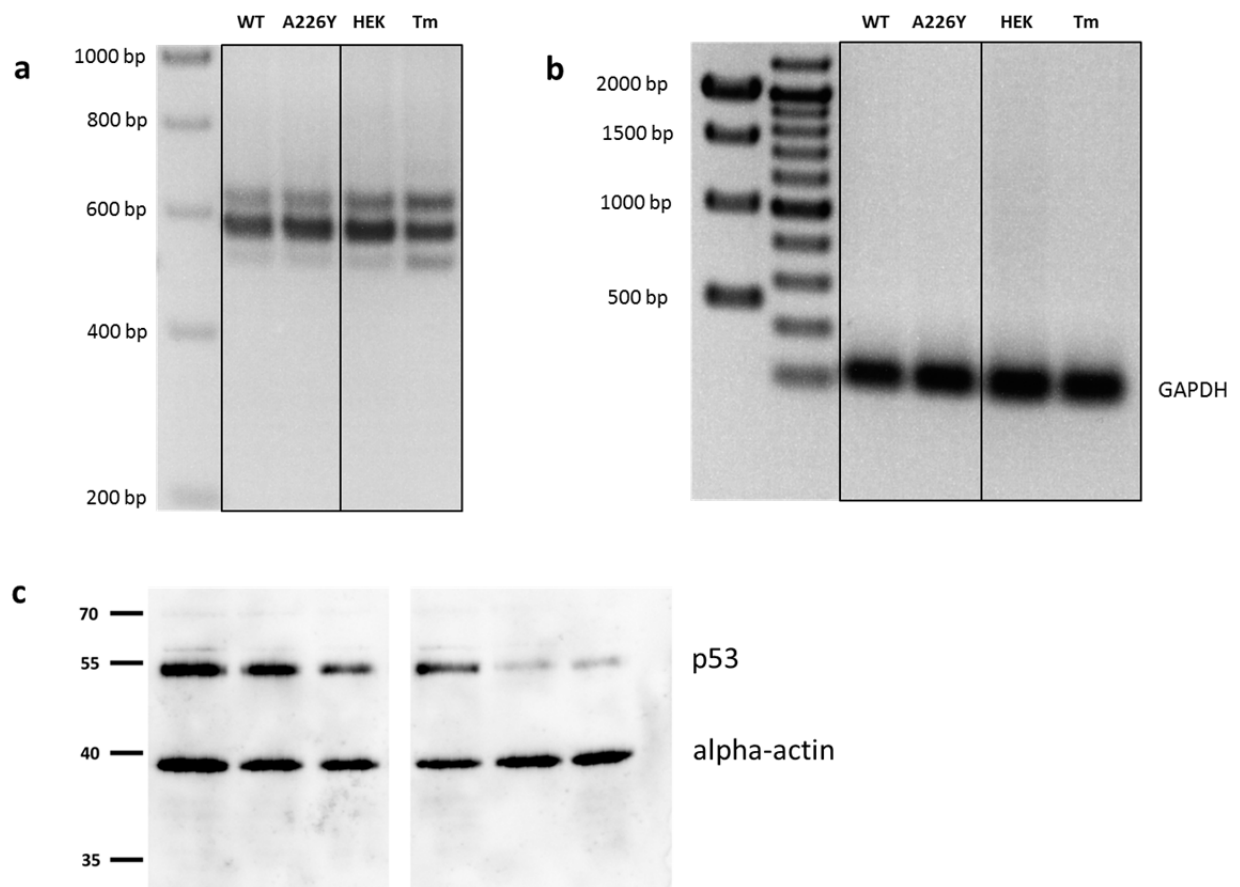

(a) and (b) – Figure 3c: full gel images with corresponding molecular size markers. Agarose gel analysis of the PCR products from XBP1-splicing assay (see Methods). Amplification of glyceraldehyde 3-phosphate dehydrogenase (GAPDH) cDNA served as a loading control.

(c) – Figure 3g: full gel images with corresponding molecular size markers. Equal aliquots of samples were loaded onto an SDS gel, run and transferred onto a NC membrane. The membrane was simultaneously stained with antibodies against p53 and alpha-actin as a loading control and the bands were visualized with chemiluminescent detection system (see Methods).

## Supplementary Gel Image 4

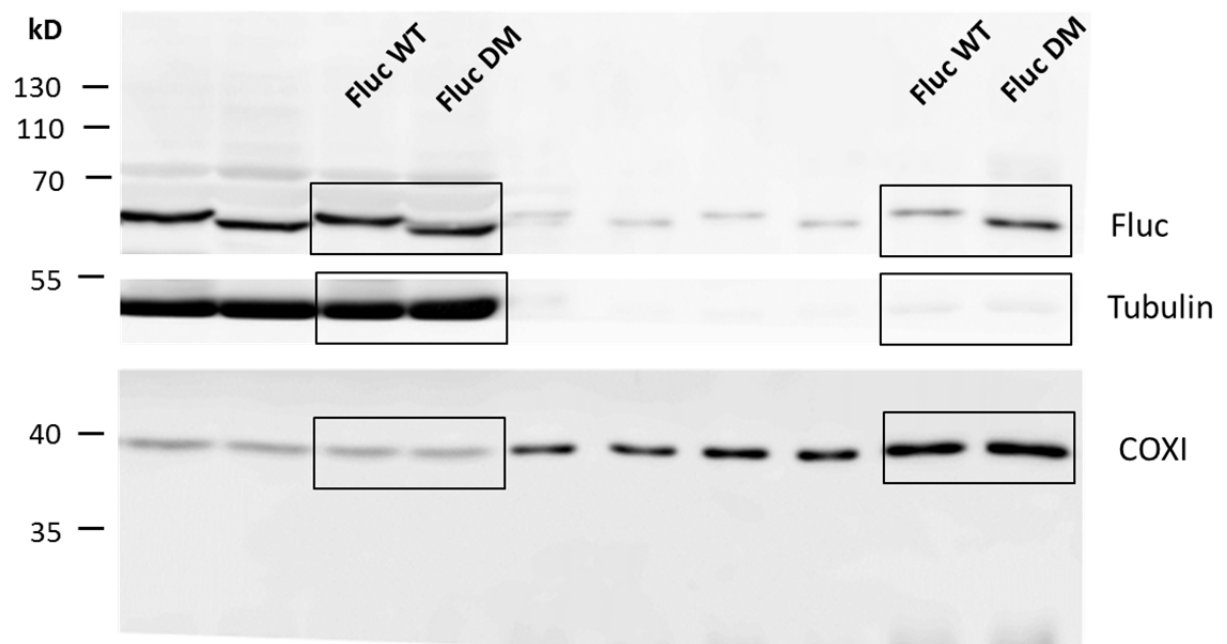

Figure 5a: full gel image with corresponding molecular size markers. Samples were loaded onto SDS gel, run and transferred onto NC membrane. The membrane was cut in 3 pieces according to molecular marker (areas >60 kD; 60-45 kD; <45 kD) and the pieces were separately stained with antibodies against Fluc, tubulin or COX1. The bands were visualized with chemiluminescent detection system (see Methods).

## Supplementary Gel Image 5

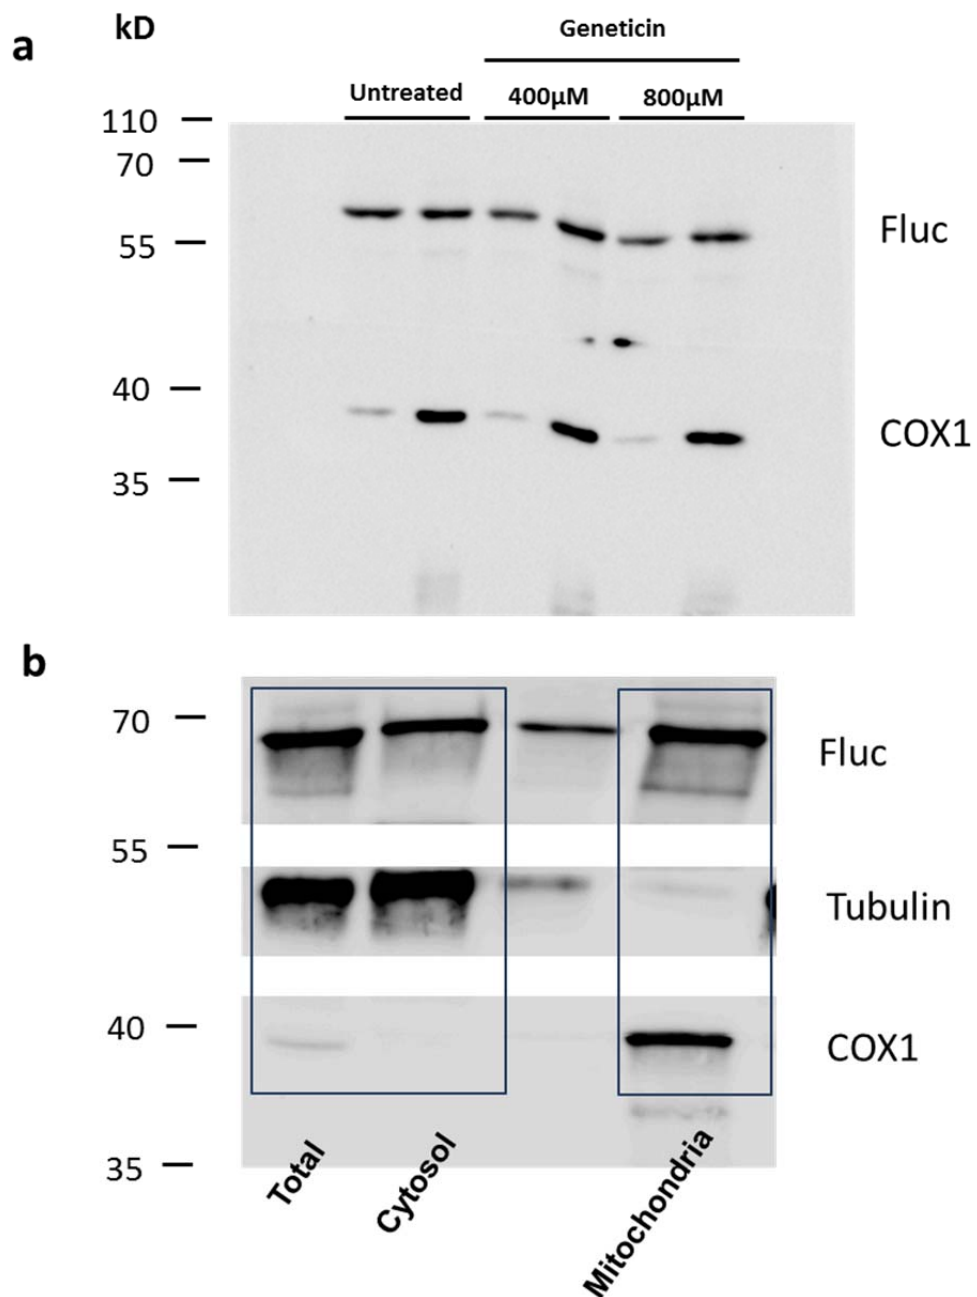

(a) – Figure 5c: full gel image with corresponding molecular size markers. The samples were loaded onto an SDS gel, run and transferred onto a NC membrane. The membrane was simultaneously stained with antibodies against Fluc and COX1 and the bands were visualized with chemiluminescent detection system (see Methods).

**(b)** – Figure 5e: full gel image with corresponding molecular size markers. Samples were loaded onto an SDS gel, run and transferred onto a NC membrane. The membrane was cut in 3 pieces according to molecular marker (areas >60 kD; 60-45 kD; <45 kD) and the pieces were separately stained with antibodies against Fluc, tubulin or COX1. The bands were visualized with chemiluminescent detection system (see Methods).

## Supplementary Gel Image 6

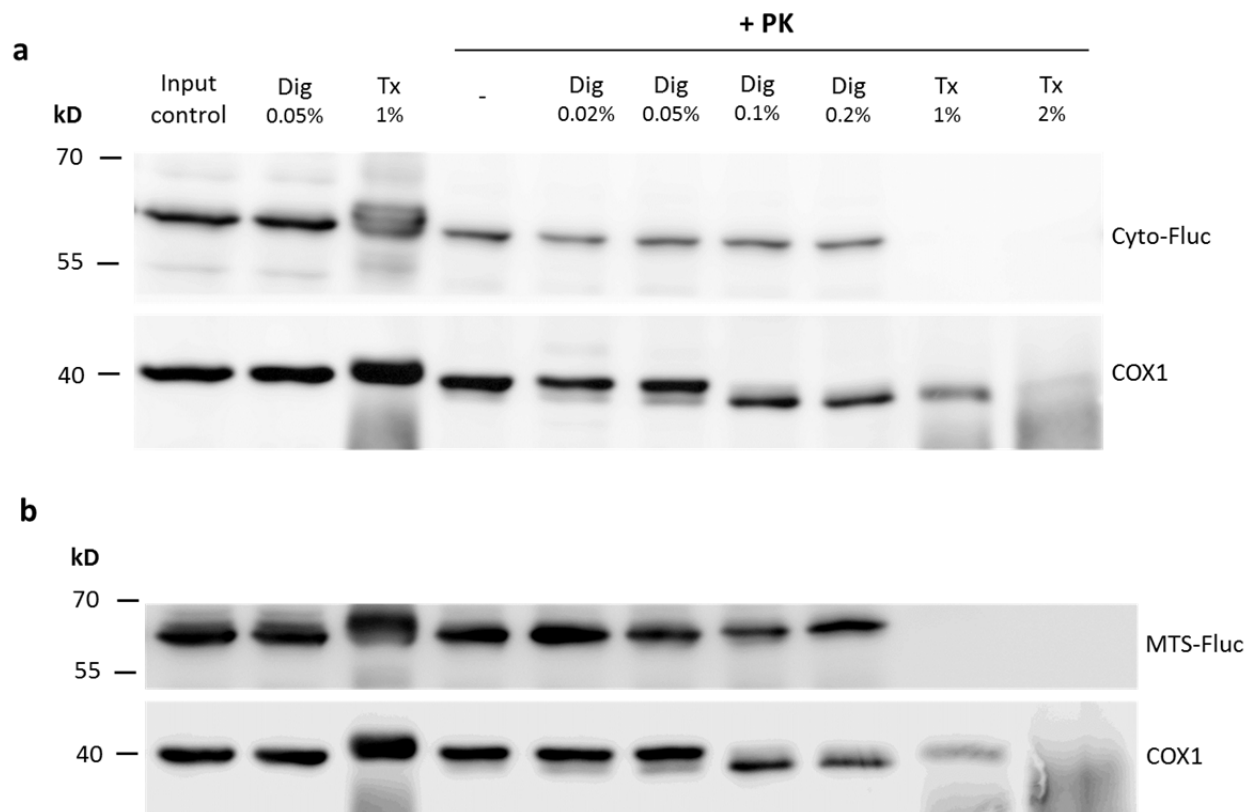

(a) – Figure 5g and (b) – figure 5h: full gel images with corresponding molecular size markers. Samples were loaded onto SDS gels, run and transferred onto NC membranes. The membranes were cut in 2 pieces according to molecular marker (areas >50 kD and <50 kD) and the pieces were separately stained with antibodies against Fluc or COX1. The bands were visualized with chemiluminescent detection system (see Methods).

## Supplementary Tables

### Supplementary Table 1

| Top 40 Increased Metabolites in A226Y-induced Mistranslation |                                           |             |               |
|--------------------------------------------------------------|-------------------------------------------|-------------|---------------|
| Metabolite                                                   | Pathway                                   | Fold Change | Welch's ttest |
| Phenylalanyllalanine                                         | Dipeptide                                 | 1.8         | 0.0030        |
| Succinylcarnitine                                            | TCA Cycle                                 | 6.2         | 0.0040        |
| 3-hydroxybutyrylcarnitine (1)                                | Fatty Acid Metabolism(Acyl Carnitine)     | 3.6         | 0.0067        |
| Alanylleucine                                                | Dipeptide                                 | 2.1         | 0.0118        |
| Benzoylcarnitine*                                            | Chemical                                  | 2.7         | 0.0076        |
| Glutaminylleucine                                            | Dipeptide                                 | 2.5         | 0.0065        |
| 15-methylpalmitate                                           | Fatty Acid, Branched                      | 1.3         | 0.0082        |
| Isoleucylglycine                                             | Dipeptide                                 | 1.3         | 0.0094        |
| 17-methylstearate                                            | Fatty Acid, Branched                      | 1.4         | 0.0191        |
| Valylglycine                                                 | Dipeptide                                 | 2.0         | 0.0257        |
| Histidylalanine                                              | Dipeptide                                 | 1.8         | 0.0236        |
| Nervonate (24:1n9)*                                          | Long Chain Fatty Acid                     | 3.3         | 0.0164        |
| Tricosenoate (23:1)                                          | Long Chain Fatty Acid                     | 1.4         | 0.0124        |
| Valylglutamine                                               | Dipeptide                                 | 2.2         | 0.0248        |
| Tyrosylglycine                                               | Dipeptide                                 | 1.3         | 0.0108        |
| Valylleucine                                                 | Dipeptide                                 | 3.4         | 0.0296        |
| Phenylalanylglycine                                          | Dipeptide                                 | 2.0         | 0.0370        |
| Isovalerylcarnitine                                          | Leucine, Isoleucine and Valine Metabolism | 3.4         | 0.0373        |
| Glycylisoleucine                                             | Dipeptide                                 | 1.5         | 0.0173        |
| Glycylvaline                                                 | Dipeptide                                 | 1.3         | 0.0250        |
| Leucylglycine                                                | Dipeptide                                 | 3.1         | 0.0497        |
| Adenosine 2'-monophosphate (2'-AMP)                          | Purine Metabolism, Adenine containing     | 5.4         | 0.0483        |
| Hexanoylcarnitine                                            | Fatty Acid Metabolism(Acyl Carnitine)     | 4.3         | 0.0495        |
| Glycerophosphoethanolamine                                   | Phospholipid Metabolism                   | 3.2         | 0.0257        |
| N2-methylguanosine                                           | Purine Metabolism, Guanine containing     | 1.3         | 0.0308        |
| Sedoheptulose-7-phosphate                                    | Pentose Phosphate Pathway                 | 1.4         | 0.0247        |
| 1-(1-enyl-oleoyl)-2-oleoyl-GPE (P-18:1/18:1)*                | Lysoplasmalogen                           | 1.3         | 0.0353        |
| Palmitoyl sphingomyelin (d18:1/16:0)                         | Sphingolipid Metabolism                   | 1.2         | 0.0267        |
| Threonylphenylalanine                                        | Dipeptide                                 | 2.6         | 0.0495        |
| 3-hydroxybutyrate (BHBA)                                     | Ketone Bodies                             | 1.9         | 0.0252        |
| Nonadecanoate (19:0)                                         | Long Chain Fatty Acid                     | 1.3         | 0.0511        |
| 2'-deoxyuridine                                              | Pyrimidine Metabolism, Uracil containing  | 4.6         | 0.0637        |
| 5,6-dihydrothymine                                           | Pyrimidine Metabolism, Thymine containing | 1.9         | 0.0642        |
| Cytidine 5'-diphosphocholine                                 | Phospholipid Metabolism                   | 1.8         | 0.0533        |
| Carnitine                                                    | Carnitine Metabolism                      | 1.5         | 0.0639        |
| 4-methylcatechol sulfate                                     | Benzoate Metabolism                       | 1.2         | 0.0329        |
| 3-aminoisobutyrate                                           | Pyrimidine Metabolism, Thymine containing | 1.8         | 0.0380        |

|                               |                                          |     |        |
|-------------------------------|------------------------------------------|-----|--------|
| Leucylglutamine*              | Dipeptide                                | 2.4 | 0.0706 |
| 3-hydroxybutyrylcarnitine (2) | Fatty Acid Metabolism(Acyl Carnitine)    | 6.9 | 0.0743 |
| Pseudouridine                 | Pyrimidine Metabolism, Uracil containing | 1.3 | 0.0463 |

## Supplementary Table 2

### Top 40 Decreased Metabolites in A226Y-induced Mistranslation

| Metabolite                                             | Pathway                                          | Fold Change | Welch's ttest |
|--------------------------------------------------------|--------------------------------------------------|-------------|---------------|
| Methionine                                             | Methionine, Cysteine, SAM and Taurine Metabolism | 0.8         | 0.0031        |
| Nicotinamide adenine dinucleotide reduced (NADH)       | Nicotinate and Nicotinamide Metabolism           | 0.2         | 0.0105        |
| Gamma-glutamylglutamate                                | Gamma-glutamyl Amino Acid                        | 0.5         | 0.0031        |
| N-acetyltyrosine                                       | Phenylalanine and Tyrosine Metabolism            | 0.4         | 0.0026        |
| Citrulline                                             | Urea cycle; Arginine and Proline Metabolism      | 0.7         | 0.0031        |
| Nicotinamide adenine dinucleotide (NAD+)               | Nicotinate and Nicotinamide Metabolism           | 0.5         | 0.0049        |
| Isovaleryl CoA                                         | Leucine, Isoleucine and Valine Metabolism        | 0.1         | 0.0209        |
| Gamma-glutamylthreonine*                               | Gamma-glutamyl Amino Acid                        | 0.6         | 0.0054        |
| Glutamate                                              | Glutamate Metabolism                             | 0.8         | 0.0057        |
| Gamma-glutamylcysteine                                 | Gamma-glutamyl Amino Acid                        | 0.6         | 0.0102        |
| Glycerol                                               | Glycerolipid Metabolism                          | 0.6         | 0.0257        |
| Gamma-glutamylisoleucine*                              | Gamma-glutamyl Amino Acid                        | 0.6         | 0.0203        |
| N-acetylleucine                                        | Leucine, Isoleucine and Valine Metabolism        | 0.7         | 0.0322        |
| N-acetyl-glucosamine 1-phosphate                       | Aminosugar Metabolism                            | 0.6         | 0.0171        |
| Cytidine 5'-monophosphate (5'-CMP)                     | Pyrimidine Metabolism, Cytidine containing       | 0.8         | 0.0211        |
| Methionine sulfoxide                                   | Methionine, Cysteine, SAM and Taurine Metabolism | 0.8         | 0.0177        |
| Gamma-glutamyltyrosine                                 | Gamma-glutamyl Amino Acid                        | 0.6         | 0.0278        |
| 1-methylhistidine                                      | Histidine Metabolism                             | 0.8         | 0.0231        |
| 3-(4-hydroxyphenyl)lactate                             | Phenylalanine and Tyrosine Metabolism            | 0.6         | 0.0246        |
| Nicotinamide ribonucleotide (NMN)                      | Nicotinate and Nicotinamide Metabolism           | 0.5         | 0.0247        |
| Orotidine                                              | Pyrimidine Metabolism, Orotate containing        | 0.7         | 0.0268        |
| 2-hydroxybutyrate/2-hydroxyisobutyrate                 | Methionine, Cysteine, SAM and Taurine Metabolism | 0.6         | 0.0274        |
| 1-(1-enyl-palmitoyl)-2-arachidonoyl-GPC (P-16:0/20:4)* | Plasmalogen                                      | 0.7         | 0.0302        |
| Kynurenine                                             | Tryptophan Metabolism                            | 0.7         | 0.0398        |
| N6-acetyllysine                                        | Lysine Metabolism                                | 0.5         | 0.0372        |
| 1-(1-enyl-palmitoyl)-GPE (P-16:0)*                     | Lysoplasmalogen                                  | 0.7         | 0.0359        |
| Adenosine 5'-monophosphate (AMP)                       | Purine Metabolism, Adenine containing            | 0.8         | 0.0517        |
| 1-oleoyl-GPG (18:1)*                                   | Lysolipid                                        | 0.6         | 0.0525        |
| Lactosyl-N-palmitoyl-sphingosine                       | Sphingolipid Metabolism                          | 0.6         | 0.0604        |
| Asparagine                                             | Alanine and Aspartate Metabolism                 | 0.7         | 0.0643        |
| 1-palmitoyl-GPG (16:0)*                                | Lysolipid                                        | 0.7         | 0.0447        |
| Methionine sulfone                                     | Methionine, Cysteine, SAM and Taurine Metabolism | 0.8         | 0.0425        |
| Glutamate, gamma-methyl ester                          | Glutamate Metabolism                             | 0.7         | 0.0473        |
| Nicotinamide riboside                                  | Nicotinate and Nicotinamide Metabolism           | 0.6         | 0.0743        |
| 5-oxoproline                                           | Glutathione Metabolism                           | 0.9         | 0.0515        |
| N-acetylphenylalanine                                  | Phenylalanine and Tyrosine Metabolism            | 0.7         | 0.0467        |
| 3-methyl-2-oxobutyrate                                 | Leucine, Isoleucine and Valine Metabolism        | 0.7         | 0.0522        |

|                    |                                           |     |        |
|--------------------|-------------------------------------------|-----|--------|
| N-acetylisoleucine | Leucine, Isoleucine and Valine Metabolism | 0.7 | 0.0594 |
| Methylphosphate    | Purine and Pyrimidine Metabolism          | 0.7 | 0.0512 |
| Uracil             | Pyrimidine Metabolism, Uracil containing  | 0.7 | 0.0502 |

**Supplementary Table 3**

| Transcriptomic pathways and their associated metabolites |                                             |         |                               |                                                  |         |             |
|----------------------------------------------------------|---------------------------------------------|---------|-------------------------------|--------------------------------------------------|---------|-------------|
| Biological Processes                                     | KEGG pathway                                | p-value | Metabolites                   | Pathway                                          | p-value | Fold Change |
| Proteolysis                                              | Proteasome                                  | 0.002   | Threonylphenylalanine         | Dipeptide                                        | 0.04    | 2.3         |
|                                                          | Ubiquitin mediated proteolysis              | 0.036   | Valylglutamine                | Dipeptide                                        | 0.02    | 2.1         |
|                                                          |                                             |         | Glutaminylleucine             | Dipeptide                                        | 0.02    | 2.0         |
|                                                          |                                             |         | Alanylleucine                 | Dipeptide                                        | 0.02    | 1.9         |
|                                                          |                                             |         | Valylglycine                  | Dipeptide                                        | 0.02    | 1.8         |
|                                                          |                                             |         | Phenylalanylglycine           | Dipeptide                                        | 0.04    | 1.8         |
|                                                          |                                             |         | Phenylalanylalanine           | Dipeptide                                        | 0.03    | 1.7         |
|                                                          |                                             |         | Glycylisoleucine              | Dipeptide                                        | 0.02    | 1.5         |
|                                                          |                                             |         | Tryptophylglycine             | Dipeptide                                        | 0.04    | 1.4         |
|                                                          |                                             |         | Tyrosylglycine                | Dipeptide                                        | 0.00    | 1.3         |
|                                                          |                                             |         | Glycylvaline                  | Dipeptide                                        | 0.02    | 1.3         |
|                                                          |                                             |         | Isoleucylglycine              | Dipeptide                                        | 0.03    | 1.3         |
| Amino Acid metabolism                                    | Valine, leucine and isoleucine degradation  | 0.000   | Isovaleryl CoA                | Leucine, Isoleucine and Valine Metabolism        | 0.01    | 0.18        |
|                                                          | Biosynthesis of amino acids                 | 0.001   | N-acetyltyrosine              | Phenylalanine and Tyrosine Metabolism            | 0.02    | 0.45        |
|                                                          | Lysine degradation                          | 0.007   | N6-acetyllysine               | Lysine Metabolism                                | 0.03    | 0.56        |
|                                                          | Alanine, aspartate and glutamate metabolism | 0.035   | 3-(4-hydroxyphenyl)lactate    | Phenylalanine and Tyrosine Metabolism            | 0.02    | 0.63        |
|                                                          |                                             |         | Glutamate, gamma-methyl ester | Glutamate Metabolism                             | 0.02    | 0.72        |
|                                                          |                                             |         | N-acetylleucine               | Leucine, Isoleucine and Valine Metabolism        | 0.02    | 0.73        |
|                                                          |                                             |         | Kynurenine                    | Tryptophan Metabolism                            | 0.04    | 0.76        |
|                                                          |                                             |         | 1-methylhistidine             | Histidine Metabolism                             | 0.02    | 0.79        |
|                                                          |                                             |         | Citrulline                    | Urea cycle; Arginine and Proline Metabolism      | 0.04    | 0.8         |
|                                                          |                                             |         | 3-methoxytyrosine             | Phenylalanine and Tyrosine Metabolism            | 0.04    | 0.81        |
|                                                          |                                             |         | Trans-4-hydroxyproline        | Urea cycle; Arginine and Proline Metabolism      | 0.04    | 0.82        |
|                                                          |                                             |         | N-acetylvaline                | Leucine, Isoleucine and Valine Metabolism        | 0.05    | 0.84        |
|                                                          |                                             |         | N-monomethylarginine          | Urea cycle; Arginine and Proline Metabolism      | 0.02    | 0.85        |
|                                                          |                                             |         | 5-oxoproline                  | Glutathione Metabolism                           | 0.04    | 0.87        |
|                                                          |                                             |         | Methionine                    | Methionine, Cysteine, SAM and Taurine Metabolism | 0.02    | 0.88        |

|                                                |                                 |       |                             |                           |      |      |
|------------------------------------------------|---------------------------------|-------|-----------------------------|---------------------------|------|------|
| Gamma-glutamate dependant amino acid transport | Gamma-glutamyl transpeptidase 1 | 0.001 | Gamma-glutamylglutamate     | Gamma-glutamyl Amino Acid | 0.01 | 0.62 |
|                                                | Gamma-glutamyl transpeptidase 7 | 0.000 | Gamma-glutamylisoleucine    | Gamma-glutamyl Amino Acid | 0.01 | 0.63 |
|                                                |                                 |       | Gamma-glutamyltyrosine      | Gamma-glutamyl Amino Acid | 0.01 | 0.66 |
|                                                |                                 |       | Gamma-glutamylthreonine     | Gamma-glutamyl Amino Acid | 0.03 | 0.70 |
|                                                |                                 |       | Gamma-glutamylphenylalanine | Gamma-glutamyl Amino Acid | 0.05 | 0.71 |
|                                                |                                 |       | 5-oxoproline                | Glutathione Metabolism    | 0.04 | 0.87 |

# Supplementary material for: Ribosomal mistranslation leads to silencing of the unfolded protein response and increased mitochondrial biogenesis
**Source:** Commun Biol. 2019 Oct 17;2:381. doi: 10.1038/s42003-019-0626-9
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Data analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The transcriptome data are available for review under NCBI GEO accession GSE115153, token ipsipaiyhjafxob.  
The metabolome data are available for review under EMBL-EBI MetaboLights accession MTBLS106.

### Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                 |
|-----------------|-------------------------------------------------------------------------------------------------|
| Sample size     | For every genotype at least 3 independently generated cell lines were used in every experiment. |
| Data exclusions | No data was excluded                                                                            |
| Replication     | Every experiment was performed at least 3 times independently                                   |
| Randomization   | No randomization was required                                                                   |
| Blinding        | No blinding was required                                                                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | polyclonal anti-myc (Abcam, ab9106); polyclonal anti-RPS2 (Abcam, ab154972); polyclonal anti-RPS9 (Abcam, ab117861); polyclonal anti-tubulin (Abcam, ab6046); polyclonal anti-pelF2 $\alpha$ (Cell Signaling, 9721S); anti-eIF2 $\alpha$ (Cell Signaling, 9722); polyclonal anti-ubiquitin (Abcam, ab7780); polyclonal anti-GAPDH (Abcam, ab9485); mouse monoclonal anti-p53 (Abcam, ab26); HRP-conjugated goat anti-rabbit (Invitrogen, G-21234) and goat anti-mouse antibodies (Invitrogen, A10551) |
| Validation      | Validation of primary antibodies has been done by the manufacturer and can be found on the manufacturer's web site                                                                                                                                                                                                                                                                                                                                                                                    |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                                                 |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Parental cell line (HEK293) was purchased from ATCC                                                                                                             |
| Authentication                                                       | No authentication was required                                                                                                                                  |
| Mycoplasma contamination                                             | All cell lines used in the study were tested for mycoplasma and found negative (mycoplasma-specific PCR and commercial antibody-based mycoplasma detection kit) |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines was used                                                                                                                   |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Following experiment-specific treatment, the cells were detached from surface using Accutase treatment, suspended in PBS buffer and used for FACS analysis (alive)

Instrument

FACS LSR Fortessa, BD Biosciences

Software

FACSDIVA version 8.0 was used for data collection; FlowJo version 10.0 was used for analysis

Cell population abundance

Only homogeneous cell populations were used in the study

Gating strategy

Example of gating strategy could be provided in a supplementary information file upon request

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Ribosomal mistranslation leads to silencing of the unfolded protein response and increased mitochondrial biogenesis
**Source:** Commun Biol. 2019 Oct 17;2:381. doi: 10.1038/s42003-019-0626-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Items

**Description of additional supplementary files**

**File name:** Supplementary Data 1

**Description:** List of genes sorted by pathways.

**File name:** Supplementary Data 2

**Description:** Source data underlying the graphs presented in the main figures.

How the deposited data were processed for this re-analysis (not part of the article)

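RNA-Seq was analysed in 7 stable HEK293 clones, 4 expressing RPS2 wt (clones 19, 20, 21 and 23) and 3 expressing RPS2 A226Y (clones 14, 15 and 25). The authors deposited raw counts per Ensembl gene, 1 file per clone, made from Illumina libraries of total RNA. No normalization had been applied to these counts, and each file lists the same 21908 genes. The authors' methods name edgeR for differential expression but not the aligner, the counting method, the annotation, the low-count filter or the edgeR test. Clones were grouped by the genotype in their labels. The geneticin and tunicamycin transcriptomes, the metabolome, qRT-PCR and protein assays were left out, since no file analysed here holds them.

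Total counts per clone were between 7005635 and 14780084 in wt (median 9272953) and between 4669523 and 7024472 in A226Y (median 4920543). With these depths and clones, the biological coefficient of variation was 11.5%. To see what the lower depth of the A226Y clones does, every clone was also drawn down at random to the smallest total, and the comparison was repeated. The replicate block was not run because the groups share no replicate numbers.

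Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its default minimum count of 10, which left 12970 genes, and counts were normalized with TMM. A226Y was compared with wt by edgeR's quasi-likelihood test, and p-values were adjusted with the Benjamini-Hochberg method over the genes tested. A gene is called regulated at an unadjusted p under 0.05, as in the paper, and adjusted p-values are given beside each gene. Normalized expression is given as CPM, mean ± SD over clones. Standard errors of log2 fold changes were derived from the fitted coefficient and its test statistic.

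Gene sets were the lists of Supplementary Data 1, which holds 957 genes, 949 of them found in the counts after 26 older or differently spelled symbols were matched. The elongation and release factors were instead those of Supplementary Fig. 4b. The DNA repair list has 117 entries, repeats included. For each of 21 sets, the mean log2 fold change is reported, and the genes' signed test statistics were compared with those of all other genes by cameraPR in limma 3.58.1 with a correlation between genes of 0.01. Its p-values were adjusted with the Benjamini-Hochberg method over the 21 sets, and separately over the smaller parts of the lists. Per clone, the mean of log2 CPM over a set was taken after centring each gene. Positions and GC content come from GENCODE 29 on GRCh38, joined by Ensembl identifier. That annotation is not known to be the one behind the counts, so positions were used only to place genes and their neighbours. The genes named in the text were fixed by a rule: every gene the paper names or prints in a panel for the A226Y RNA-Seq (164 found), and the 10 genes with the largest absolute log2 fold change among those with an adjusted p under 0.05 whose A226Y clones all lay on the same side of the wt clones. Not every gene that meets the rule is reported.

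The alternatives were edgeR's exact test, edgeR's likelihood ratio test, the Wald test of DESeq2 1.42.0, limma-trend on log2 CPM with a prior count of 2, robust quasi-likelihood, DESeq2's size factors (RLE) in place of TMM, library size alone, no low-count filter, at least 10 counts in every clone, each clone left out in turn, an adjusted p under 0.05 as the threshold, the median in place of the mean of a set, camera with the correlation estimated from the clones, and the rotation test fry. A further pair addressed changes shared along chromosomes. In the first, the median of the 50 nearest tested genes on each side was subtracted from each clone's gene-centred log2 CPM before limma-trend. In the other, chromosome X and the last 10 megabases of chromosome 9 were left out. CDH1 was left out of the mitosis and cell cycle lists only after its value had been seen. The same holds for leaving the UPR transcription factor target genes out of ER protein quality control.

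The code was tested on simulated data with 200 changed genes and a shift of chromosome X. The quasi-likelihood test recovered 89% of the changed genes, 7.8% of its calls at an adjusted p under 0.05 were unchanged genes, and 5.0% of unchanged genes had a p under 0.05. Of the calls of the likelihood ratio test and of the exact test, 18.6% and 17.1% were unchanged genes, so their larger counts of genes come with more false calls. Subtraction of neighbouring genes left 0.0029 of a simulated log2 shift of 0.4 on chromosome X. All 35 splits of the 7 clones into groups of 4 and 3 were fitted the same way. Tables and figures were made in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6.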

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

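Among the 4 wt clones, a single clone lay far from the other 3 in 18 of 196 groups of values, where chance would flag about 1 in 20. Wt clone 23 was low in the mean of mitochondrial translation (-0.143, others -0.051 to -0.039, log2 CPM centred per gene), of mitochondrial chaperones (-0.231, others -0.099 to -0.078) and of mitochondrial translocation (-0.141, others -0.052 to -0.042). Without this clone, the log2 fold changes of these sets were 0.147, 0.267 and 0.1499. In CPM, wt clone 23 was also low in SRP19 (27.2), DPAGT1 (43.5) and PFDN6 (40.3), and high in TMX4 (64.5), TIMM17B (49.2), CLCN4 (1.84) and KIRREL1 (6.52). Wt clone 21 was low in SRP14 (123.1) and UNC45A (124.5) and high in CDKN3 (27.6) and HSPA12A (32.9). Wt clone 20 was low in ERN1 (26.9) and high in TIMM23 (94.7) and TIMM8B (46.9), and wt clone 19 was high in ATF6B (99.2). Some of these genes lie on chromosomes that are shifted as a whole in the same clone. SRP19 is on chromosome 5, whose genes had a median of -0.317 in wt clone 23, and SRP14 and UNC45A are on chromosome 15, whose genes had a median of -0.337 in wt clone 21 (log2 CPM relative to the wt clones). Copy number differences between the clones are a candidate explanation for these, since log2 fold changes of neighbouring genes were correlated (0.371 across genes, which are not independent replicates). The wt clones share a condition, so no biological explanation was tested, and sequencing batches are not known.

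The paper does not discuss most of the genes with the largest changes. Higher in all 3 A226Y clones than in all 4 wt clones were PGR (log2 fold change 7.39, adjusted p = 5.3e-05), ANOS1 (5.17, adjusted p = 0.00037), CLCN4 (5.15, adjusted p = 0.00048), ARHGAP20 (4.76, adjusted p = 0.00012), EYA2 (4.62, adjusted p = 0.00069) and KIRREL1 (4.43, adjusted p = 0.0025). Lower in all 3 were ADM2 (-5.20, adjusted p = 0.0012) and FUT9 (-4.45, adjusted p = 0.0057). Most of these genes have means near 0 CPM in one of the groups, so the sizes of the changes are imprecise: the standard error of FUT9 is 0.89. ANOS1 and CLCN4 lie in the raised part of chromosome X, but their changes are several times larger than the shift of that region. No technical explanation was tested for these genes one by one. Since each group consists of clones grown from single cells, a response to A226Y and differences that the clones carried beforehand are not separated by this design, and no biological explanation was tested.

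Neighbouring genes changed together in the A226Y clones. Of 261 windows of neighbouring genes, 59 had all 3 A226Y clones above all 4 wt clones and 32 had them all below. In 7 windows, which hold 346 genes, the median log2 fold change exceeded 0.5. On chromosome 9 these were 129812944 to 136095285 (median 0.965) and 136114581 to 138124624 (0.841). On chromosome X they were 276322 to 19122637 (0.686), 19343893 to 46759172 (0.756), 46836940 to 51902357 (0.816), 53049091 to 71073426 (0.811) and 71096197 to 101264497 (0.588). Beyond, the remaining 4 windows of chromosome X had medians from -0.320 to 0.0434. The paper does not report these regions. The log2 fold change of a gene correlated with the median of its 50 neighbours on each side (r = 0.371 across 12939 genes, which are not independent replicates), whereas 100 shuffles of the gene order gave values from -0.0321 to 0.0218. Single clones compared with the other clones of their group gave correlations from 0.226 to 0.429, so the pattern is not confined to the comparison of A226Y with wt. GC content and transcript length do not account for it, since r was 0.373 after their trend had been subtracted. That prediction was made before the result was known. The prediction for copy number was made only after. If the silent copy of chromosome X had become active as a whole, the windows past the end of the block would be raised too. Their highest median was 0.0434. This prediction, too, was made after the pattern had been seen. Activation of only a part of the chromosome is not excluded by this value. A copy number gain of the end of chromosome 9 and of most of chromosome X, shared by the 3 A226Y clones, is a hypothesis that remains. Whether it arose with A226Y or was present in the cells from which these clones grew cannot be told from the counts. Sequencing batches are not given. A batch difference that shifts genes irrespective of their position would give correlations like those of the shuffles, at most 0.0218. Such a difference alone therefore does not account for the 0.371 found. The value cannot show whether one was present beside the positional pattern. A batch difference that follows chromosomal position cannot be ruled out.

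Whole chromosomes also differed between single clones. Relative to the wt clones, the median of chromosome 15 was -0.337 in wt clone 21 and -0.305, -0.384 and -0.399 in A226Y clones 14, 15 and 25. The median of chromosome 3 was -0.492 and that of chromosome 17 was -0.383 in A226Y clone 14, and the median of chromosome 1 was -0.392 in A226Y clone 15. In wt clone 19 the median of chromosome 21 was -0.308. Several genes named by the paper lie on these chromosomes, among them SEC11A, PDIA3 and PPIB on chromosome 15. After subtraction of neighbouring genes, PDIA3 changed by -0.138 and PPIB by -0.122, values that are no longer past the threshold, and SEC11A by -0.308. Copy number may therefore contribute to the decrease of such genes, whereas XBP1 (-0.818) and ATF4 (-0.708) kept most of their change.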

How the results depend on the processing

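All alternatives but the removal of CDH1 and that of the UPR transcription factor target genes were fixed before the count files arrived. All of them were run. Under every alternative, the numbers of lower genes in cytosolic translation, cell cycle, DNA repair and UPR target genes, the number of higher genes in mitochondrial translation, and the numbers of regulated genes among UPR targets and in the UPR translation category varied but stayed within 1.5 times of the main count. RPS2 CPM in A226Y varied by less than its SD between clones.

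With an adjusted p under 0.05 as the threshold, 3255 genes remained, 1637 higher and 1618 lower. The higher genes fell to 3 in cytosolic translation, 11 in the proteasome, 10 in the cell cycle, 8 in DNA repair and 24 among UPR targets, the lower genes to 1 in the proteasome and 0 in mitochondrial translation, and regulated genes of ER protein quality control to 23. Of all 5023 genes with an unadjusted p under 0.05, a share of at most 0.129 is expected to be false calls.

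The test of the gene sets mattered most. Estimating the correlation between genes from the 7 clones, in place of 0.01, left none of the 18 sets past the threshold (adjusted p from 0.162 to 0.361), although the means are the same by construction: -0.242 for cytosolic translation, -0.217 for ribosomal proteins, -0.383 for tRNA synthetases, -0.466 for elongation factors, 0.126 for chaperones, 0.184 for the proteasome, -0.114 for the cell cycle, -0.187 for S phase, -0.145 for mitosis, -0.143 for DNA repair, -0.248 for UPR targets, -0.206 for ER protein quality control, -0.792 for amino acid biosynthesis, -0.799 for amino acid transporters, 0.165 for mitochondrial translation, 0.295 for mitochondrial chaperones, 0.244 for antioxidants and 0.167 for mitochondrial translocation. Correlated genes carry less independent information, and with 7 clones their correlation is itself poorly known. The rotation test fry asks only whether a set changes by itself, and with it release factors (0.345, adjusted p = 0.020) and CDK inhibitors (0.253, adjusted p = 0.0496) passed. Without a low-count filter, release factors also passed (0.337).

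The mean of mitosis was no longer past the threshold with the exact test (-0.145004), the likelihood ratio test (-0.144969), DESeq2 (-0.145351), library size alone (-0.112) or without CDH1 (-0.0783). Its adjusted p of 0.046 lies close to the threshold, and CDH1 (log2 fold change -4.36) carries much of the mean. Without the UPR transcription factor target genes, ER protein quality control stayed past the threshold (-0.138). Library size alone reversed ER translocation (0.0149), the SRP-dependent (0.00955), SRP-independent (0.0328) and GET (0.0300) routes, mitochondrial tRNA synthetases (0.00225) and SEC61A1 (0.0331). These means lie near 0, and this setting shifts all fold changes by a constant. DESeq2 reversed the SRP-independent route (0.00148) and SEC61A1 (0.00155), RLE normalization reversed the same pair (0.00175 and 0.00156), and limma-trend reversed GET (0.000367).

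Subtracting neighbouring genes, which removes changes shared along a chromosome, reversed release factors (-0.0101), ER translocation (0.0241), the SRP-dependent (0.0398) and SRP-independent (0.0159) routes, mitochondrial tRNA synthetases (0.0453), GSPT2 (-0.310), SEC61A1 (0.15005), SEC61G (-0.0101), CDKN2C (0.102), CDKN2D (-0.0706), SRP14 (0.138), USP33 (0.00999), TIMM17B (-0.136) and HSF2 (0.107). Lower genes became 1 in the proteasome and 5 in mitochondrial translation. Without chromosome X and the end of chromosome 9, ER translocation (0.0227), the SRP-dependent (0.00631), SRP-independent (0.0141) and GET (0.0953) routes and SEC61A1 (0.0139) reversed, and RPS2 rose to 1917 CPM in wt, since fewer genes share the total. The other sets kept their direction and side of the threshold in both settings, as UPR targets did (-0.244 and -0.264).

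Leaving out each clone in turn gave 2027 to 3150 genes with an adjusted p under 0.05, the fewest without wt clone 19, which has the most counts. Lower genes were 1 to 7 in mitochondrial translation and 1 to 4 in the proteasome. Means ranged from 0.288 to 0.421 for release factors, 0.0664 to 0.147 for chaperones, -0.170 to -0.132 for mitosis (past the threshold or not, depending on the clone), -0.0786 to 0.0307 for ER translocation, -0.0935 to 0.0401 for the SRP-dependent, -0.0488 to 0.0840 for the SRP-independent and -0.0300 to 0.0379 for the GET route, and -0.0809 to 0.0192 for mitochondrial tRNA synthetases. Single genes ranged from -0.0881 to 0.115 for SEC61A1, -0.0192 to 0.0962 for SEC61G, -0.221 to 0.0122 for CDKN2A, -0.103 to 0.367 for CDKN2B, -0.247 to 0.0137 for CDKN2C and -0.0907 to 0.179 for CDKN2D. With 2 A226Y clones left, each clone weighs heavily in these results.

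Of the rows that are no headline result, 315 changed among named genes (23 reversed, 116 stronger, 176 weaker), 93 among parts of the lists (22 reversed, 6 stronger, 65 moved), 39 among gene counts of other sets and 6 among counts at other thresholds. Depth limits the count of genes: with every clone drawn down to the smallest total, 4256 of 12505 genes tested had a p under 0.05.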

Differences from the paper's values

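At a p under 0.001, 1337 genes were found against the paper's about 2400 in Supplementary Fig. 3b, read by eye. The counts were 2136 with edgeR's exact test, 2226 with its likelihood ratio test, 2003 with DESeq2 and 1637 without a low-count filter, all within 1.5 times of the paper's, and the remaining alternatives set before the files arrived did not close the gap. With a fold change above 1.5 in addition, 934 genes stand against the paper's about 1500 (Supplementary Fig. 3b). The same 4 settings gave 1281, 1307, 1153 and 1138 and closed the gap, and no other did. With a fold change above 2, 380 genes stand against the paper's about 670 (Supplementary Fig. 3b). Here the exact test gave 523, the likelihood ratio test 538, DESeq2 451 and the absence of a filter 475, and the others stayed outside.

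For mitochondrial translation, 3 genes were lower, against the paper's about 7 in Fig. 4a, read by eye. Subtraction of neighbouring genes gave 5, leaving out wt clone 23 gave 5 and leaving out A226Y clone 25 gave 7. The other alternatives did not close the gap.

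For SEC61A1 the log2 fold change was -0.0010 and the paper's value in Supplementary Data 1 is 0.0316. The signs were the same with DESeq2 (0.00155), RLE normalization (0.00156), library size alone (0.0331), subtraction of neighbouring genes (0.15005), without chromosome X and the end of chromosome 9 (0.0139), and without wt clone 19 (0.0209), wt clone 20 (0.000335) or A226Y clone 14 (0.115), and differed in the remaining settings. CDKN2D changed by 0.042 against the paper's -0.01814. The sign was that of the paper after subtraction of neighbouring genes (-0.0706) and without A226Y clone 14 (-0.0907) only.

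For HSPA1L the value was 0.239 against the paper's 0.9985, for GCLC 0.114 against the paper's 0.2405, for AHSA2P -0.204 against the paper's -0.5606 and for CDH1 -4.36 against the paper's -1.956. None of the alternatives set before the files arrived closed these gaps. TIMM9 changed by -0.204 against the paper's -0.3152. Subtraction of neighbouring genes (-0.256) and the fits without wt clone 23 (-0.229), A226Y clone 15 (-0.225) or A226Y clone 25 (-0.251) came within the SD between clones, and the others did not. HSPA2 changed by 0.836 against the paper's 0.6195, a gap closed by limma-trend (0.778), no low-count filter (0.8287), at least 10 counts in every clone (0.833), subtraction of neighbouring genes (0.732) and the fits without wt clone 19 (0.753), wt clone 23 (0.816), A226Y clone 14 (0.828) or A226Y clone 25 (0.697), and by no other. For CDC37L1, at 0.604 against the paper's 0.3937, subtraction of neighbouring genes (0.558) and the fit without A226Y clone 15 (0.483) closed the gap alone.

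Some statements of the paper on genes or directions also differ from the values found. The paper calls CHOP significantly downregulated from RNA-Seq together with qRT-PCR, and the latter was not analysed here. DDIT3 changed by -0.642, close to the paper's log2 ratio of -0.6609. The difference lies in the test: by edgeR's quasi-likelihood test the unadjusted p was 0.053 and the adjusted p 0.135. The paper describes reduced components for each route into the ER, naming those that act at the ER membrane. Of these, SEC11A (-0.584), SSR2 (-0.646), SSR3 (-0.487), SSR4 (-0.439), SEC63 (-0.634) and CAMLG (-0.663) were lower at an adjusted p under 0.05. SERP1 passed the unadjusted threshold only (the unadjusted p was 0.031). SPCS1 (the unadjusted p was 0.056) and SSR1 (the unadjusted p was 0.051) did not pass, and SEC11C (0.213) and SPCS3 (0.131) lay above 0. The means of the whole routes were -0.023, -0.001 and -0.004. The paper also describes decreases in every component of ER protein quality control, and VCP (0.371), UFD1 (0.363) and DERL1 (0.316) were higher. It describes increased CDK inhibitors, of which CDKN1C alone passed the threshold. It describes increased mitochondrial import and protein synthesis, and most regulated genes of both lists were higher. At a p under 0.05 these were 24 higher and 7 lower for translocation, and 32 higher and 3 lower for translation. Within these lists, TOMM20 changed by -0.303 (the unadjusted p was 0.052) and the mitochondrial tRNA synthetases averaged -0.031.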

Other observations

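All 35 splits of the 7 clones into 4 and 3 were compared in the same way, the real one included. Only 1 of the 35 splits, the real one, gave as many genes with a p under 0.05 (5023), as many higher (2523) or lower (2500) genes, or as many genes with an adjusted p under 0.05 (3255). The other splits gave between 100 and 2578 genes with a p under 0.05 and at most 52 after adjustment. For 18 of the 21 set means the real split was alone in giving a mean as large, 1 of 35. The exceptions were release factors, with 2 of the 35 splits, cytosolic chaperones, with 3, and ER translocation, with 30. The antioxidant genes, chosen by the paper at a p under 0.05 in the same clones, cannot be judged by this comparison. The same holds for the elongation factors and the mitochondrial chaperones if their genes were chosen in that way. Among gene counts per set, the real split was alone for lower genes in cytosolic translation, the cell cycle, DNA repair and UPR targets and for higher genes in the proteasome and mitochondrial translation. As many genes in the minor direction were found in 4 of the 35 splits for cytosolic translation, 7 for the proteasome, 3 for the cell cycle, 2 for DNA repair, 8 for mitochondrial translation and 3 for UPR targets, so these minor counts are not distinguishable from what other splits give. The smallest share a split can have is 0.0286. A difference that the A226Y clones carried beforehand would make the real split stand out in the same way.

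Technical explanations were tested for the main shifts. Since the wt clones have more counts, every clone was drawn down to the smallest total. There were still 4256 genes with a p under 0.05. Of the sets with an adjusted p under 0.05, 0 changed sign or lost more than 50% of their mean. Among these sets mitosis lost most, from -0.145 to -0.076, followed by the cell cycle, from -0.114 to -0.088. After the trend on GC content and transcript length was subtracted, mitochondrial translation averaged 0.167, cytosolic translation -0.242, the proteasome 0.190 and UPR targets -0.235. After subtraction of neighbouring genes, mitochondrial translation averaged 0.171, so changes shared with neighbouring genes do not account for its increase. The prediction for this last test was made after the values had been seen. Batches are not known, and a difference between batches of wt and A226Y clones, had there been one, cannot be told apart from A226Y.

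The release factors behaved differently. Their mean of 0.345 fell to -0.0101 after subtraction of neighbouring genes, a test whose prediction was made after the value had been seen. GSPT2 lies in the raised part of chromosome X, and ETF1 on chromosome 5, which is low in wt clone 23. Copy number differences between the clones may therefore contribute to the increase of eRF1 and eRF3 transcripts. GSPT1, on chromosome 16, kept 0.190.

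A hypothesis on the UPR target genes was that the decrease lies in genes of amino acid supply and cytosolic translation rather than in ER folding genes. The 49 genes of amino acid biosynthesis, amino acid transport and cytosolic translation averaged a log2 fold change of -0.524 and the 24 genes of ER chaperones, PDIs and PPIs -0.172, a difference of -0.352 (permutation test with 100000 permutations of genes, p = 0.0216). The prediction was made after the set means had been seen, and genes are not independent replicates. The difference is consistent with a decrease centred on targets of ATF4, which itself was lower, but targets of single transcription factors were not compared.

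If mitochondrial content had risen as a whole, transcripts of the mitochondrial genome may be expected to rise with the nuclear genes of mitochondrial translation. The mitochondrially encoded genes averaged -0.053, and 19 of the 35 splits gave a mean as large, so no parallel rise was found. This prediction was made before the result was known.

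The source sheet of Fig. 2e gives expression of 14 genes in 7 columns headed by clone. Read as headed, 0 of the 14 genes had the direction of the count files, with a median r over the 7 clones of -0.637 per gene. With the first 3 columns read as the A226Y clones and the last 4 as wt, all 14 had that direction, with a median r of 0.995. A likely reading is that the columns stand in another order than their headings, a prediction made after the mismatch had been seen.

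Of the genes of Supplementary Data 1, 898 were compared. The paper's log2 ratios and the values found here had r = 0.976 across genes, which are not independent replicates. The sign was shared by 861 genes, 405 genes had a p under 0.05 in both, and none of those had opposite signs. The median absolute difference was 0.023, and 45 genes differed by more than the SD between clones. CDH1, which stands in the list for mitotic exit and encodes E-cadherin by the annotation's symbol, changed by -4.36, while FZR1, which encodes an activator of the anaphase-promoting complex, changed by -0.034 (adjusted p = 0.83).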
